# Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency

**DOI:** 10.1172/jci.insight.170105

**Published:** 2023-12-08

**Authors:** Gatikrushna Panigrahi, Julián Candia, Tiffany H. Dorsey, Wei Tang, Yuuki Ohara, Jung S. Byun, Tsion Zewdu Minas, Amy Zhang, Anuoluwapo Ajao, Ashley Cellini, Harris G. Yfantis, Amy L. Flis, Dean Mann, Olga Ioffe, Xin W. Wang, Huaitian Liu, Christopher A. Loffredo, Anna Maria Napoles, Stefan Ambs

**Keywords:** Metabolism, Oncology, Breast cancer, Diabetes

## Abstract

Diabetes commonly affects patients with cancer. We investigated the influence of diabetes on breast cancer biology using a 3-pronged approach that included analysis of orthotopic human tumor xenografts, patient tumors, and breast cancer cells exposed to diabetes/hyperglycemia-like conditions. We aimed to identify shared phenotypes and molecular signatures by investigating the metabolome, transcriptome, and tumor mutational burden. Diabetes and hyperglycemia did not enhance cell proliferation but induced mesenchymal and stem cell–like phenotypes linked to increased mobility and odds of metastasis. They also promoted oxyradical formation and both a transcriptome and mutational signatures of DNA repair deficiency. Moreover, food- and microbiome-derived metabolites tended to accumulate in breast tumors in the presence of diabetes, potentially affecting tumor biology. Breast cancer cells cultured under hyperglycemia-like conditions acquired increased DNA damage and sensitivity to DNA repair inhibitors. Based on these observations, we conclude that diabetes-associated breast tumors may show an increased drug response to DNA damage repair inhibitors.

## Introduction

Comorbidities like diabetes adversely affect patients with cancer with an increasing frequency (1, 2). They negatively and disproportionately affect underserved populations and may alter tumor biology and metastasis and the choice of treatment (3). Diabetes in patients with breast cancer is linked to an increased mortality (4, 5). In African American women, diabetes is associated with decreased breast cancer survival in patients independent of the tumor estrogen receptor (ER) status (6).

Diabetes is thought to promote cancer development and progression through hyperglycemia, altered insulin signaling, and excessive inflammation (7, 8). Metabolic health, rather than obesity, might be relevant for breast cancer risk stratification (9). Although studies that investigated the diabetes-induced tumor biology in patients with breast cancer remain sparse (10), multiple investigations have described the effect of hyperglycemia and diabetes in mouse models of breast cancer (10–14). In the 4T1 mouse model of breast cancer metastasis, hyperglycemia impaired tumor vascularization but enhanced metastatic seeding due to impaired secretion of granulocyte CSF and impaired neutrophil mobilization at the metastatic site (12). Other observations show that diabetes and hyperglycemia alter the human gut microbiome and induce intestinal barrier dysfunction and enhance the risk for infections (15). We previously reported that microbiome-derived metabolites can accumulate in breast tumors (16). Therefore, we hypothesized that diabetes may influence tumor biology in patients with breast cancer by mechanisms that may include the microbiome. Tumors in patients with diabetes may acquire distinct molecular signatures that alter disease aggressiveness and therapy response.

To examine how diabetes affects breast cancer biology, we used a discovery approach consisting of 3 human xenograft models for breast cancer that were orthotopically grown in diabetes-prone NRG-Akita mice. We investigated the tumor metabolome and transcriptome and then compared the contrasts between hyperglycemic and control mice with the contrasts in human breast tumors, comparing patients with diabetes and patients without diabetes. In addition, we cultured human breast cancer cell lines under hyperglycemia for further discovery and performed mechanistic studies to validate observations. Using this approach, we identified coherent biological differences related to hyperglycemia and diabetes in both ER^–^ and ER^+^ breast cancer. Notably, our findings support the hypothesis that diabetes-associated breast tumors acquire a proinflammatory metabolome and a condition of DNA repair deficiency. Based on these observations, these tumors may show an increased response to DNA repair pathway inhibitors, which should be examined in clinical studies.

## Results

### Study design.

The effects of diabetes and hyperglycemia on breast cancer biology have not been thoroughly investigated using clinical samples. Hyperglycemia is a hallmark of type 1 and type 2 diabetes, whereas insulin secretion is reduced or absent when diabetes is established (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.170105DS1) (17). We applied a 3-pronged approach to obtain a comprehensive assessment of diabetes-induced effects in xenograft breast tumors, patient tumors, and human breast cancer cell lines, as outlined in Supplemental Figure 1C. Our animal model for diabetes/hyperglycemia was NRG-Akita mouse based. We used female Akita mice that progressively develop hyperglycemia with an onset at 4 weeks of age as a model of genetically induced hyperglycemia with similarities to type 1 diabetes in disease origin but exhibiting some phenotypes of type 2 diabetes (18, 19). Fresh-frozen patient tumors were obtained from women with both type 1 diabetes (*n* = 6) and type 2 diabetes (*n* = 34). Most of these women were self-identified African Americans (*n* = 33), including all patients with type 1 diabetes. African American women are a high-risk group for aggressive forms of breast cancer and are generally more affected by diabetes than other women (6, 20).

Initially, we examined the hyperglycemia-induced biology of orthotopically grown tumors from 3 ER^–^ human breast cancer cell lines, MDA-MB-231, MDA-MB-468, and Hs578T, injected into the abdominal mammary fat pad of either diabetes-prone Akita mice (NOD.Cg-Rag1^tm1Mom^ Ins2^Akita^ Il2rg^tm1Wjl^/SzJ) or its matched control (NOD.Cg-Rag1^tm1Mom^ Il2rg^tm1Wjl^/SzJ), all 8 weeks old. Tumor-bearing mice were sacrificed at 5 weeks for MDA-MB-231, 6 weeks for MDA-MB-468, or 8 weeks for Hs578T xenografts, as shown in Supplemental Figure 2A. At these time points, all Akita mice, but none of the controls, had developed hyperglycemia (*n* = 4–5 per group; Supplemental Figure 2B). Xenografts in hyperglycemic and control mice did not show significant differences in either tumor growth (Supplemental Figure 2C) or their proliferation score (Supplemental Figure 2D) across the 3 models. However, for the 1 cell line known to produce metastases from orthotopically grafted tumors, MDA-MB-231, we detected metastatic lesions in the spleen, kidney, and upper gastrointestinal tract in 2 of 4 tumor-bearing Akita mice (50%) but not in any of the 5 tumor-bearing control mice (Supplemental Figure 2E). Consistent with the xenograft growth data, hyperglycemia did not enhance proliferation in human breast cancer cells, irrespective of whether or not mannitol was added in the control experiments to adjust for osmolarity (Supplemental Figure 2F).

### Hyperglycemia-induced metabolic alterations in breast tumor xenografts.

Next, we investigated the metabolome profiles of the xenografts comparing tumors from hyperglycemic versus control mice (*n* = 4, each comparison group). Being able to detect up to 830 metabolites with the applied platform (Metabolon), we uncovered hyperglycemia-associated alterations in the tumor metabolome (Supplemental Table 1), as shown by the principal component analysis (PCA; including all metabolites) (Figure 1A) and a hierarchical cluster analysis that included all metabolites at a FDR < 0.3 (MDA-MB-231, *n* = 219; MDA-MB-468, *n* = 217; Hs578T, *n* = 443 metabolites; Figure 1B). These metabolic differences were also found in blood samples, with microbiome-derived 3-phenylpropionate and hippurate being the most upregulated serum metabolites in the presence of hyperglycemia, as shown for Akita mice bearing MDA-MB-468 xenografts (*n* = 4; Supplemental Table 1 and Supplemental Figure 3, A–D). Still, the hyperglycemia-associated metabolome contrasts for serum and tumor showed differences, with 341 metabolites being distinctively altered by hyperglycemia in serum and 91 metabolites in tumor xenografts, applying an FDR < 0.3 (Supplemental Figure 4). Across the 3 xenograft models, 71 tumor metabolites were commonly altered in the Akita mice (Figure 1C and Supplemental Table 2). Glucose was upregulated in all tumors of these mice, whereas intratumor 1,5-anhydroglucitol (1,5-AG), a known diabetes marker that is downregulated in the presence of hyperglycemia (21, 22), was greatly diminished (average 50-fold), consistent with diabetes/hyperglycemia-induced reprogramming of tumor metabolism (Figure 1D and Supplemental Figure 3, E and F). This observation was further confirmed with the concurrent accumulation of fructosyllysine (all xenografts) and N6-carboxylmethyllysine (CML) in MDA-MB-468 and Hs578T xenografts. Both metabolites belong to the family of food-derived, proinflammatory, and promutagenic advanced glycation end products that are commonly elevated in people with diabetes (23). Among the 71 tumor metabolites, 67 metabolites were either steadily increased (*n* = 53) or decreased (*n* = 14) in Akita mice (Figure 1C), with an FDR < 0.05 for each metabolite in the combined analysis across the 3 xenograft models (Supplemental Table 2). Notably, many of them represent food- or microbiome-derived metabolites that mostly accumulated in the tumors in presence of diabetes, whereas a small number of metabolites represent typical energy or tumor metabolism–related molecules (e.g., α-ketoglutarate, glucose). Food-derived metabolites include isoflavones like genistein and daidzein sulfate that may reduce the risk of breast cancer recurrence but may also interfere with the antitumor effects of breast cancer therapeutics (24, 25). At least 8 of the 71 diabetes/hyperglycemia-associated metabolites have previously been linked to the gut microbiome (26, 27) and included hippurate as the metabolite with the most significant accumulation, besides imidazole propionate, 3-phenylprorionate, or phenyl sulfate, among others (Supplemental Table 2). Hippurate, imidazole propionate, and phenyl sulfate have been reported to be increased in diabetes (26, 28, 29), consistent with our data. Last, we noticed that α-ketoglutarate, a key metabolite in the regulation and maintenance of the epigenome, was consistently downregulated in tumors of hyperglycemic mice. Interestingly, a loss of α-ketoglutarate–dependent lysine demethylase activity has recently been linked to a suppression of DNA repair by disrupting local chromatin signaling (30, 31).

### The metabolome of diabetes-associated patient tumors.

Having observed that diabetes-related hyperglycemia alters the metabolome of human breast tumor xenografts, we asked whether similar metabolic alterations can be detected in breast tumors from patients with diabetes. We analyzed the metabolome of tumors from 40 women with diabetes and 48 without diabetes and used the tumor ER status to match patients (Supplemental Table 3). Most of these patients were self-identified African American women. Patients with diabetes were older (65 versus 51.5 years of age) and tended to have a higher BMI (32.2 versus 29.2). Even so, independent of the diabetes status, most women in our patient cohort would best be categorized as overweight to obese, representing US trends for women in this age group. The metabolome contrast comparing patients with or without diabetes was consistent with the metabolome contrast in our experimental model of hyperglycemia — however less distinct — likely because patients were heterogenous with regard to their dietary intake and with regard to being treated with antidiabetic drugs. Nevertheless, when we choose an unadjusted *P* < 0.05 as the cutoff, a metabolome profile emerged that was consistent with findings in our xenograft-based discovery cohort (Supplemental Figure 3, G–I). Patients with diabetes presented with reduced intratumor 1,5-AG levels and an accumulation of microbiome-derived metabolites in their tumors, including trimethylamine N-oxide, imidazole propionate, cresol sulfate, and phenyl sulfate. Food-derived metabolites included the advanced glycation end product, CML. The intratumor accumulation of CML in patients with diabetes was robust and remained statistically significant, when compared with nondiabetic patients, after further adjustments for age, race, BMI, tumor stage, and tumor ER status. CML also accumulated in the tumor xenografts and has been described as a candidate ligand of the receptor for advanced glycation end products (RAGE) receptor that has candidate oncogenic and proinflammatory functions in cancer (32). We examined whether CML at the physiological concentration of 1 μM (33) would induce a proinflammatory RAGE signaling signature in MDA-MB-231 breast cancer cells. 

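MDA-MB-231 is an established human breast cancer cell line that lacks the estrogen receptor, and CML forms when sugars or their breakdown products react with the amino acid lysine. RNA-Seq was performed on 4 control cultures and 4 cultures exposed to 1 μM CML for 48 hours at 5 mM glucose, and the replicates of both groups carry the numbers 1 to 4. The sample labels name both a NextSeq and a HiSeq instrument for these libraries. The authors deposited a table of CPM values (read counts scaled to a common library size), and the Supplemental Methods describe such values as scaled by edgeR's TMM method. The paper's text does not name the aligner, genome build or annotation for this experiment. Within each library the deposited values fall on regular steps, from which the estimated reads behind them were recovered. These came to between 16559914 and 17729518 reads per control library (median 16647443) and between 16161801 and 18954731 reads per CML library (median 16927626), so that 1 read was worth between 0.0535 and 0.0622 CPM. Between 84.2% and 85.3% of the values above 0 in a library corresponded to whole reads, so the values derive from estimated counts and no count test was run on them.
The 17681 rows of the table were averaged by gene symbol to 17649 genes, and log2(CPM + 1) was compared between the groups with limma, using a trend of the variance with mean expression, no covariates and Benjamini-Hochberg adjustment. Fold changes are therefore on the log2(CPM + 1) scale, which understates the change of genes with few reads. At the FDR of 0.3 that the paper gives for its heatmap, 158 genes differed between CML-exposed and control cells, 119 higher and 39 lower with CML. At an adjusted p of 0.05 the number was 0, while 1352 genes had an unadjusted p under 0.05. That 0 depended on the genes tested. It became 36 when genes under a mean of 1 CPM were left out, and at most 12 in the other alternatives set beforehand. Of the 158 genes, 133 had a mean of at least 1 CPM, and the median size of their log2 fold change was 0.21. Libraries with the same replicate number deviated from their group means with a mean correlation of 0.110, compared with −0.0362 for libraries with different numbers. With the replicate number as a block, limma gave 189 genes at the FDR of 0.3, 136 higher and 53 lower, of which 82 were among the 158. Leaving out a library moved the number most, to 20 genes without CML replicate 2 and to 690 genes without control replicate 4, and with all 8 libraries kept, centring each library on its median log2 value gave 53 genes, and removing each library's dependence on GC content and transcript length from the genes with a mean of at least 1 CPM, a setting chosen after seeing the data, gave 599.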

As shown in Supplemental Figure 5, A–C, CML induced such a signature with increased NF-κB–mediated TNF-α signaling as the top-ranked pathway. 

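The pathway result was retraced with a list of 198 genes induced by TNF-α through NF-κB, compiled by hand because the Hallmark set itself was not used here. Of these genes, 177 had a mean of at least 0.5 CPM. The pathway score of a library was the average of the list members' z-scored log2(CPM + 1) values, as in the average score of the Supplemental Methods. The score was −0.280 ± 0.0545 (SD, n = 4) in control cells and 0.280 ± 0.165 (SD, n = 4) in CML-exposed cells, a difference of 0.560 that placed every CML library above every control library (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow, and 0.04 after Benjamini-Hochberg adjustment over 14 gene lists). With the replicate number as a block, the exact p was 0.125, the smallest that 4 pairs allow, and 0.175 after adjustment. The same-numbered libraries had correlations between −0.0645 and 0.334. Replacing the average by the list's first principal component, the other pathway score of the Supplemental Methods, moved the result most and reversed its direction, with a difference of −1.29 (exact permutation test, adjusted p = 0.971). Of the 177 genes, 135 were higher with CML, and their median log2 fold change was 0.05, which stood at percentile 100 of 10000 random lists matched for size and mean expression. In the limma fit, 13 members had an adjusted p under 0.3, and all 13 were higher with CML. Adjusted over the list alone, 49 members passed 0.3 and 14 passed 0.05.
Among the 14 lists, the TNF-α list ranked 5 by the size of its score difference, behind the proliferation score, the G2/M and S phase lists and the Myc list. It ranked 3 by limma's camera test, with an adjusted p of 0.0154, and 2 by normalized enrichment score, with 1.69 against 1.98 for the Myc list.
The members with the smallest p were PTX3, HBEGF, SGK1, DUSP5 and JAG1. Their log2 fold changes lay between 0.10 for DUSP5 and 0.18 for HBEGF, and their adjusted p from limma between 0.0889 for PTX3 and 0.145 for JAG1. PTX3 overlaps VEPH1 on the opposite strand, and its estimated reads were whole in all 8 libraries. SGK1 had 96.2 CPM in CML replicate 3 and between 98.5 and 98.9 CPM in the other CML libraries.
CXCL8, the gene of the chemokine interleukin-8, lies on chromosome 4 of GRCh37 from 74606236 to 74609433 in GENCODE release 44. Its level was 908 ± 35.7 CPM (SD, n = 4) in control cells and 1076 ± 38.6 CPM (SD, n = 4) in CML-exposed cells, a log2 fold change of 0.24 with a standard error of 0.037 (adjusted p = 0.145 from limma, and 0.212 with the replicate number as a block). With each library left out in turn the log2 fold change stayed between 0.22 and 0.27, and the adjusted p remained under 0.3 in 4 of the 8 fits. The chemokine gene CXCL1, on chromosome 4 from 74735110 to 74737025, rose from 126 ± 5.72 CPM (SD, n = 4) to 148 ± 4.00 CPM (SD, n = 4), a log2 fold change of 0.22 (adjusted p = 0.153 from limma, and 0.356 with the block). AGER, which encodes the receptor RAGE, lies on chromosome 6 from 32148745 to 32152099 and was covered by only 32 to 55 reads per library. Its level was 2.69 ± 0.617 CPM (SD, n = 4) in control and 2.03 ± 0.0770 CPM (SD, n = 4) in CML-exposed cells, and the groups overlapped, because control replicate 2 had 1.89 CPM (exact permutation test, p = 0.143). Citing Supplemental Figure 5, A–C, the paper states that CML induced a proinflammatory RAGE signaling signature, with TNF-α signaling through NF-κB ranked above the other pathways.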

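For the pathways other than TNF-α signaling, gene lists were compiled in the same way and each library was scored in the same way. The Myc target list had 212 genes, of which 208 were used. Its score was −0.308 ± 0.205 (SD, n = 4) in control and 0.308 ± 0.104 (SD, n = 4) in CML-exposed cells, with 85.6% of the 208 genes higher with CML. The difference of 0.617 was as large as in any of the 70 labellings of the libraries (2-sided exact permutation test, adjusted p = 0.04). In the limma fit 4 of these genes passed an FDR of 0.3 and 27 did so when adjusted over the list alone. TYMS, PLK4, SORD and RRM1 passed, with log2 fold changes of 0.35, 0.26, 0.17 and 0.21, and SNRPA, at 0.19, had an adjusted p of 0.310. PLK4 and RRM1 had adjusted p from limma of 0.356 and 0.333 with the replicate number as a block, above that FDR, while TYMS and SORD had 0.293 and 0.252. SORD had estimated reads that were not whole in 8 libraries, so its value is uncertain. TYMS overlaps TYMSOS and ENOSF1, and SNRPA overlaps C19orf54, on the opposite strand.
The TGF-β list, with 49 of 54 genes used, scored −0.160 ± 0.285 (SD, n = 4) in control and 0.160 ± 0.0883 (SD, n = 4) in CML-exposed cells. The groups overlapped, because control replicate 4 reached 0.175, and the exact permutation p was 0.0857, or 0.109 after adjustment, which is within the FDR of 0.25 that the paper uses for gene sets. After centring of the libraries or quantile normalization the adjusted exact p was 0.436, and camera gave an adjusted p of 0.419. The list's median log2 fold change stood at percentile 62.9 of matched random lists. THBS1, at a log2 fold change of 0.18, was the only member with an adjusted p from limma under 0.3 (0.0980), and 5 members passed when adjusted over the list alone. THBS1 overlaps AC037198.1 and FSIP1, with whole estimated reads in all libraries. BCAR3, IFNGR2 and SPTBN1, also among the members with the smallest p, had log2 fold changes between 0.08 and 0.14, and IFNGR2 overlaps TMEM50B on the opposite strand.
The ROS list, with 45 of 49 genes used, scored −0.226 ± 0.119 (SD, n = 4) in control and 0.226 ± 0.148 (SD, n = 4) in CML-exposed cells without overlap of the groups. In it 37 of 45 genes were higher with CML, although 0 passed an FDR of 0.3 in limma and 4 passed when adjusted over the list alone. Its members with the smallest p were GPX3, SOD2, NQO1, CAT and SRXN1, with log2 fold changes from 0.08 for SOD2 to 0.14 for GPX3.
The inflammatory response list, with 131 of 199 genes used, differed by 0.288 between the groups, with 82 genes higher, and the EMT list, with 152 of 200 genes used, by 0.353, with 103 genes higher. The ROS, inflammatory and EMT lists had the same adjusted exact p as the Myc list, and their median log2 fold changes stood at percentiles 97.4, 96.7 and 99.9 of matched random lists, where the Myc list reached 100. Random lists do not carry the correlation between members of a pathway, for which camera allows. Camera gave an unadjusted p of 0.158 for the inflammatory list and 0.149 for EMT (adjusted p = 0.222 for each). Its adjusted p was 0.0840 for ROS and 0.0602 for Myc. The inflammatory and EMT lists separated the groups without overlap, but the highest control library and the lowest CML library differed little. These libraries had −0.0124 and 0.00738 for the inflammatory list, and −0.00493 and 0.00509 for the EMT list. After centring of the libraries the adjusted exact p was 0.4 for the inflammatory list, 0.2 for Myc, 0.133 for ROS and 0.222 for EMT. The unadjusted exact p of the Myc, ROS and EMT lists was then 0.114, 0.0571 and 0.143, so their groups overlapped. The direction of the inflammatory list was reversed, with a difference of −0.696, when the list's first principal component was used. For that component the adjusted exact p was 0.867 for the Myc and EMT lists and 0.971 for the TGF-β, ROS and inflammatory lists. Besides HBEGF and CXCL8, the inflammatory members with the smallest p included EDN1, with a log2 fold change of 0.28 and an adjusted p of 0.194 from limma (0.326 with the block), and LPAR1 at 0.10. In limma 3 members of the inflammatory list passed an FDR of 0.3, or 13 when adjusted over the list alone, and 9 members of the EMT list did so, or 44 when adjusted over the list alone. Of these 9 genes 7 were higher with CML. CCN2, on chromosome 6 of GRCh37 from 132269316 to 132272512, had 261 ± 5.25 CPM (SD, n = 4) in control and 298 ± 3.84 CPM (SD, n = 4) in CML-exposed cells, a log2 fold change of 0.19 with an adjusted p of 0.0604 from limma. TPM2 changed in the other direction, with a log2 fold change of −0.27 and an adjusted p of 0.153. The pairing check for the replicate number as a block is the one given for the TNF-α list. With the block, the adjusted exact p was 0.269 for the TGF-β list. It was 0.175 for the other 4 lists, whose unadjusted p was the smallest the pairs allow.

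**Figure D1:**
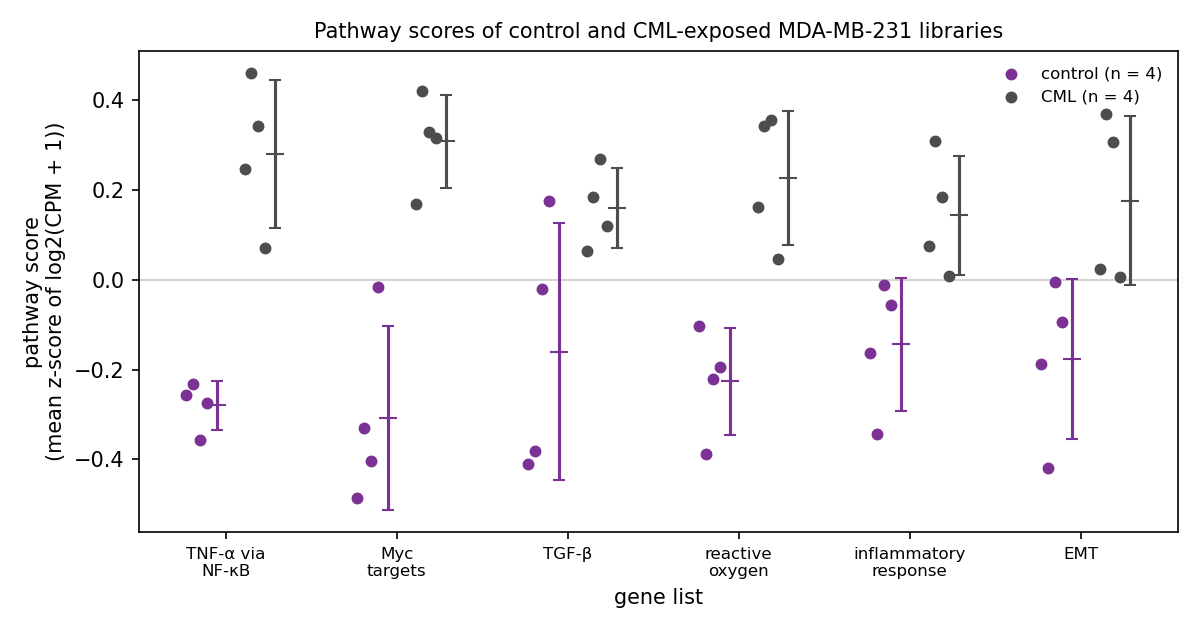
Pathway scores (mean z-score of log2(CPM + 1), vertical axis) of the 4 control and 4 CML-exposed libraries for the TNF-α, Myc, TGF-β, ROS, inflammatory response and EMT lists (horizontal axis), one point per library, with the group mean and SD drawn beside the points. The groups do not overlap in any list except TGF-β, where control replicate 4 has a score of 0.175 and lies among the CML libraries.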

Other activated pathways included Myc and TGF-β signaling, upregulation of reactive oxygen species (ROS), the inflammatory response, and epithelial-to-mesenchymal transition (EMT).

### Diabetes-induced transcriptome is consistent with the activation of developmental pathways and a decreased DNA repair capacity.

To continue our interrogation of the diabetes-associated tumor biology, we generated RNA-Seq–based gene expression profiles for the 3 tumor xenograft models, 73 patient tumors, and 6 human breast cancer cell lines cultured under hyperglycemic conditions (ER^+^: MDA-MB-175, ZR-7530, and HCC1500; ER^–^: MDA-MB-157, MDA-MB-231, and MDA-MB-468; all with exception of MDA-MB-231 being cell lines from African American donors). The 73 patient tumors were obtained from 36 patients with diabetes and 37 without diabetes and represent a subset of the tumors with metabolome data (Supplemental Table 3). Comparing the gene expression profiles between tumors from patients with diabetes versus patients without diabetes revealed large differences with 2012 differentially expressed genes at an FDR < 0.05 (Supplemental Table 4). A hierarchical cluster analysis using the 673 differential genes at an FDR < 0.05 — with additional covariate adjustments for age, race, BMI, tumor stage, and tumor ER status in generating the contrast — achieved a separation into tumors from patients with diabetes and patients without diabetes (Figure 2A), indicating that the effect of diabetes on tumor biology is well captured by the tumor transcriptome. This finding was replicated in xenografts and cultured cells. In Akita mice, experimental diabetes induced robust gene expression signatures in MDA-MB-231 and MDA-MB-468, but not Hs578T, tumor xenografts (Supplemental Figure 6, A–E). Similarly, the gene expression profiles of breast cancer cell lines cultured under hyperglycemia showed robust changes (Supplemental Figure 6, F–M).

Next, we applied gene set enrichment analysis (GSEA) (34) using the Hallmark and KEGG pathway gene set collections to initially interrogate patient tumors (Figure 2, B and C, and Supplemental Table 5). The examination was performed with the covariate-adjusted gene list for the contrast diabetic versus nondiabetic (covariates: age, BMI, race, disease stage, tumor ER status) and revealed diabetes-associated gene signatures that included the induction of a hedgehog- and myogenesis-related gene expression program and increased notch and EMT signaling among the top-ranked pathways, pointing to a common activation of developmental and oncogenic pathways in tumors of people with diabetes (all FDR < 0.25). Myogenesis is critical to muscle development and has close links to hedgehog signaling. Hallmark myogenesis has recently been linked to a high-risk breast cancer subtype of increased mobility (35). Myogenesis and hedgehog signaling were found to associate with poor prognosis in breast cancer by these authors (35). We followed up on this finding with an analysis using single-sample GSEA–based (ssGSEA-based) pathway scores (Supplemental Methods) that capture pathway activation in individual breast tumors. With this approach, we could further demonstrate that myogenesis and hedgehog signaling are upregulated in breast tumors from patients with diabetes, largely independent of the tumor ER status (Figure 3, A–F). We also found that the myogenesis-related gene expression program was induced by diabetes and hyperglycemia in all human tumor xenografts and breast cancer cell lines, among the top-ranked pathways, whereas the hyperglycemia-induced EMT signature was most notable in the ER^+^ cell lines (Supplemental Figure 7, A–G, and Supplemental Table 6). Inflammation-related pathways, including increased TNF-α signaling, were commonly activated in both tumor xenografts and breast cancer cell lines when exposed to hyperglycemia.

GSEA Hallmark pathway enrichment scores revealed that the DNA repair capacity might be reduced in human breast tumors from patients with diabetes (Figure 2B). We followed up on this observation using GSEA KEGG pathway assignments that better define DNA repair pathways (Figure 2C) and generated pathway activity scores for individual tumors. This line of inquiry provided further indication of a broadly reduced DNA repair capacity in patient tumors (Figure 3, G–K) and human xenografts (Supplemental Figure 8A and Supplemental Table 7). Downregulation of the repair pathways in patient tumors occurred independently of the tumor ER status (Supplemental Figure 8, B and C). Most prominent was the deficiency in KEGG pathway–annotated base excision repair, mismatch repair, and homologous recombination. We observed a similar downregulation of DNA repair pathways in breast cancer cell lines (Supplemental Table 7). A homologous recombination deficiency typically associates with “BRCAness” of breast tumors due to mutational inactivation of the *BRCA1* and *BRCA2* tumor suppressor genes, making these tumors susceptible to poly-ADP ribose polymerase (PARP) inhibitors. However, diabetes may induce “BRCAness” by an alternative mechanism involving loss of gene expression, since *BRCA1* and *BRCA2* transcripts were commonly downregulated in the clinical samples and xenografts in the presence of diabetes (Supplemental Figure 9, A and B).

Finally, we performed an integration of transcriptome and metabolome data to identify candidate pathways that may have a key function in defining the effects of diabetes on tumor metabolism. To do so, we combined the transcriptome and metabolome data from across the 24 breast tumor xenografts using, first, a correlation analysis followed by GSEA, with genes ranked by their correlation coefficient. We restricted this analysis to correlations of gene expression with the 67 metabolites that were consistently increased (*n* = 53) or decreased (*n* = 14) in tumors of diabetic Akita mice (Supplemental Table 2). This exploratory approach showed that myogenesis and mitochondrial oxidative phosphorylation as the top-ranked pathways may mediate the effect of diabetes on tumor metabolism in these xenografts (Supplemental Table 8).

### Diabetes and hyperglycemia induce an invasive phenotype.

Diabetes did not significantly influence tumor xenograft growth (Supplemental Figure 2, C and D) but may promote metastasis, as shown for the implanted MDA-MB-231 cells (Supplemental Figure 2E and Supplemental Figure 10A). Thus, we assessed the effect of diabetes on both cell proliferation and a prometastatic phenotype in patient tumors using the transcriptome data and examined how hyperglycemia may affect human breast cancer cells in culture. Tumors from patients with diabetes exhibited decreased proliferation in both ER^–^ and ER^+^ tumors (Figure 4, A–C), as judged by their proliferation score derived from a validated gene expression proliferation signature (16, 36). In contrast, the Hallmark EMT signature was upregulated in breast tumors of patients with diabetes (Figure 4, D–F). Transcript levels of several EMT driver genes — e.g., *ZEB1*, *VIM*, *TWIST1* — were elevated in breast tumors of patients with diabetes (Supplemental Figure 11), and the diabetes-associated transcriptome showed significant overlap with the Hollern_EMT_Breast_Tumor_Up as well as a LIM-Mammary_Stem_Cell_Up signatures in the GSEA MSigDB collection (Figure 4, G and H; FDR = 0.1 and 0.06, respectively). To corroborate that hyperglycemia induces a mesenchymal phenotype with increased mobility, we measured migration and invasion under hyperglycemic conditions of human breast cancer cells and also determined the acquisition of a mesenchymal phenotype by quantifying cell length in culture to capture a spindle-like morphology. In agreement with the pathway analysis, hyperglycemia increased cell migration (Figure 5, A–C), but not proliferation (Supplemental Figure 2F), and induced a more spindle cell–like appearance as quantified by an increased average cell length (Figure 5, D–G). Additionally, we performed the Matrigel invasion assay, where we observed that hyperglycemia increased breast cancer cell invasion (Figure 5, H and I). To further validate that hyperglycemia may increase stemness in breast cancer cells, we cultured MDA-MB-231-LM2 cells carrying a reporter construct in which 6 concatenated repeats of a composite SOX2/OCT4 response element from the proximal human NANOG promoter are coupled to a minimal cytomegalovirus (CMV) promoter, to drive expression of a fluorescent reporter gene for stem cell signaling (37). Using this cell line, we show that our standard hyperglycemic culture conditions induce the fluorescent reporter, thereby showing increased stemness (Figure 5J). Finally, transcript levels of multiple cancer stem cell markers tended to be upregulated in breast tumors of patients with diabetes (Supplemental Figure 12).

### Hyperglycemia induces mitochondrial oxyradical formation and DNA damage and increases sensitivity to DNA repair inhibitor drugs.

Oxidative stress due to hyperglycemia has been linked to lung metastasis in a syngeneic mouse metastasis model (38). Hence, we asked if hyperglycemia may cause oxidative stress and whether it increases DNA damage in human breast cancer cells. We confirmed the elevated production of mitochondrial ROS by FACS (Figure 6, A–D), albeit with an estimated moderate increase, and found the ROS scavenger Mitotempo to inhibit hyperglycemia-induced cell migration, indicating that upregulation of ROS production is an inducer of migration under hyperglycemia in these cells (Figure 6, E–H). The observation is in agreement with the literature showing that moderate rather than sizable increases of ROS enhance metastasis (39). To examine whether hyperglycemia and ROS may increase DNA damage, we examined the number of cells positive for the 2 DNA damage markers, γH2AX (40) and 53BP1 (41), using immunofluorescence microscopy. Both markers were significantly elevated in Hs578T and MDA-MB-231 cells when cultured under hyperglycemia (Figure 7, A–D, and Supplemental Figure 9, C and D). In addition to nuclear staining, we also observed diffuse cytoplasmic staining of γH2AX in the presence of hyperglycemia. A previous report suggested that a DNA repair deficiency can lead to accumulation of fragments of unrepaired genomic DNA in the cytoplasm, with increased cytoplasmic γH2AX (42). This notion of increased DNA damage and a reduced DNA damage repair capacity was further supported by an Ingenuity Pathway Analysis (IPA; QIAGEN) that included 461 differentially expressed genes across patient and xenograft tumors (diabetic versus nondiabetic; Supplemental Table 9), showing that “the role of BRCA1 in DNA damage response” is the top downregulated IPA-defined process in presence of diabetes (Figure 8, A and B). The downregulation of these DNA repair pathways was also suggested when we performed another IPA with the 311 genes whose expression was similarly altered by hyperglycemia (95 upregulated and 216 downregulated, FDR < 0.3) across the MDA-MB-231 and MDA-MB-468 xenografts and their corresponding cell lines (Supplemental Figure 13, A and B, and Supplemental Table 9).

Furthermore, using a reporter assay to measure nonhomologous end joining (NHEJ) DNA repair capacity, we could demonstrate a decrease in NHEJ in MDA-MB-231 and Hs578T breast cancer cells when cultured under hyperglycemia (Figure 9, A–D). A downregulation of this pathway activity is consistent with partial BRCA1/2 inhibition in the presence of diabetes and hyperglycemia (Supplemental Figure 9, A and B).

We followed up on our observations with an analysis of nuclear γH2AX positivity in 105 breast tumors from 29 patients with diabetes and 76 patients who did not have a diagnosis of diabetes. γH2AX positivity in the tumor epithelium was present in 58.6% of the patients with diabetes (17 of 29) and 36.8% of the patients without diabetes (28 of 76) (*P* = 0.05, 2-tailed Fisher’s exact test). We obtained a moderate to high γH2AX immunostaining score for 44.8% of the tumors from patients with diabetes (13 of 29), whereas 30.2% of the tumors from patients without diabetes (23 of 76) scored in this range (*P* = 0.17).

Because pathway analysis pointed to a broadly reduced DNA repair capacity in breast tumors of patients with diabetes, we treated multiple breast cancer cell lines (Hs578T, MDA-MB-468, MDA-MB-231, MDA-MB-436, and HCC1937) with drugs targeting DNA repair mechanisms — namely AZD7762, berzosertib, etoposide, and olaparib — and examined drug sensitivity in a BrdU incorporation–based cell proliferation assay (Figure 10). For AZD7762, berzosertib, and etoposide, we determined the IC_50_ under the control condition (5 mM glucose) and hyperglycemia (25 mM glucose), whereas for olaparib, we determined BrdU incorporation for the 1, 10, and 20 μM concentration range, since the IC_50_ tended to exceed 50 μM, in agreement with the literature (43). MDA-MB-436 and HCC1937 are cell lines that harbor mutant *BRCA1* (44). The 5 cell lines showed a generally increased sensitivity to these drugs under hyperglycemia, as defined by their decreased IC_50_ drug response values (Figure 10). For olaparib, the 2 *BRCA1* mutant cell lines had the weakest differential response under the 2 culture conditions. Similarly, when using a CellTiter-Blue–based viability assay and a defined drug concentration with 4 cell lines, we observed a decrease in viability by about 20%–30% under hyperglycemia when compared with control cells at the 48 hours exposure time point (Supplemental Figure 14).

### Diabetes associates with a distinct tumor mutational signature in patients with breast cancer.

Because hyperglycemia increased DNA damage in cultured cells, we asked whether breast tumors from patients with diabetes may acquire an increased mutational burden or a distinct mutational signature. Using whole-exome sequencing (WES), we analyzed 38 breast tumors from patients with diabetes, 71 tumors from patients without diabetes, and 7 tumors from patients who developed diabetes on follow-up. We did not find obvious differences in the overall frequency of somatic mutations comparing tumors by patients’ diabetes status (Figure 11A and Supplemental Table 10). However, we found that tumors from patients with diabetes contain signatures of a reduced DNA damage repair capacity (SBS5 and SBS30) related to base excision repair (Supplemental Table 10). In an analysis that applied subject/signature age-adjusted weights to control for age differences between patients with and without diabetes (45), and comparing individual samples versus reference signatures from the COSMIC catalog (46, 47) and the Compendium of Mutational Signatures of Environmental Agents (48), we could identify several signatures with a disparate prevalence among the nondiabetes and diabetes groups (2-sided Wilcoxon’s test, *P* < 0.05 in the unadjusted analysis) (Figure 11B and Supplemental Table 10). Of those 2 COSMIC signatures, SBS5 (*P* = 0.001; FDR = 0.057) and SBS30 (*P* = 0.007; FDR = 0.187) stood out by being most robustly upregulated in tumors of patients with diabetes. The frequencies of these 2 signatures were similarly elevated in ER^+^ (SBS5, *P* = 0.026; SBS30, *P* = 0.031) and ER^–^ tumors (SBS5, *P* = 0.043; SBS30, *P* = 0.024). Notably, both signatures are associated with impaired DNA repair. According to the COSMIC catalog, SBS5 was found to be increased in bladder tumors with mutations in the DNA excision repair gene *ERCC2*, whereas signature SBS30 was found to be related to a deficiency in base excision repair due to inactivating mutations in *NTHL1*. Thus, enrichment of these signatures in association with diabetes is consistent with the impairment of DNA damage repair pathways that was predicted from the transcriptome analysis. In a last analysis, we compared the fraction of mutated samples for genes with a mutation in more than 5% of the samples (Figure 12 and Supplemental Table 10). We found that several genes, including *TP53*, *PIK3CA*, *MUC5AC*, and *CDH1*, had higher mutation frequencies in tumors of patients with diabetes than patients without diabetes, with mutation frequencies for *TP53*, *PIK3CA*, *MUC5AC*, and *CDH1* being 37%, 21%, 16%, and 11%, respectively, in patients with diabetes but 25%, 13%, 4%, and 4%, respectively, in patients without diabetes. However, these differences did not reach statistical significance (Supplemental Table 10). We did not find that mutations in *BRCA1/2* or other repair genes were increased in breast tumors of patients with diabetes, suggesting that loss of gene expression rather than mutational inactivation is the underlying mechanism of the DNA repair deficiency in these tumors.

## Discussion

Diabetes commonly affects patients with breast cancer, and 1 of 6–8 women with breast cancer has diabetes as a comorbidity (4, 49). It affects African American women with breast cancer more so than European American women (6, 50). In people with diabetes, breast cancer tends to have more aggressive features and to associate with decreased patient survival (4, 6, 51). Despite the evidence that diabetes may affect disease outcome and response to therapy, we are still lacking an understanding of the diabetes-induced molecular changes in human breast tumors.

Here, we used a broad approach that included analysis of patient tumors, orthotopic human tumor xenografts, and human breast cancer cells exposed to diabetes and hyperglycemia to gain an understanding of how diabetes may alter the tumor biology in patients with breast cancer. We found that food- and microbiome-derived metabolites accumulate in breast tumors in the presence of diabetes and hyperglycemia. In contrast, α-ketoglutarate is consistently downregulated in tumors of hyperglycemic mice, and this may lead to a partial inhibition of ketoglutarate-dependent enzyme activities. Importantly, the loss of α-ketoglutarate–dependent lysine demethylase activity, namely of KDM4B, has recently been linked to a suppression of DNA repair by disrupting local chromatin signaling (30, 31).

Diabetes also induced EMT- and stem cell–like phenotypes generally linked to dedifferentiation, increased mobility, and odds of metastasis. Furthermore, and perhaps most significant, diabetes associated with gene expression and mutational signatures of a DNA damage repair deficiency. Most of these phenotypes occurred in both ER^–^ and ER^+^ breast tumors. The repair deficiency may partly relate to a diabetes-associated downregulation of BRCA1/2 function in breast tumors, as our data suggest, and to metabolic alterations that increase oxidative stress and reduce the availability of α-ketoglutarate. Still, other repair pathways that are independent of BRCA1/2 function were similarly inhibited. Correspondingly, breast cancer cells cultured under hyperglycemia acquired increased DNA damage and sensitivity to DNA damage response inhibitors. Hence, diabetes-associated breast tumors may show an augmented drug response to DNA damage repair pathway inhibitors that are cancer therapeutics.

The effect of diabetes and hyperglycemia on tumor growth and metastasis has been studied in syngeneic mouse tumor models, including the 4T1 and E0771 breast cancer models (12–14, 38). Some of these studies observed an increased tumor growth induced by diabetes (13, 14), whereas others did not (12, 38). We did not find any evidence of a growth-accelerating effect by diabetes/hyperglycemia in human breast cancer cells. In patient tumors, diabetes associated with a reduced proliferation score in both the ER^–^ and ER^+^ disease. However, consistent with the mouse tumor model, we obtained evidence of a diabetes-induced mesenchymal transition, increased migration, and increased odds of metastasis in in vitro and in vivo models of human breast cancer. Also consistent with the literature (38, 52), hyperglycemia increased mitochondrial ROS production in human breast cancer cells, with ROS being a key factor in the increased mobility of these cells. Having made these observations, one would argue that diabetes increases the odds of metastasis in humans rather than breast cancer growth. Nonetheless, there is evidence from epidemiology that diabetes not only increases mortality of patients with breast cancer (4, 6, 51) but also raises the disease risk (53).

Myogenesis is the formation of skeletal muscular tissue during embryonic development and is important in muscle tissue regeneration. The latter is commonly inhibited in patients with cancer and leads to the condition of cachexia with extreme loss of skeletal muscle tissue (54, 55). The upregulation and oncogenic role of myogenic transcription factors (*MYF5*, *MYOD*) has been described for rhabdomyosarcoma (56), a pediatric malignancy of muscle. To our understanding, myogenesis has not been recognized as an oncogenic signaling pathway that functions in epithelial cancers. However, upregulated myogenesis has recently been linked to a high-risk breast cancer subtype of increased mobility (35). In our study, myogenesis was consistently identified as the top-ranked biological process that is activated in both ER^–^ and ER^+^ breast tumors of patients with diabetes compared with patients without diabetes as well as in breast tumor xenografts and breast cancer cell line under hyperglycemia. Since Hallmark myogenesis encompasses hedgehog and notch signaling, the upregulation of this biological process by diabetes may broadly reflect the activation of developmental pathways that become oncogenic in the context of cancer and promote increased cell mobility.

We investigated the diabetes-associated metabolome using untargeted metabolomics and measured 830 metabolites, including the diabetes marker 1,5-AG in the tumor tissues. The analysis of our human xenograft data shows that diabetes and hyperglycemia influence the tumor metabolome, leading to the accumulation of food- and microbiome-derived metabolites in tumors as a key feature of diabetes-induced alteration under controlled conditions. We did not find the same robust changes in patients with breast cancer, likely because of the heterogeneity in their diet/lifestyle and management of diabetes, something one cannot easily control in a patient population. Nevertheless, patients with diabetes presented with reduced intratumor 1,5-AG levels and an increase in food- and microbiome-derived metabolites, both consistent with the breast cancer xenograft data. Reduced 1,5-AG is a biomarker of glucose spikes and has been found to associate with a generally increased cancer mortality in a study of Japanese men (22). The accumulation of microbiome-derived metabolites that we observed in the tumor xenografts may contribute to the proinflammatory environment with increased ROS that has been described from syngeneic breast tumors in diabetic mice; however, none of these previous studies investigated the tumor metabolome that associates with diabetes. Several diabetes-associated metabolites — e.g., imidazole propionate, trimethylamine N-oxide, and phenyl sulfate — are formed by the gut microbiome and may increase oxidative stress in cells and inflammation in tumors (28, 29, 57–59).

Advanced glycation end products are sugar metabolites that build up in patients with diabetes. They are proinflammatory, mutagenic, and oncogenic, and their accumulation may raise breast cancer risk and mortality (32, 60–62). We detected an increased intratumor abundance of them under diabetic conditions and could show that one of the best-known advanced glycogen end products, CML, activates oncogenic and inflammatory pathways in breast cancer cells, in line with RAGE signaling. Thus, besides microbiome-derived metabolites, the increased exposure to advanced glycation end products may as well contribute to the more aggressive nature of breast cancer in patients with diabetes.

Oxidative stress promotes DNA strand breaks and genomic instability in cancer cells. Hyperglycemia increases ROS and DNA damage, as shown by our data and by others (38). These cells may also experience a loss in DNA damage repair capacity. A compromised DNA repair capacity has previously been linked to diabetes-induced fibrosis (63). We found that a deficiency in base excision repair, mismatch repair, and homologous recombination is strongly suggested by the gene expression profile and mutational signature in breast tumors from patients with diabetes, independent of the tumor ER status. Two mutational signatures that were present in these tumors may originate from a reduced DNA excision repair capacity, as suggested by the COSMIC signature compendium. Our observations from patient tumors were further confirmed by the transcriptome data obtained from our mouse xenograft model using diabetes-prone Akita mice and experimental data from high-glucose–cultured human breast cancer cell lines.

Homologous recombination is a key pathway in repairing double-stranded breaks that frequently occur under oxidative stress (64). Homologous recombination deficiency due to mutational inactivation of the *BRCA1* and *BRCA2* tumor suppressor genes is known to make human tumors susceptible to PARP inhibitors and platinum-based chemotherapies (65). PARP inhibitors have, therefore, been developed to treat patients with cancer with *BRCA*-inactivating mutations (66). We investigated whether human breast cancer cells, when cultured under hyperglycemia, are more vulnerable to DNA repair inhibitors, assessing a panel of cancer drugs that included the checkpoint kinase inhibitor AZD7762, the ATR (ataxia telangiectasia and Rad3 related) inhibitor berzosertib, the topoisomerase II inhibitor etoposide, and the PARP inhibitor olaparib. This line of experiments indicated a raised vulnerability of human breast cancer cells to these drugs under hyperglycemic conditions. We also showed that hyperglycemia downregulates DNA repair capacity, namely NHEJ, which is the primary pathway for repair of double-stranded breaks throughout the cell cycle, including the G2 phase, using a reporter assay. Based on these observations, we reason that diabetes-associated breast tumors may show an increased drug response to DNA damage repair inhibitors that are cancer therapeutics. We further argue that these observations should be followed up with clinical studies. Diabetes negatively and disproportionately affects underserved populations (20) and increases breast cancer mortality on a global scale. Any improvement in treating these patients with breast cancer should have a large effect.

As a strength of our study, we used a comprehensive approach to investigate the effects of diabetes and hyperglycemia on breast cancer biology and included tumors and cell lines from African American patients with breast cancer. However, patients with breast cancer with diabetes will use a variety of drugs that treat diabetes. The use of these drugs should make patients with diabetes more similar to patients without diabetes (i.e., dilute the signal of diabetes). It is a limitation of our study that we could not investigate how treatment of diabetes may have influenced our tumor data. We also could not associate duration of diabetes and circulating hemoglobin A1c levels with our tumor data, since these data were only available for a subset of the patients in our study. Another limitation of our study relates to the use of the Akita mouse as a diabetes model. The disease resembles type 1 diabetes but shows some phenotypes of type 2 diabetes (18, 19). These mice are immunocompromised but develop hyperglycemia with 100% penetrance in a well-defined age range, allowing tumor xenografts to grow in mice with diabetes with little experimental variation. It has been shown that hyperglycemia leads to immune function changes in breast tumors, using syngeneic mouse models (14). Despite these limitations, the transcriptome- and metabolome-based signatures in the human xenografts grown in diabetic Akita mice showed significant overlaps with the signatures detected in breast tumors of patients with diabetes. They point to the same consistent alterations across these lines of investigation, indicating identical diabetes/hyperglycemia-induced effects in them. These findings make us confident that our observations are valid, thereby supporting our study design. In addition, the key findings that hyperglycemia induces ROS and a condition of DNA repair deficiency were experimentally validated.

In summary, our investigation reveals an effect of diabetes on the biology of human breast tumors, largely independent of the tumor ER status, and provides a large data set of metabolome and transcriptome data as a resource for others to use in examination of the effects of diabetes in patient tumors. Diabetes may broadly activate developmental pathways that become oncogenic in the context of cancer and promote increased cell mobility and the odds of metastasis. Food- and microbiome-derived metabolites increase in these breast tumors, potentially affecting tumor biology by increasing diabetes-associated inflammation. Through an increase of ROS, diabetes also augments DNA damage in cancer cells while diminishing their abilities of repairing DNA lesions and strand breaks. Clinically, these events may lead to an increased drug response to DNA damage repair inhibitors among patients with diabetes-associated breast cancer.

## Methods

### Reagents.

All information is provided in Supplemental Methods.

### Collection of human breast tumors and patient data.

Patients with breast cancer undergoing surgery were recruited at the University of Maryland Medical Center. We previously described recruitment of this patient cohort (16, 67). Details are provided in Supplemental Methods.

### Orthotopic tumor growth in mice with diabetes/hyperglycemia.

Female Akita mice (NOD.Cg-Rag1^tm1Mom^ Ins2^Akita^ Il2rg^tm1Wjl^/SzJ) (68) were obtained from The Jackson Laboratory. This mouse strain is partly immunodeficient and develops hyperglycemia with a defined onset at 4 weeks of age. The animals are heterozygote carriers of a mutation in the *insulin 2* gene. The mutation induces misfolded protein and β cell death. Akita mice are a model of genetically induced hyperglycemia with similarities to type 1 diabetes but exhibit some phenotypes of type 2 diabetes (18, 19). We used the isogenic strain NOD.Cg-Rag1^tm1Mom^ Il2rg^tm1Wjl^/SzJ (69) as a matched control in this study. Further information and description of the orthotopic xenograft experimental protocol can be found in the Supplemental Methods.

### Cell lines.

All human breast cancer lines were obtained from American Type Culture Collection (ATCC). MDA-MB-157, MDA-MB-231, MDA-MB-436, and HCC1806 cells were grown in DMEM with 2 mM glutamine (MilliporeSigma) and 10% FBS. MDA-MB-175, MDA-MB-468, Hs578T, ZR-75-30, HCC1937, and HCC1500 cells were grown in RPMI media supplemented with 10% FBS. We obtained authentication of these cell lines through ATCC services, prior to and after completion of all experiments, using a short tandem repeat analysis. MDA-MB-231-LM2-mCMV-mcherry and MDA-MB-231-LM2-SORE6-mcherry cell lines were obtained from Lalage M. Wakefield (NCI, NIH, Bethesda, Maryland, USA). These cell lines were maintained in RPMI media supplemented with 10% FBS.

### Hyperglycemia in cell culture.

We performed in vitro experiments mimicking diabetes-like conditions by culturing breast cancer cells in high-glucose medium. We used a 5 mM glucose level as a control condition and 25 mM levels to model hyperglycemia (70). Both ER^+^ (MDA-MB-175, ZR-75-30, HCC1500) and ER^–^ (MDA-MB-157, MDA-MB-231, MDA-MB-468, Hs578T) human breast cancer cell lines were used for these experiments. Briefly, cells were plated in respective plates/flasks. The next day, the medium was removed, and cells were washed with PBS and then cultured with either low- (5 mM) or high-glucose (25 mM) media without serum. Prior to starting the high-glucose treatment experiments, we conditioned the cells with low-glucose medium and then switched to 25 mM glucose while we maintained the 5 mM glucose for the control cells. In some experiments, we added 20 mM mannitol to the 5 mM glucose control group to yield the osmolarity of added 25 mM glucose. However, we did not find differences in the investigated phenotypes between experiments with and without added 20 mM mannitol (Supplemental Figure 2, F and G).

### BrdU incorporation assay to assess inhibition of cell proliferation by DNA repair pathway inhibitors.

Cell proliferation was measured with the BrdU cell proliferation kit from MilliporeSigma. For details, see Supplemental Methods.

### Cell viability assay.

Numbers of viable cells were estimated using the CellTiter-Blue cell viability assay from Promega. For details, see Supplemental Methods.

### Migration and invasion assay.

Cell migration and invasion was monitored using the xCelligence System technology (Roche) for real-time monitoring of cell movement with an electronic cell sensor array, following manufacturer’s instructions. For more details, see Supplemental Methods.

### Measurement of mitochondrial ROS.

Mitochondrial superoxide in the breast cancer cells was measured following an earlier described method (71). For details, see Supplemental Methods.

### Immunofluorescence microscopy to quantify DNA damage.

Immunostaining of DNA damage markers (γH2A.X and 53BP1) was performed in MDA-MB-231 and Hs578T cells under hyperglycemic condition. Procedures are described in the Supplemental Methods.

### γH2AX IHC.

Accumulation of nuclear γH2AX protein was examined in 105 formalin-fixed and paraffin-embedded breast tumor tissues obtained from the Department of Pathology at the University of Maryland Clinical Center. Twenty-nine tumors (17 ER^+^ [59%], 11 ER^–^ [38%], 1 ER unknown) were obtained from patients with diabetes at time of disease diagnosis and 76 (45 ER^+^ [59%], 30 ER^–^ [39%], 1 ER unknown) from patients who were nondiabetic at disease diagnosis. We used the anti–phospho-histone H2A.X (Ser139) rabbit antibody from Cell Signaling (catalog 9718) at a 1:800 dilution to visualize γH2AX protein in the tumor sections. Nuclear γH2AX in the tumor epithelium was scored as negative, low, moderate, or high using a standard scoring system as previously described by us and others (72, 73). Scoring of the IHC was performed by a pathologist blinded to the diabetes status of the patients.

### Measurement of DNA repair capacity for NHEJ in breast cancer cells under hyperglycemic condition.

Assessment of the DNA repair capacity for NHEJ was carried out according to a previously described protocol (74), with some modifications. For details, see Supplemental Methods.

### Quantification of the mesenchymal phenotype in cell culture.

The quantification of mesenchymal morphology in Hs578T and MDA-MB-231 cells cultured under hyperglycemia is described in Supplemental Methods.

### Stemness reporter assay.

The assay has previously been described (37). For details, see Supplemental Methods.

### IC_50_/GI_50_ calculation using the GraphPad software.

Dose response measurements were analyzed using the GraphPad Prism software. The IC_50_ (alternatively defined as GI_50_ — as the concentration that results in inhibiting cell growth by 50%) for the various DNA repair pathway drugs under low- and high-glucose culture condition was calculated using nonlinear regression analysis (fitting a dose-response curve) in GraphPad prism 9. First, 100% (average absorbance of the control group) and “0% growth” (average absorbance blank from media without cell) were assigned in the growth curve. Then, the doses were log transformed, and absorbance values were normalized. The IC_50_ was calculated by nonlinear regression analysis (curve fitting) of normalized transformed data by selecting the model “absolute IC_50_ from normalized data”.

### Tumor proliferation score.

We selected a gene expression profile that included expression data for 11 cell cycle genes (*BIRC5*, *CCNB1*, *CDC20*, *CEP55*, *MKI67*, *NDC80*, *NUF2*, *PTTG1*, *RRM2*, *TYMS*, and *UBE2C*) and summed this profile into a metagene score as a marker for tissue proliferation, as described previously (16). The proliferation signature also contains *MKI67*, the transcript that encodes Ki67, a commonly used proliferation marker for tissues.

### Metabolome analysis of human tumors and xenografts.

The metabolome analysis of fresh-frozen human tumors and xenografts was performed using untargeted metabolic profiling by the service provider, Metabolon, Inc. For details, see Supplemental Methods.

### Transcriptome analysis of human tumors, xenografts, and cultured cells using RNA-Seq.

RNA was isolated from frozen breast tumors with and without diabetes (*n* = 36 diabetic and *n* = 37 nondiabetic) using the TRIzol method as described earlier (67). Isolation of RNA from the human xenografts (MDA-MB-231, MDA-MB-468 and HS578T with or without diabetes), breast cancer cells (MDA-MB-175, ZR7530, HCC1500, MDA-MB-157, MDA-MB-231, and MDA-MB-468) cultured under high glucose (25 mM), and MDA-MB-231 cells with or without CML was done using the RNeasy Plus Mini Kit (QIAGEN). Detailed information about the RNA-Seq methods, data analysis, and public access to the data is provided with the Supplemental Methods.

### Metabolomic and transcriptomic data integration.

For details, see Supplemental Methods.

### WES.

WES was performed by the service provider, Psomagen. Detailed information about the WES data generation, data analysis, and public access to the data is provided with the Supplemental Methods.

### GSEA and further validation using pathway “activity” scores.

GSEA and additional validation of the key pathways using activity scores are described in the Supplemental Methods.

### ssGSEA.

For details, see Supplemental Methods.

### IPA.

Genes commonly up- and downregulated in human breast tumors and xenografts (MDA-MB-231 and MDA-MB-468) comparing diabetic versus nondiabetic were uploaded into the IPA tool (*n* = 461 at FDR < 0.3 for differentially expressed genes) to analyze for their relationship with IPA pathways by calculating pathway enrichment scores. IPA maintains a large-scale pathway network derived from the Ingenuity Knowledge Base, which is a large, structured collection of observations in various experimental contexts with nearly 5 million findings manually curated from the biomedical literature or integrated from third-party databases. IPA calculates an enrichment score and *P* values using the Fisher’s exact test.

### Statistics.

All statistical tests were 2 tailed, and an association was considered statistically significant at *P* < 0.05. We used Student’s *t* test or Wilcoxon’s rank-sum test to assess the statistical significance of differences between 2 groups. We applied the 1-way ANOVA test to assess differences between more than 2 groups in order to determine whether the associated population means are significantly different. Exact *P* values for differences between 2 groups were obtained with post hoc tests. Statistical analyses were performed using Prism 8 (GraphPad), R software (https://www.r-project.org), the packages in Bioconductor provided by the R Foundation for Statistical Computing, or Qlucore Omics Explorer 3.7 (https://qlucore.com/omics-explorer).

### Study approval.

Collection of both biospecimens and the clinical and pathologic information was approved by the University of Maryland IRB (protocol no. 0298229). The research was also reviewed and approved by the NIH Office of Human Subjects Research Protections (OHSRP no. 2248). Informed written consent was obtained from all patients, and the research followed the ethical guidelines set by the Declaration of Helsinki.

### Data availability.

Metabolome data were deposited in the Open Science Framework (https://osf.io/h73rf/?view_only=). All RNA-Seq data generated for this study have been deposited in NCBI’s Gene Expression Omnibus database under the super series GSE202923, which is composed of subseries GSE202922, GSE202599, GSE202595, GSE202597, GSE202598, and GSE236420. The RNA-Seq data for the human breast tumors were deposited under accession no. GSE202922. The RNA-Seq data for the mouse xenografts were deposited under accession no. GSE202599. RNA-Seq data for the cell lines were deposited under accession nos. GSE202595 (ER^+^ cell lines), GSE202597 (CML-exposed MDA-MB-231 cells), GSE202598 (MDA-MB-157 cell line), and GSE236420 (MDA-MB-231 and MDA-MB-468 cell lines). The WES raw data for the breast tumors have been deposited in the Sequence Read Archive database under accession no. PRJNA840859.

All data values referred to in the main manuscript and supplemental materials, including the values for all data points shown in graphs and the values to support any reported means, are provided in the Supporting Data Values file.

## Author contributions

Study design was contributed by GP and SA. Supervision was contributed by SA. Animal experiments were contributed by GP. Cell culture experiments were contributed by GP, YO, and AA. Acquiring data was contributed by GP and YO. Analysis and interpretation of experimental data were contributed by GP. Computational analysis was contributed by GP, JC, WT, AZ, and TZM. Data visualization was contributed by GP and JC. Data resources, databases, patient recruitment, biospecimen collection and processing, and submission of data for public access were contributed by THD, JSB, TZM, AA, AC, DM, OI, XWW, HL, CAL, and AMN. Classification of human tumors was contributed by HGY. IHC was contributed by THD. Animal histology slide evaluation was contributed by ALF and YO. Writing of the original draft was contributed by GP and SA. Review and editing of the manuscript were contributed by GP, SA, and JC. Addressing of reviewer comments was contributed by GP and SA.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental table 1

Supplemental table 10

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supporting data values

## Figures and Tables

**Figure 1:**
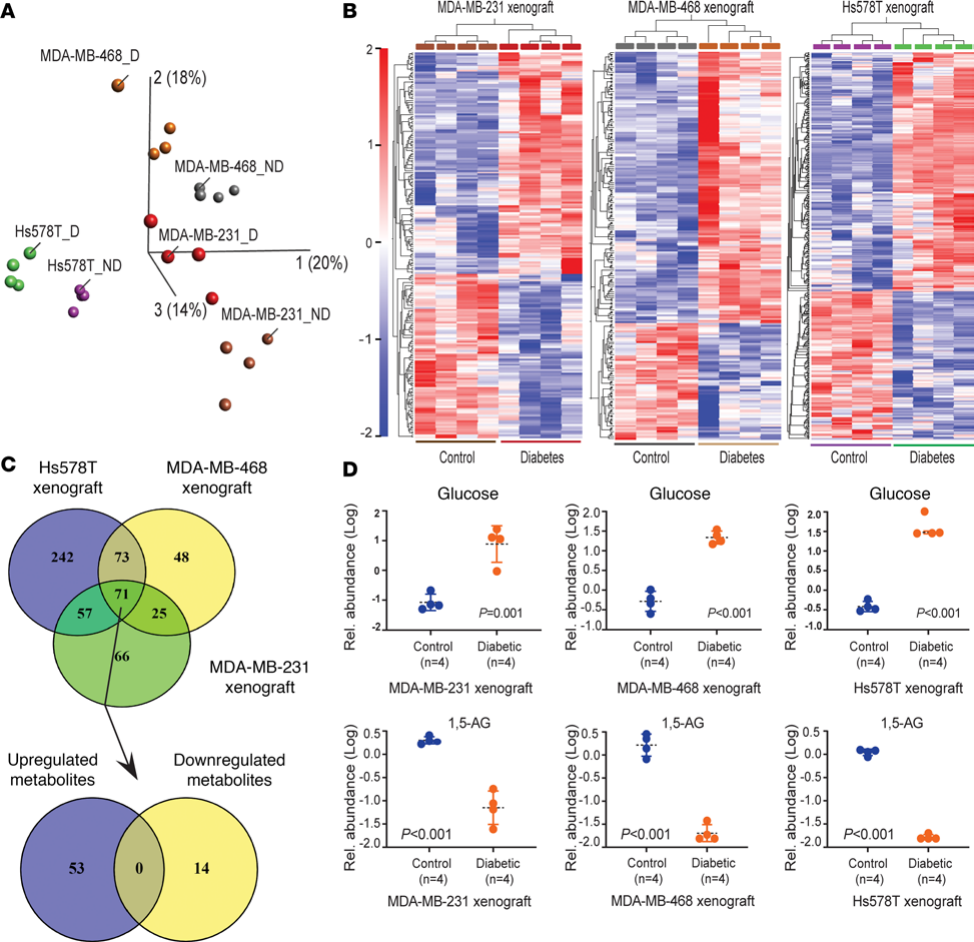
Hyperglycemia induces robust metabolite alterations in tumor xenografts. (**A**) Unsupervised PCA using the metabolite data obtained from xenografts grown in diabetic (_D) and nondiabetic mice (_ND). The plot shows data points for each of the MDA-MB-231, MDA-MB-468, and Hs578T xenografts and highlights the separation by diabetes status. (**B**) Heatmaps emphasizing the difference in intratumor metabolite abundance between diabetic and nondiabetic xenografts (FDR cutoff < 0.3 for inclusion of differential metabolites). The plots show the data from MDA-MB-231, MDA-MB-468, and Hs578T xenografts. (**C**) Venn diagram with 71 metabolites with levels altered by diabetes across MDA-MB-231, MDA-MB-468, and Hs578T xenografts (FDR < 0.05). Fifty-three of them were consistently upregulated, and 14 were downregulated in all xenografts of diabetic mice. (**D**) Intratumor levels of the diabetes markers, glucose, and 1,5 anhydroglucitol (1,5 AG), in MDA-MB-231, MDA-MB-468, and Hs578T xenografts by diabetes status. Data represent mean ± SD of log transformed relative abundance levels (*n* = 4 each group), with Student’s *t* test for significance testing.

**Figure 2:**
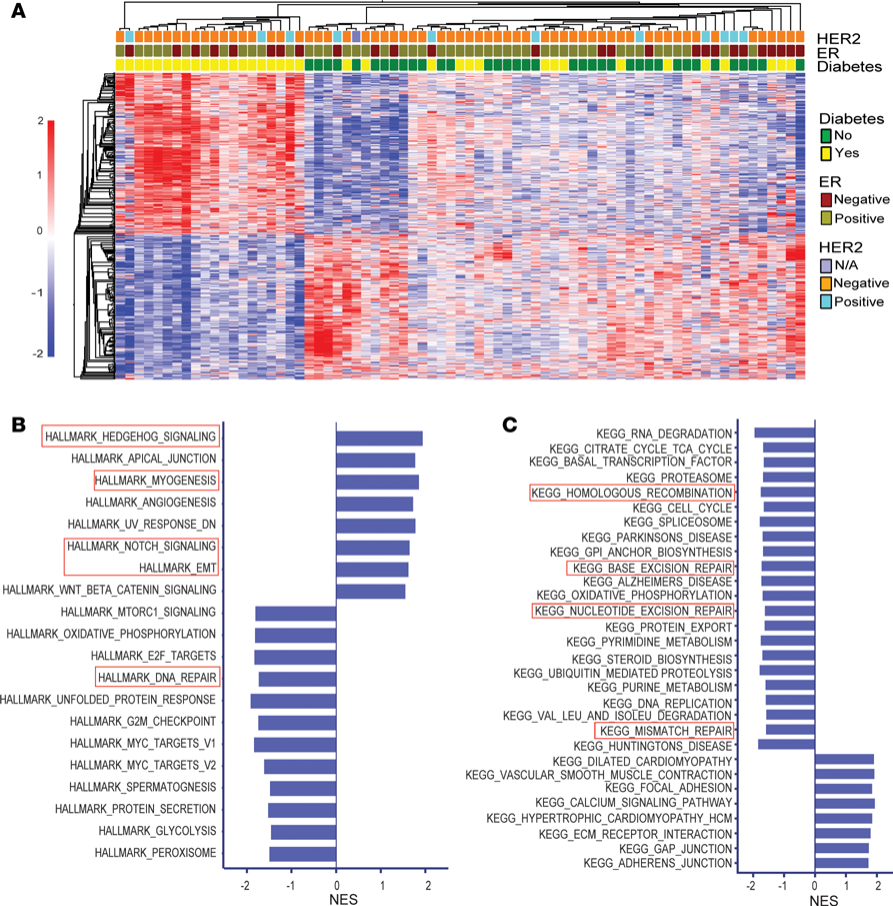
A distinct transcriptome profile in breast tumors of patients with diabetes. (**A**) Heatmap highlighting the difference in gene expression for breast tumors from diabetic (yes) and nondiabetic (no) patients (FDR < 0.05 for inclusion of differentially expressed transcripts, covariate adjusted). (**B**) Enrichment of differentially expressed genes (diabetic versus nondiabetic, covariate adjusted) in GSEA Hallmark gene sets (FDR < 0.25). The *y* axis represents the enriched gene sets (either positive or negative), and the *x* axis represents the normalized enrichment scores (NES) for each gene set. (**C**) Enrichment of differentially expressed genes (diabetic versus nondiabetic, covariate adjusted) in GSEA KEGG gene sets (FDR < 0.25). Red boxes highlight key pathways that are altered by diabetes and described in the text.

**Figure 3:**
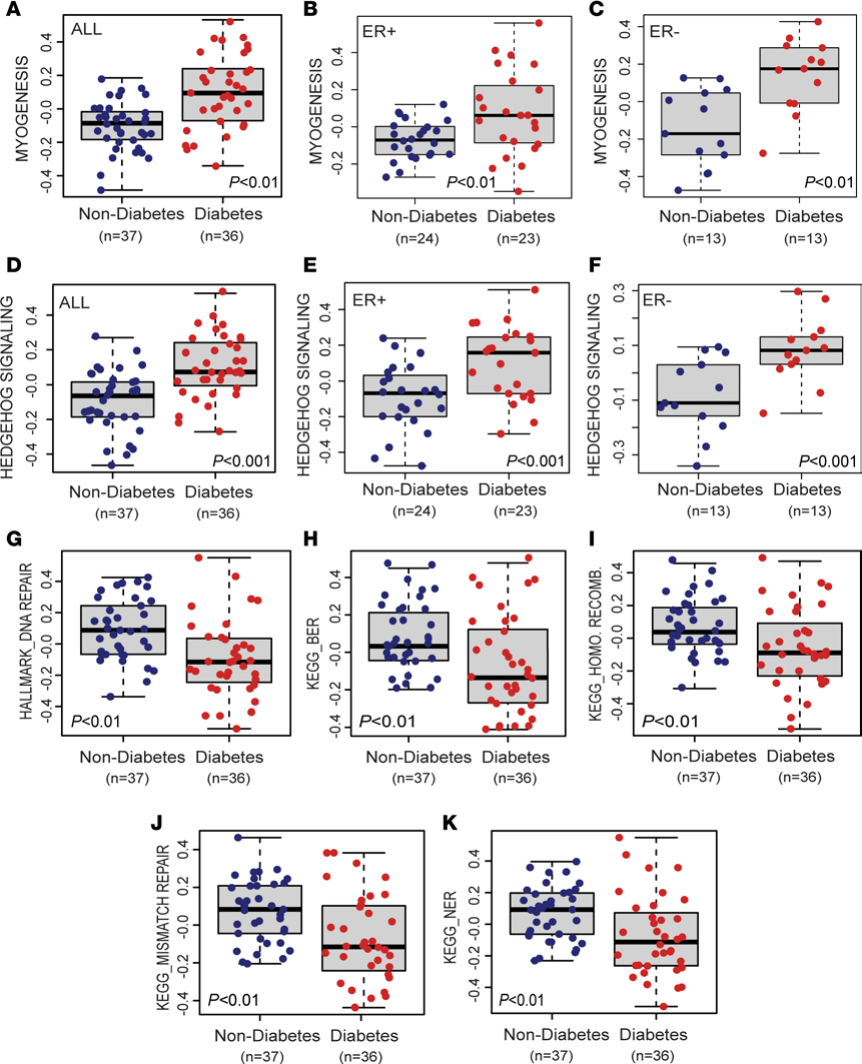
Activity scores of key pathways altered in breast tumors of patients with diabetes. (**A**–**F**) Myogenesis and hedgehog signaling score in either all, ER^+^, or ER^–^ tumors by diabetes status. (**G**–**K**) Hallmark DNA repair (**G**), KEGG Base Excision Repair pathway (BER) score (**H**), KEGG Homologous Recombination (**I**), KEGG Mismatch Repair (**J**), and KEGG Nucleotide Excision Repair (NER) pathway scores (**K**) in breast tumors by diabetes status. (**A**–**K**) Single-sample pathway scores were obtained from ssGSEA with adjustments for covariates (age, BMI, race, stage, and ER status). The significance of the diabetes status in influencing the activity scores was assessed via multivariable linear regression to control for covariates.

**Figure 4:**
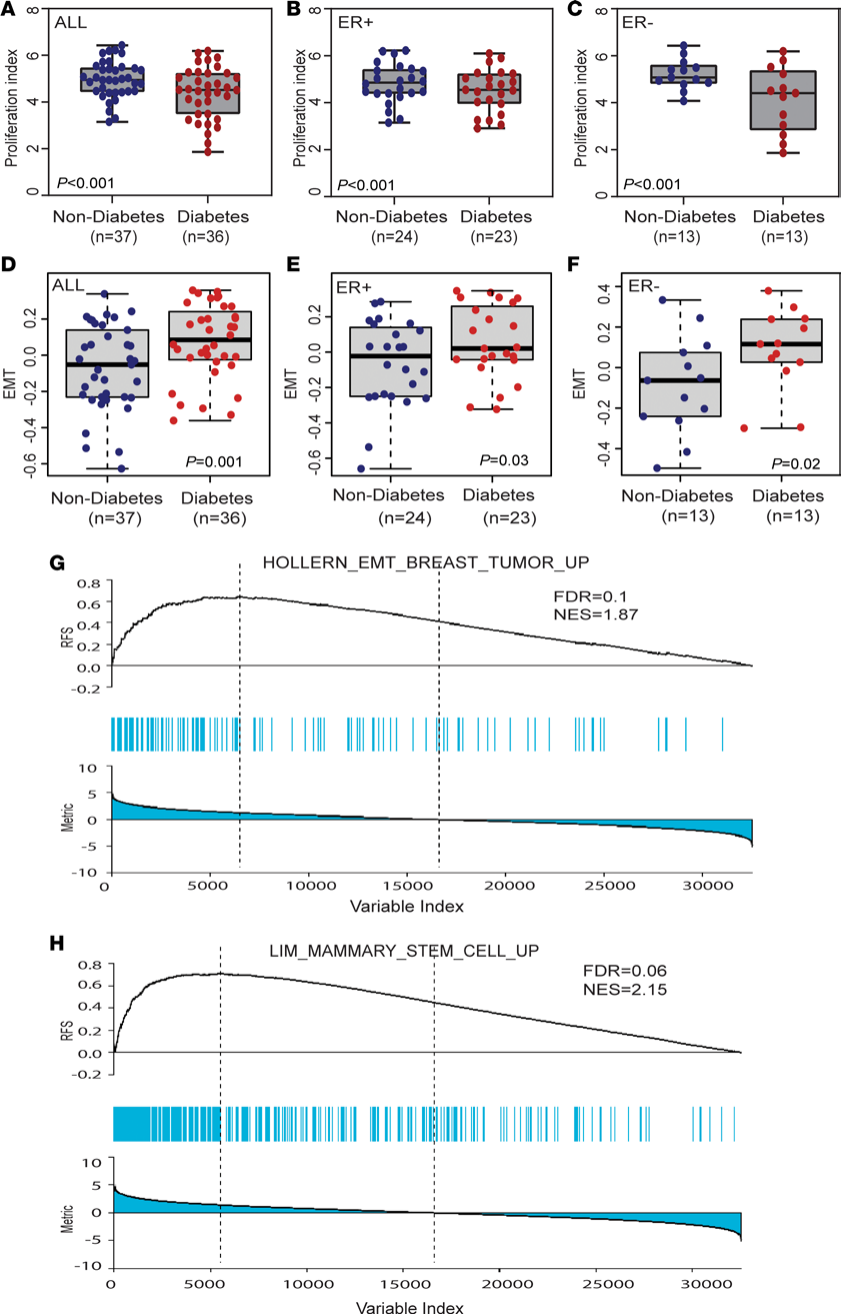
Diabetes and hyperglycemia promote mesenchymal and stem cell differentiation. (**A**–**C**) Tumor proliferation index in ER^+^ and ER^–^ breast tumors by diabetes status. Significance testing with Wilcoxon’s rank-sum test. (**D**–**F**) Hallmark-annotated EMT pathway scores (ssGSEA based and covariate adjusted) in ER^+^ and ER^–^ tumors by diabetes status; Wilcoxon’s test was used. (**G**) Enrichment of differentially expressed genes (diabetic versus nondiabetic; covariate adjusted) in GSEA gene set HOLLERN_EMT_BREAST_TUMOR_UP. Signature is up with diabetes. (**H**) Enrichment of differentially expressed genes (diabetic versus nondiabetic; covariate-adjusted) in GSEA gene set LIM_MAMMARY_STEM_CELL_UP. Signature is up with diabetes.

**Figure 5:**
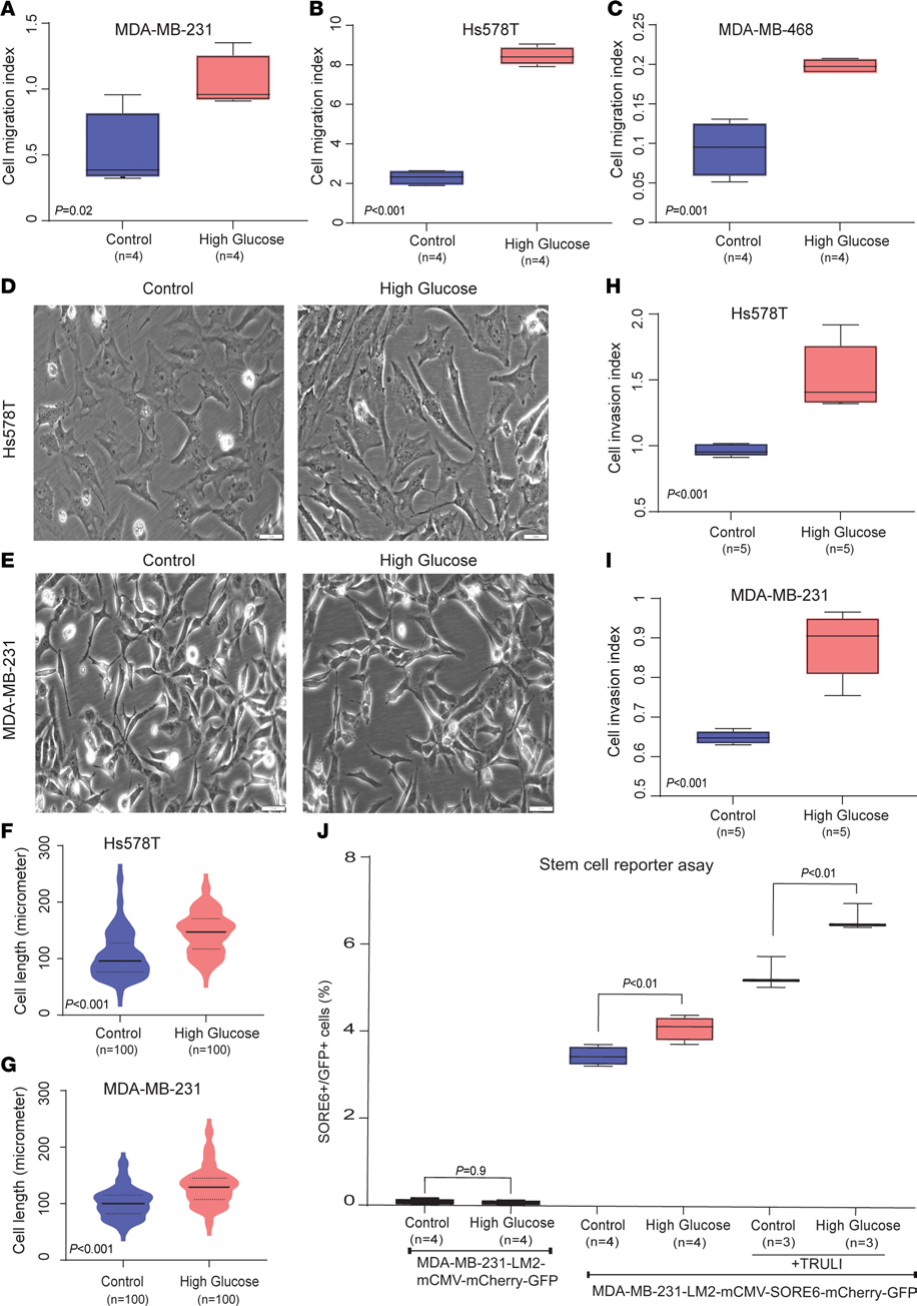
Hyperglycemia induces breast cancer cell migration, invasion, and stemness. (**A**–**C**) Migration of breast cancer cells (MDA-MB-231, Hs578T, MDA-MB-468) under hyperglycemia. Shown are data for the 24-hour time point. Data represent mean ± SD of 4 replicates; Student’s *t* test was used. (**D** and **E**) Hs578T and MDA-MB-231 cells cultured under hyperglycemia develop an elongated morphology. Total original magnification, ×200. The scale bar is 100 µm. (**F** and **G**) Quantitative analysis of the elongated cell morphology in Hs578T and MDA-MB-231 cells cultured under hyperglycemia using the ImageJ software (NIH). Data represent average length of 100 cells from 5 different representative areas in each group; Wilcoxon’s test was used. (**H**) Matrigel invasion by Hs578T breast cancer cells under hyperglycemia. Shown are data for the 24-hour time point. Data represent mean ± SD of 5 replicates; Student’s *t* test was used. (**I**) Matrigel invasion by MDA-MB-231 breast cancer cells under hyperglycemia. Shown are data for the 24-hour time point. Data represent mean ± SD of 5 replicates; Student’s *t* test was used. (**J**) MDA-MB-231-LM2 cells harboring a stemness reporter were cultured with or without hyperglycemia. Number of SORE6^+^ cells among cultured MDA-MB-231-LM2-SORE6-mcherry breast cancer cells exposed to either 5 mM glucose (control) or hyperglycemia (25 mM glucose) for 48 hours. Hyperglycemia increases the number of SORE6^+^ cells, which is indicative of increased stemness. Addition of the positive control compound, TRULI, a Lats1/2 kinase inhibitor, increases the stemness signal. We did not observe SORE6^+^ cells among the control vector cells (MDA-MB-231-LM2-mCMV-mcherry) when cultured with or without 25 mM glucose. Data represent mean ± SD; Student’s *t* test was used for statistical analysis.

**Figure 6:**
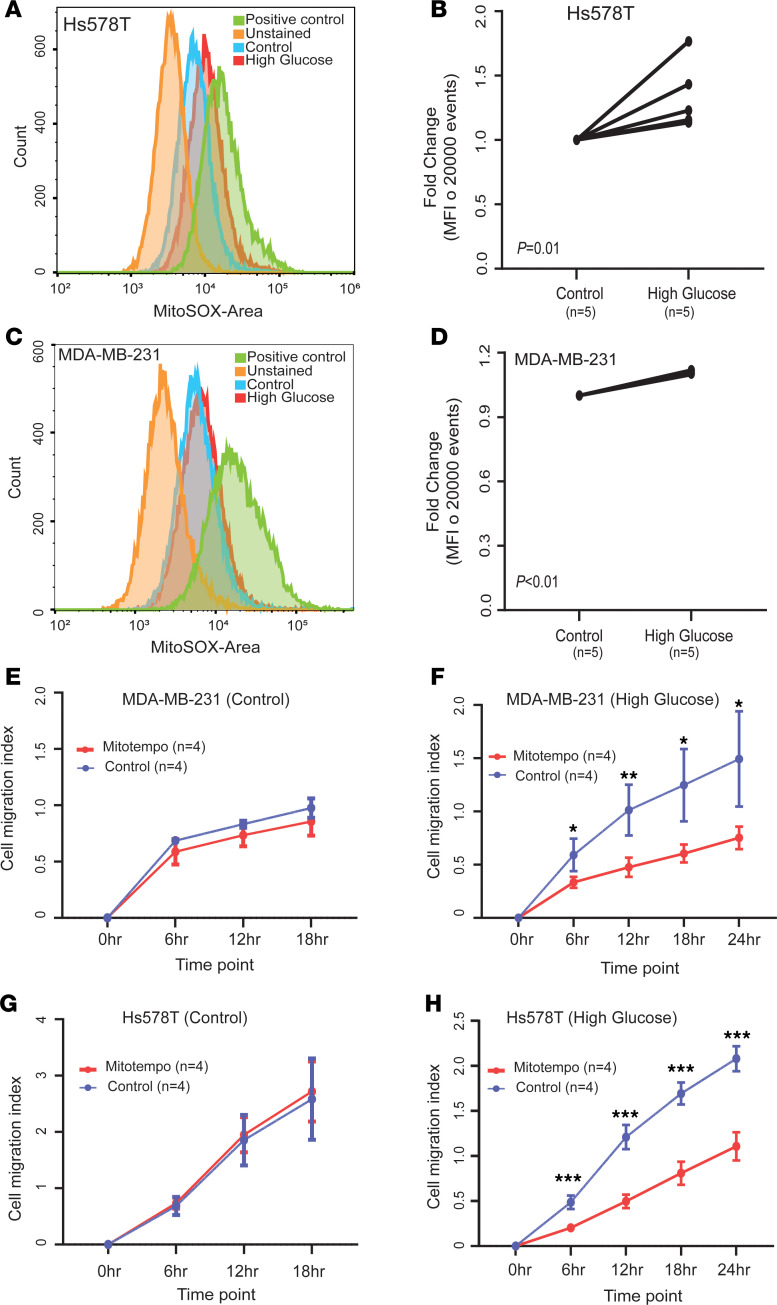
Hyperglycemia induces oxidative stress in breast cancer cells. (**A**–**D**) FACS analysis shows increased mitochondrial superoxide production (with MitoSOX) in breast cancer cells cultured under hyperglycemia. Shown are representative flow cytometry experiments for the Hs578T (**A**) and MDA-MB-231 (**C**) cell lines. There is a shift toward increased MitoSOX under hyperglycemia. Quantification of FACS analysis data for Hs578T and MDA-MB-231 cells are shown in **B** and **D**, respectively. MitoSOX fluorescence compared control versus hyperglycemia with 5 repeats; Student’s *t* test was used. For normalization and display, we set control values as 1. (**E**–**H**) Superoxide radical scavenger, Mitotempo (200 μM), inhibits hyperglycemia-induced migration of Hs578T and MDA-MB-231 cells. Each time point shows mean ± SD of 4 replicates. ANOVA with post hoc test for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
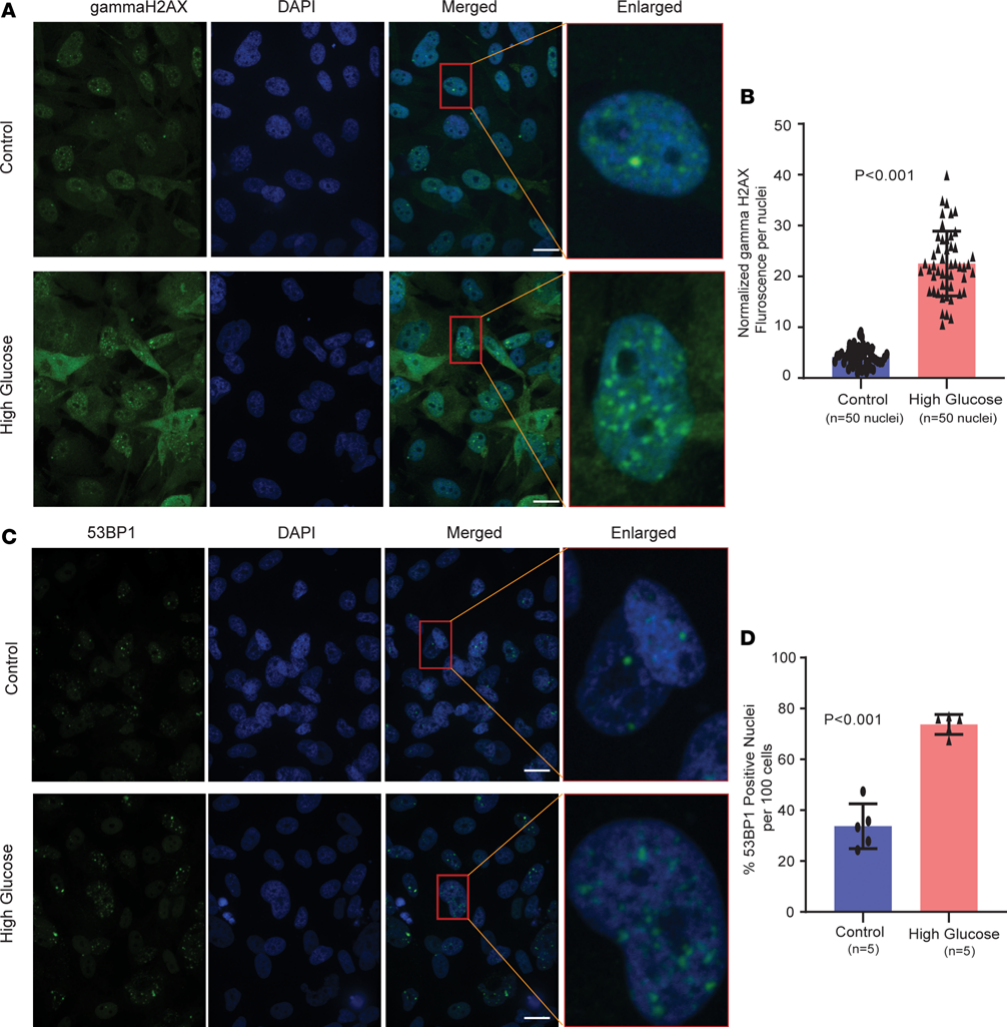
Hyperglycemia induces DNA damage in breast cancer cells. (**A**) Representative immunofluorescence images of γH2AX staining in Hs578T cells under hyperglycemia. Scale bar: 20 μm for γH2AX, DAPI, and merged images. Original magnification for the enlarged image is 25×. (**B**) Quantification of γH2AX in Hs578T cells comparing control versus hyperglycemia using ImageJ software. Data show mean ± SD of normalized fluorescence from 50 nuclei taken from 5 different areas for each group; Student’s *t* test was used for significance testing. (**C**) Representative immunofluorescence images of 53BP1 staining in Hs578T cells under hyperglycemia. Scale bar: 20 μm. Original magnification for the enlarged image is 25×. (**D**) Quantification of 53BP1 in Hs578T cells comparing control versus hyperglycemia using ImageJ software. Data represent mean ± SD of the average percentage of localized 53BP1 expression in positive nuclei in each group, using *n* = 5 images from each group and Student’s *t* test.

**Figure 8:**
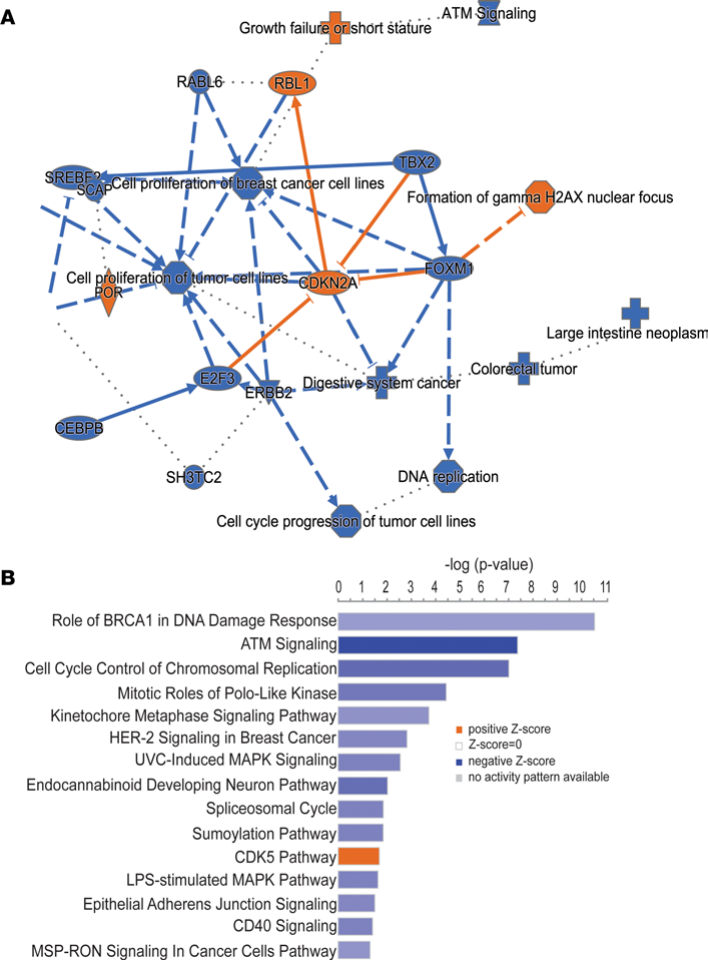
Diabetes affects DNA repair capacity, shown by IPA. IPA with 461 genes whose expression is commonly altered by diabetes/hyperglycemia in both patient tumors and xenografts. (**A**) Summary graph of the IPA indicates activation of DNA damage signaling like “Formation of gamma H2AX nuclear focus” in the presence of diabetes. Blue indicates “inhibition” and orange indicates “activation” of a process. (**B**) Pathway enrichment analyses in IPA. Blue indicates “inhibition” and orange indicates “activation” of a pathway/process by diabetes. “Role of BRCA1 in DNA damage response” is the top pathway indicated to be inhibited by diabetes.

**Figure 9:**
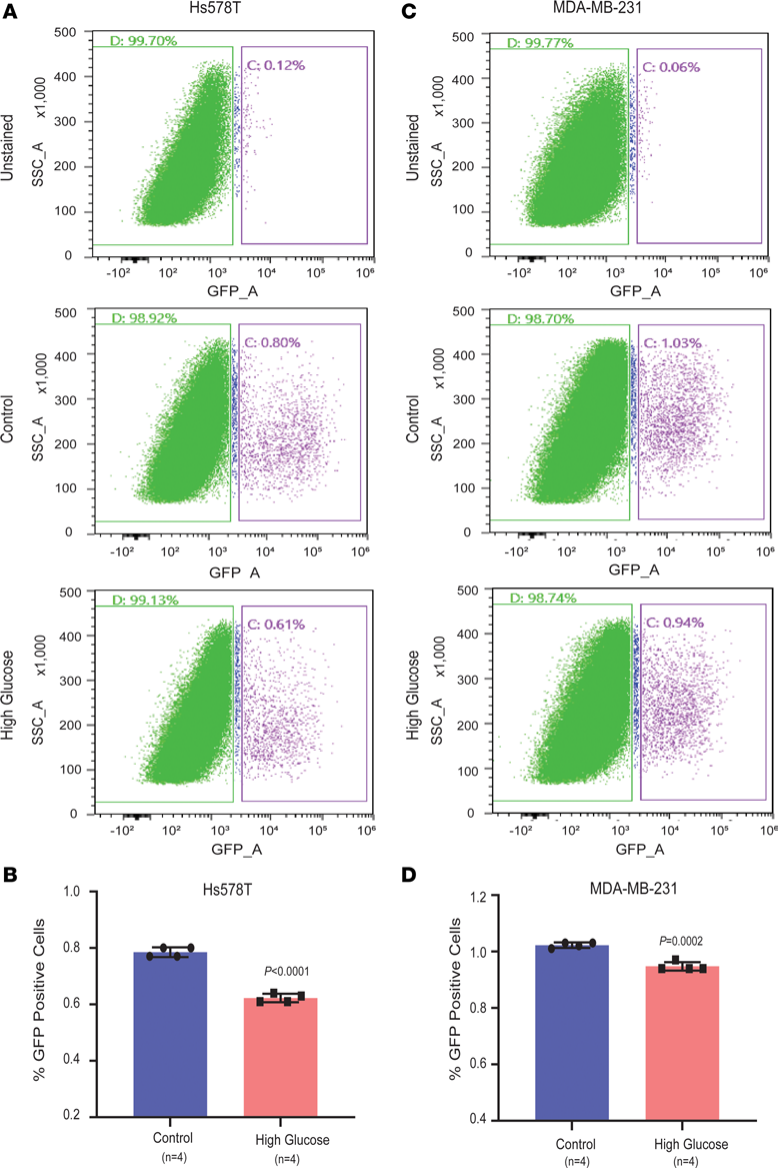
Hyperglycemia impairs DNA repair capacity in breast cancer cells. (**A**–**D**) Decreased NHEJ DNA repair capacity under hyperglycemia. Breast cancer cells (Hs578T and MDA-MB-231) cultured under high glucose showed a decrease in the nonhomologous end joining (NHEJ) DNA repair capacity, as measured by a reporter assay. A decrease in GFP^+^ cells in the high-glucose groups corresponds to a decrease in DNA repair capacity. **A** and **C** represent the FACS analysis of Hs578T and MDA-MB-231 cells, respectively. The graphs show the quantification of FACS analysis-based data for Hs578T and MDA-MB-231 cells in **B** and **D**, respectively. Data represent mean ± SD of the percent of GFP^+^ cells comparing hyperglycemia (25 mM glucose) versus control (5 mM glucose, *n* = 4 each), with significance testing by Student’s *t* test.

**Figure 10:**
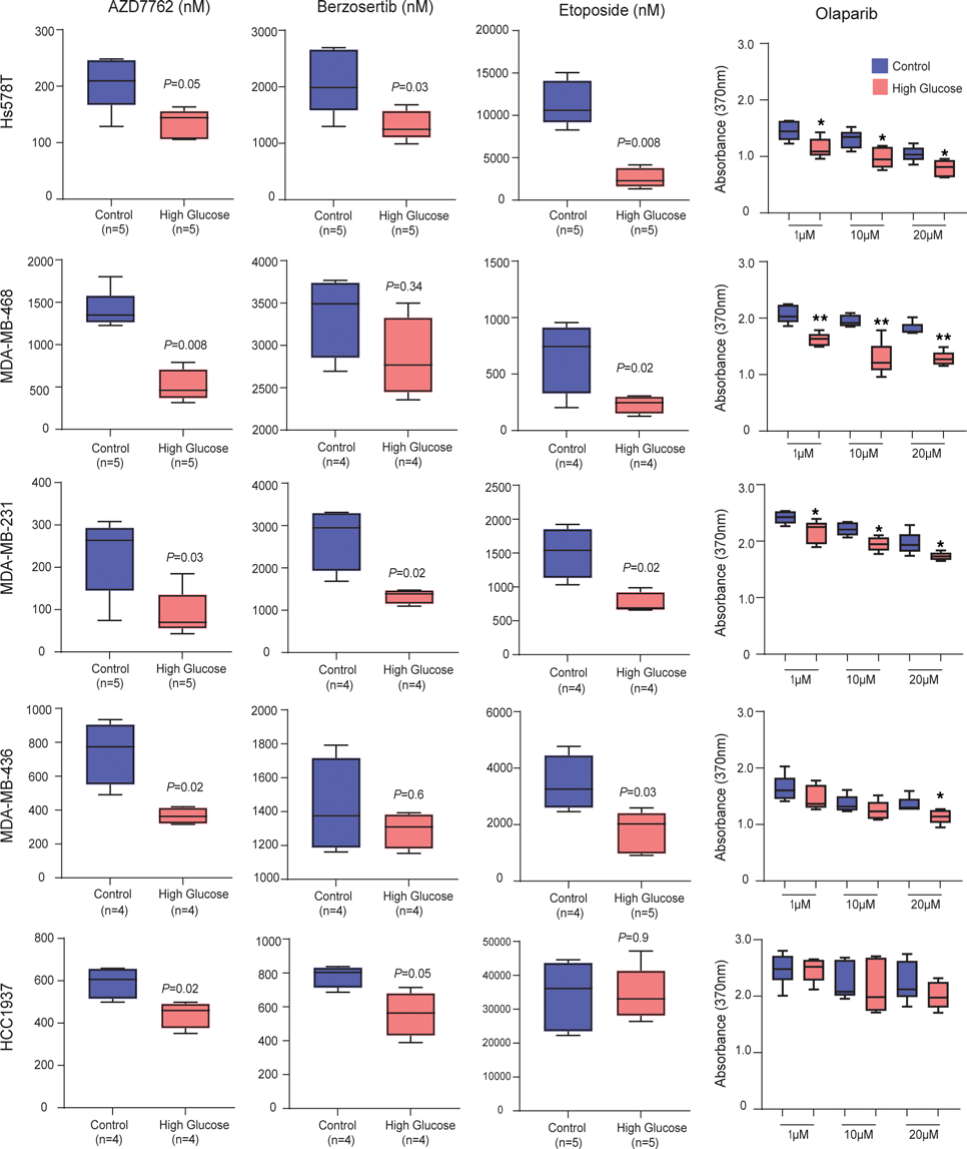
Hyperglycemia increases sensitivity to drugs targeting the DNA damage repair pathway. Increased sensitivity of 5 human breast cancer cell lines to DNA damage repair inhibitors under hyperglycemia. Shown are the IC_50_ values as nM concentrations for AZD7762, berzosertib, and etoposide comparing cells cultured under control conditions (5 mM glucose) versus high glucose (25 mM glucose [hyperglycemia]). Panel at the right shows the sensitivity to 1, 10, and 20 μM concentrations of olaparib comparing control versus high glucose with normalized BrdU incorporation (absorbance at 370 nm) as a readout. Cell viability was measured with the BrdU incorporation assay. Data are shown as mean ± SD, with Wilcoxon’s rank-sum test used for significance testing.

**Figure 11:**
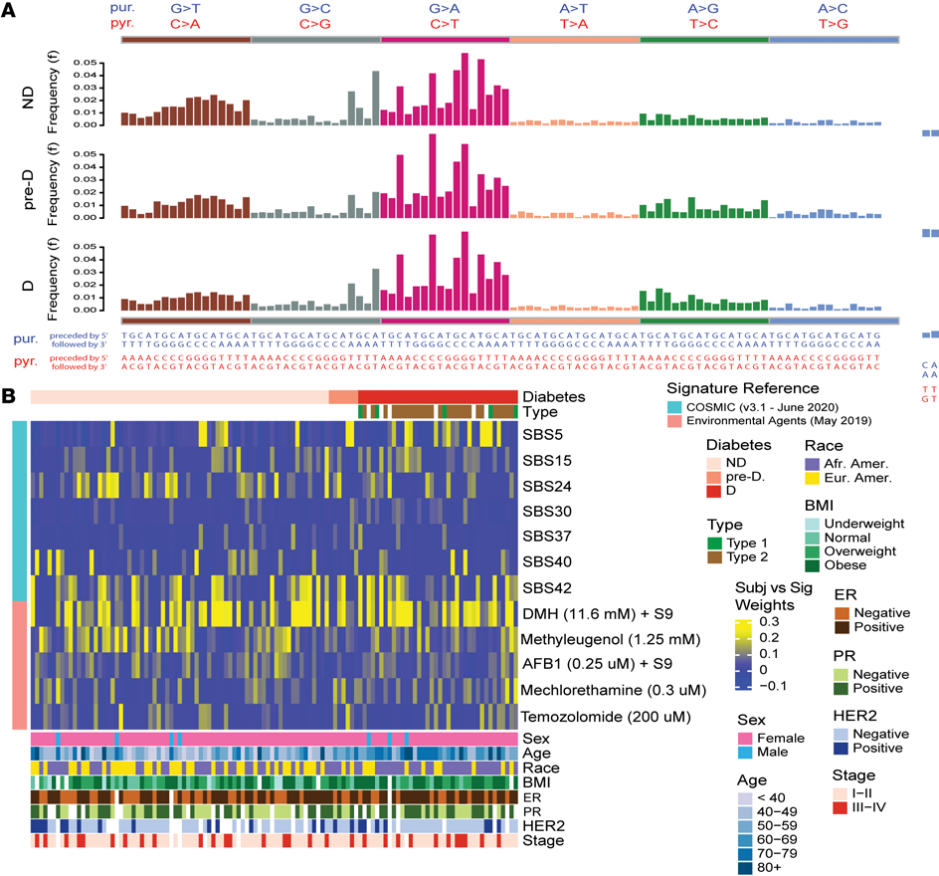
Mutational signatures in patients with breast cancer with diabetes. (**A**) Mutational trinucleotide frequency distribution in breast tumors from patients without diabetes (ND, top), with diabetes developing after the tumor resection (pre-D, center), and with diabetes at the time of tumor resection (D, bottom). Due to strand complementarity, 2 equivalent sets of annotations are possible, either based on the substitution of purines (blue) or pyrimidines (red). There are no obvious differences by diabetes status. (**B**) Heatmap showing signature age-adjusted weights by diabetes status (top bar) obtained from nonnegative least squares mapping of individual samples (columns) versus reference signatures (rows) from the COSMIC catalogs and the Compendium of Mutational Signatures of Environmental Agents. Yellow indicates upregulation of a signature in a sample. D, *n* = 38; pre-D, *n* = 7; ND, *n* = 71.

**Figure 12:**
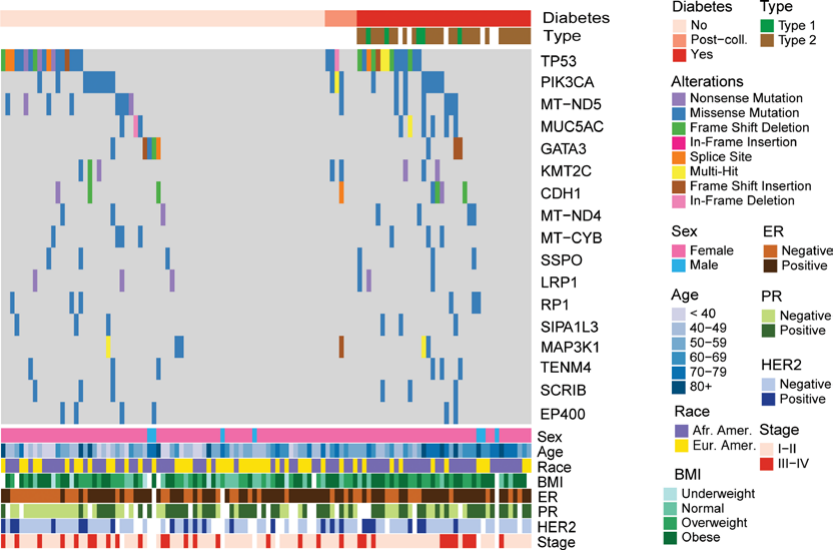
Mutational landscape of patients with breast cancer with diabetes. Oncoplot showing 17 mutated genes (rows) across 116 subjects (columns) split by diabetes status. Within each group, individuals were ordered in waterfall fashion. Included genes are those mutated in > 5% of the samples. Diabetic, *n* = 38; diabetic after surgery, *n* = 7; nondiabetic, *n* = 71. Post-coll, patients developed diabetes after tumors were collected.

# Supplementary material for: Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency
**Source:** JCI Insight. 2023 Dec 8;8(23):e170105. doi: 10.1172/jci.insight.170105
**Supplement:** Supplemental data

## Supplemental Figures

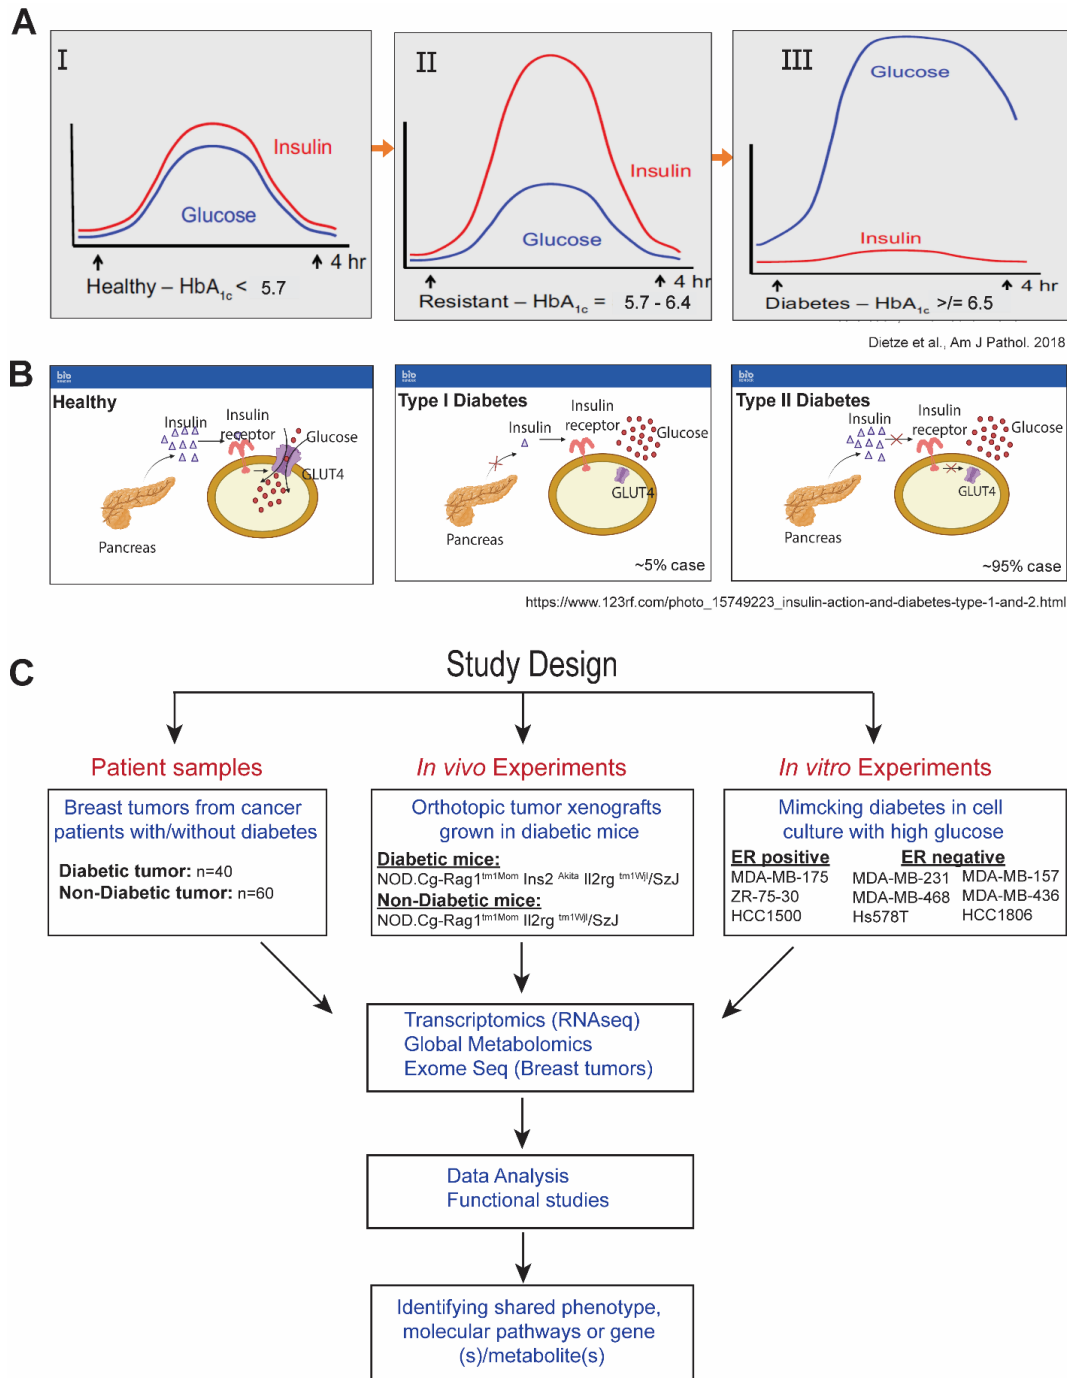

**Fig. S1. Hallmarks of diabetes and design of our research study. (A)** Glucose and insulin levels in healthy (I), pre-diabetic (II) and diabetic individuals (III). **(B)** Hyperglycemia is a key hallmark of both type I and type II diabetes. **(C)** Study design showing the three-pronged approach to investigate the impact of diabetes and hyperglycemia on breast cancer biology.

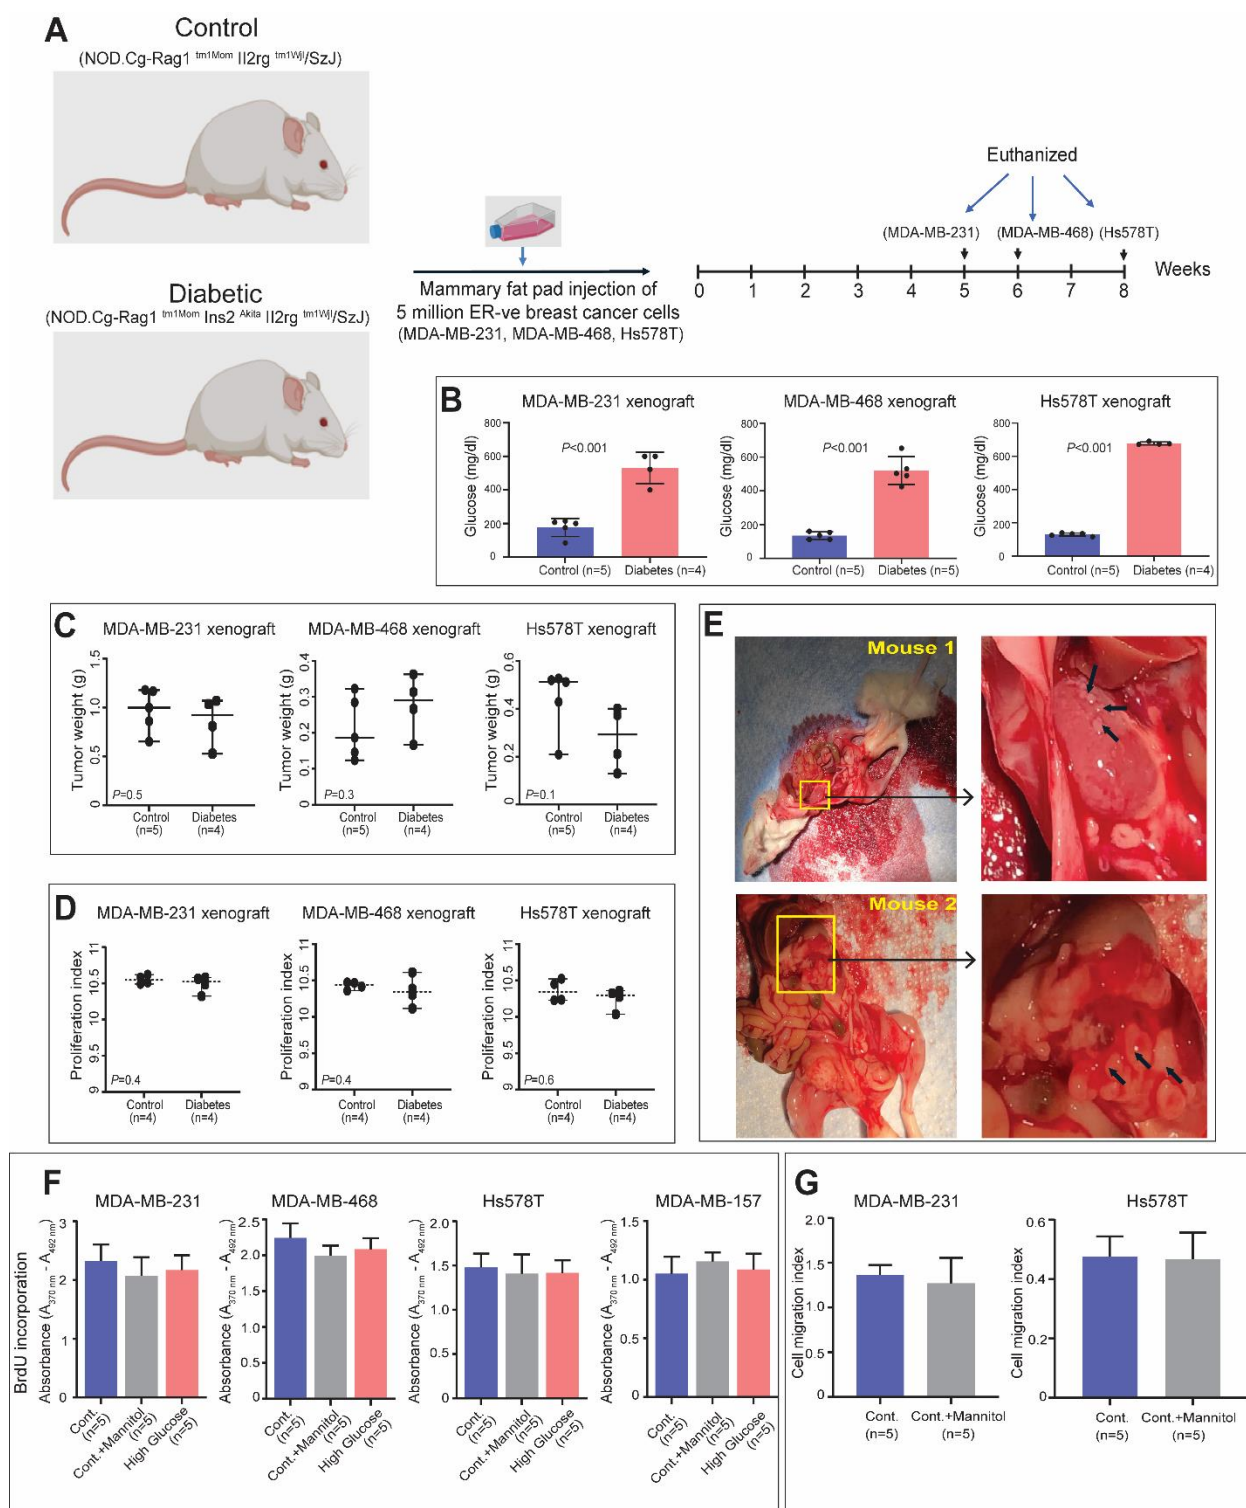

**Fig. S2. Effect of hyperglycemia on growth and metastasis of orthotopic human xenografts and breast cancer cells cultured under hyperglycemia. (A)** Experimental design of the mouse xenograft experiments using diabetes-prone Akita mice. **(B)** Measurement of blood glucose levels in mice prior to termination of the experiments. Data represent mean  $\pm$  SD for  $n = 4-5$ ; t-test was used for significance testing. **(C)** Tumor weights of MDA-MB-231, MDA-MB-468, and Hs578T xenografts collected from non-

diabetic (control) and diabetic mice. **(D)** Proliferation index of the MDA-MB-231, MDA-MB-468, and Hs578T xenografts collected from non-diabetic (control) and diabetic mice. Data represent mean  $\pm$  SD for n = 4-5. t-test was used for significance testing. **(E)** Metastases to spleen, kidney, and upper gastrointestinal tract in MDA-MB-231 in two diabetic Akita mice. Arrows highlight metastatic lesions. **(F)** Proliferation of MDA-MB-231, MDA-MB-468, Hs578T and MDA-MB-157 cells under hyperglycemic conditions (25 mM glucose). Control experiments (5 mM glucose) were conducted with and without added 20 mM mannitol to adjust for osmolarity. A BrdU incorporation assay was used to measure proliferation 48 hours after plating. Data represents mean  $\pm$  SD of 5 replicates in each group with t-test for significance testing. **(G)** Adding 20 mM mannitol to the culture medium of human breast cancer cells does not affect their migration pattern in the xCelligence-based assay system. Cells were cultured with 5 mM glucose.

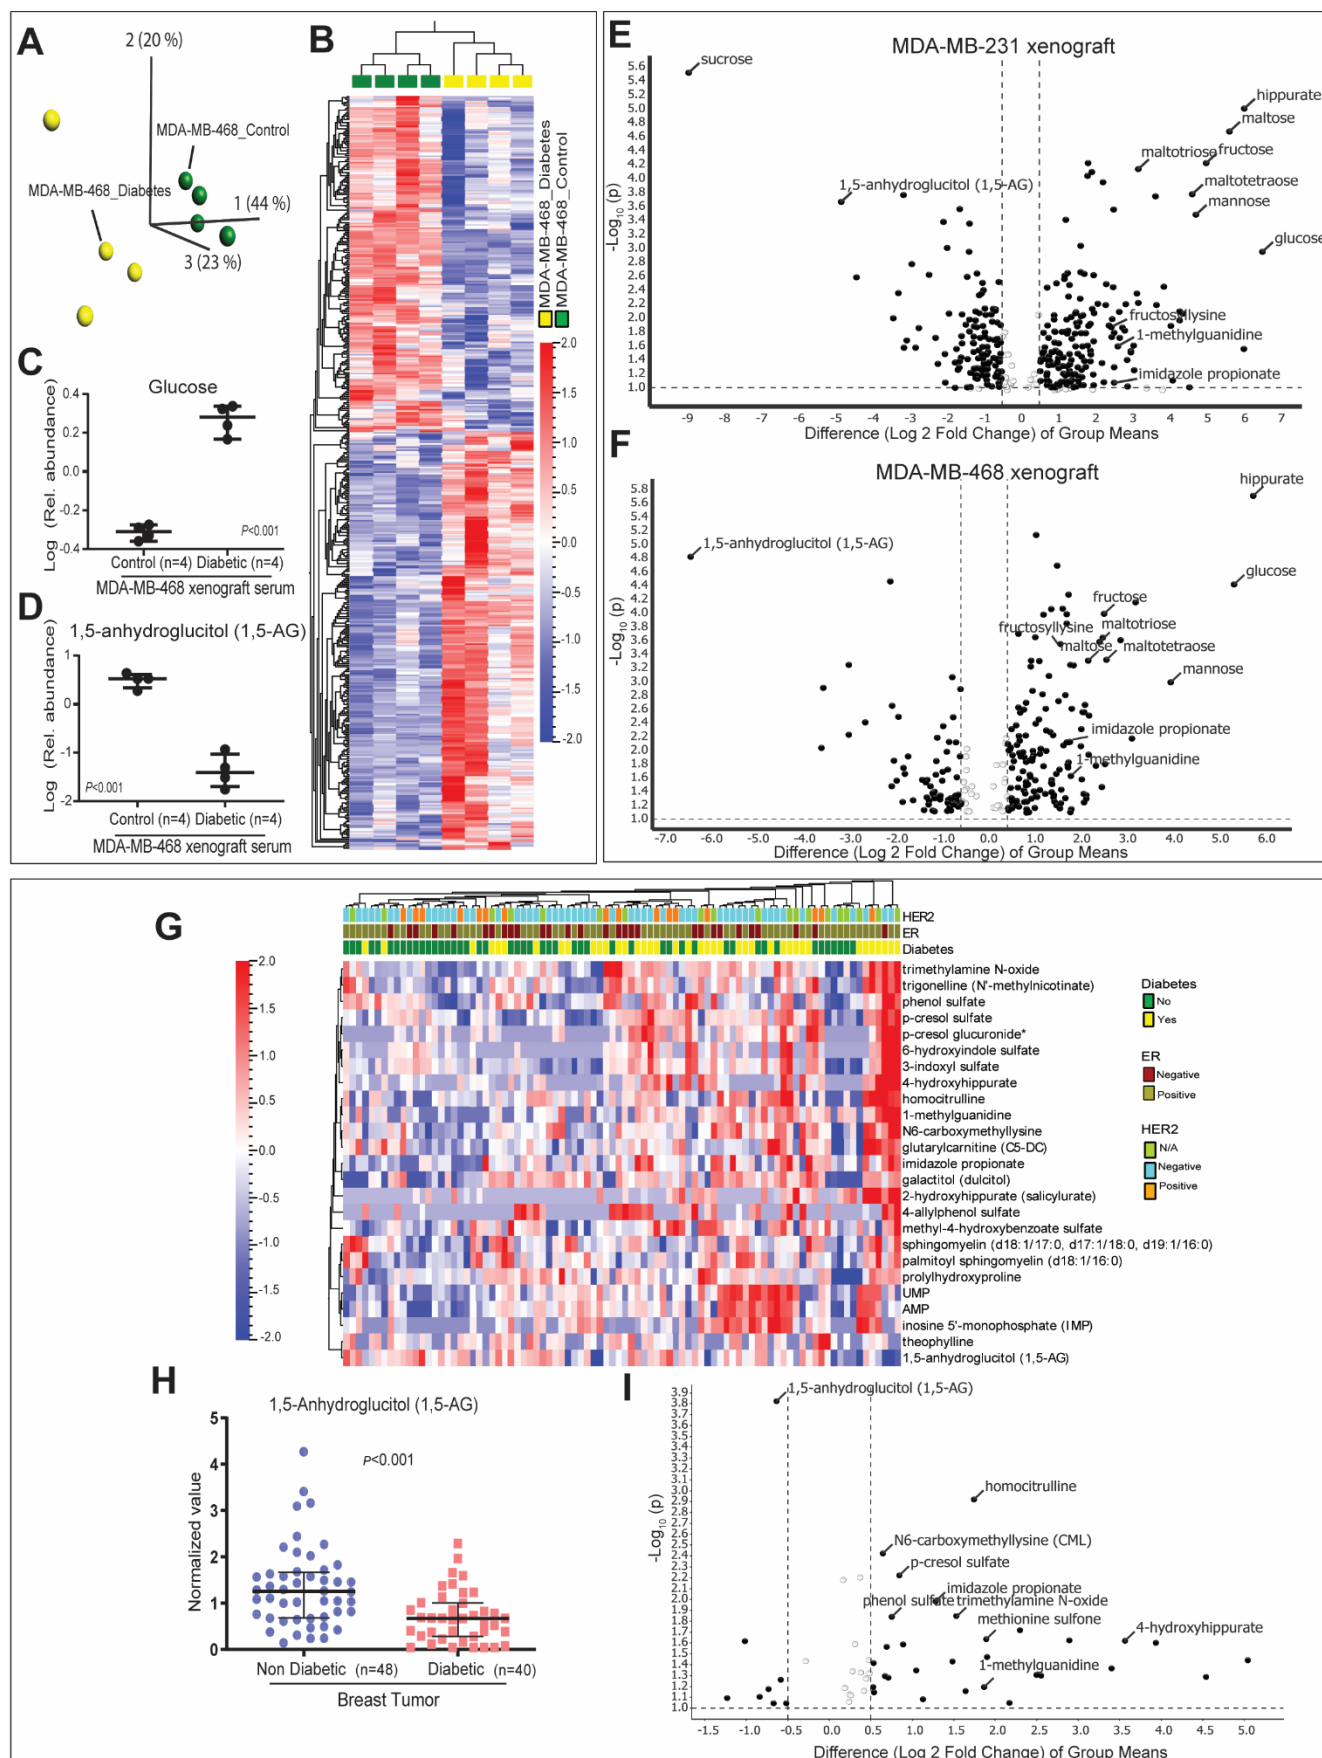

**Fig. S3. Diabetes/hyperglycemia-induced metabolome signatures in tumor xenograft-bearing mice and breast tumors from patients with or without diabetes. (A-D)** Metabolites in serum of diabetic and non-diabetic mice implanted with MDA-MB-468 xenografts. Serum samples were obtained when the tumor-bearing mice were euthanized to conclude the experiments 6 weeks after the orthotopic inoculation of the MDA-MB-468 cells. **(A)** Unsupervised PCA using the serum metabolite data obtained from the non-diabetic (control) and diabetic mice. The plot shows a separation based on the diabetes status of the mice. **(B)** Heatmap emphasizing the difference in serum metabolite levels between non-diabetic and diabetic mice (FDR cutoff < 0.3 for inclusion of metabolites). **(C,D)** Serum level of the diabetic markers, glucose and 1,5 anhydroglucitol (1,5-AG), in the MDA-MB-468 xenografts by diabetes status. Data represent mean  $\pm$  SD of log transformed relative abundance levels (n=4 each group). t-test for significance testing. **(E,F)** Volcano plots to highlight differences in intratumor metabolite levels between diabetic and non-diabetic mice bearing tumor xenografts. **(E)** Volcano plot showing differences in intratumor metabolite levels ranked by both group means (x-axis: positive for metabolites upregulated and negative for metabolites downregulated in diabetic mice) and significance level (y-axis: *P* value) for the observed difference between diabetic and non-diabetic mice bearing MDA-MB-231 tumor xenografts. Cutoff for inclusion of metabolites: *P* < 0.05 and fold change  $\geq$  1.5. **(F)** Same volcano plot but for differences between diabetic and non-diabetic mice bearing MDA-MB-468 tumor xenografts. Cutoff for inclusion of metabolites: *P* < 0.05 and fold change  $\geq$  1.5. Intratumor 1,5-AG is consistently downregulated, and glucose is upregulated in the Akita mice with diabetes. Several key food- and microbial-derived metabolites are highlighted. **(G-I)** Metabolite profiles in breast tumors of patients with (n=40) or without (n=48) diabetes. **(G)** Heatmap highlighting intratumor metabolite differences between diabetic and non-diabetic patients (*P* < 0.05 cutoff for inclusion). **(H)** Intratumor level of the diabetic marker, 1,5 AG, in breast tumors from non-diabetic and diabetic patients. Data represent median with interquartile range. Mann Whitney U test was used for significance testing. **(I)** Volcano plot showing differences in intratumor metabolite levels ranked by both group means (positive for metabolites upregulated and negative for metabolites downregulated in diabetic patients) and significance level for the observed difference between diabetic and non-diabetic patients.

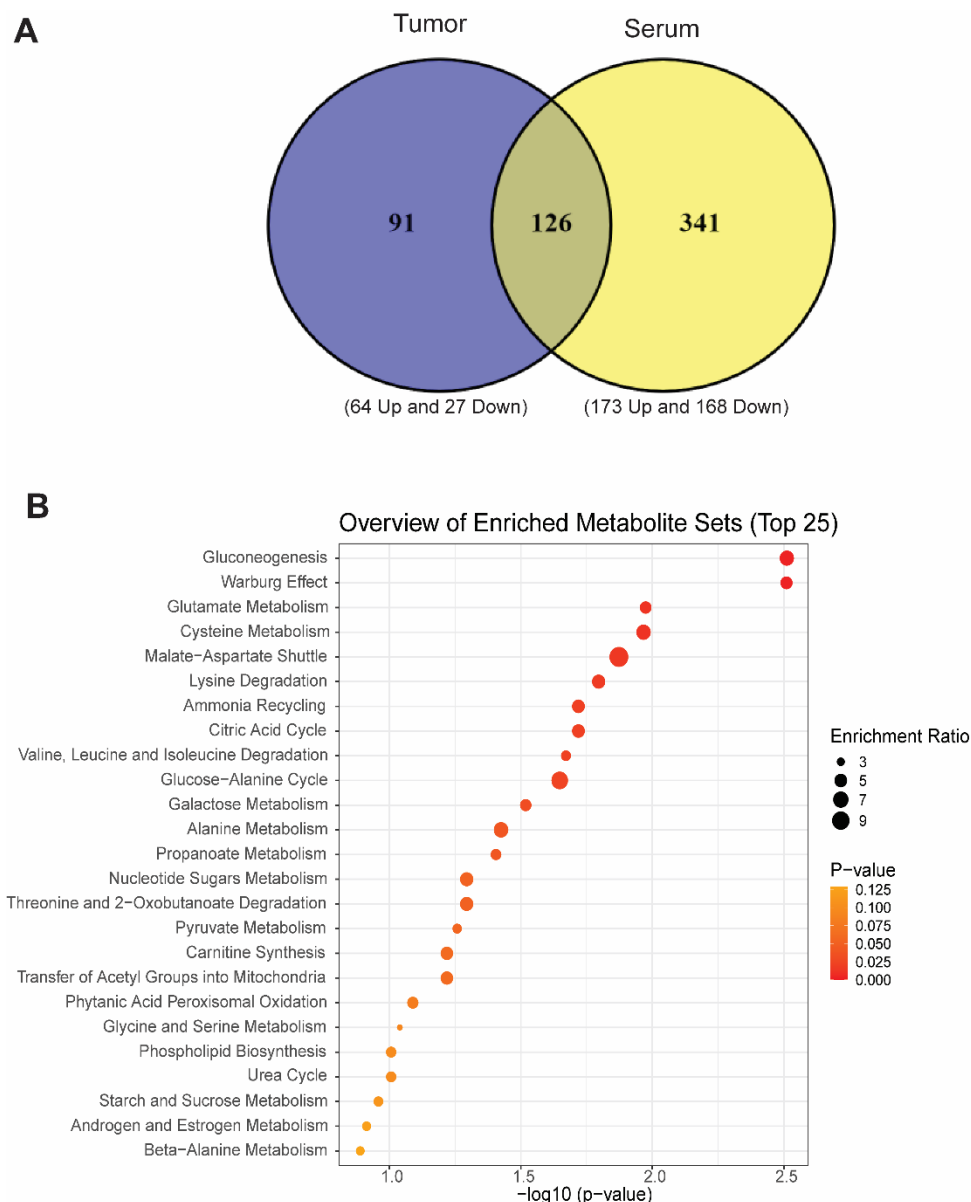

**Fig. S4. Diabetes-associated metabolites in tumors and sera of mice harboring MDA-MB-468 tumor xenografts. (A)** Venn diagram of diabetes-associated metabolites in either tumors, sera, or both, of mice harboring MDA-MB-468 tumor xenografts. Included metabolites are those with a difference between diabetic and non-diabetic mice in either tumors, sera, or both, at FDR < 0.3. Ninety-one diabetes-associated metabolites (64 up and 27 down) are distinctively present in tumors and 341 (173 up and 168 down) in serum samples. **(B)** Pathway enrichment analyses in MetaboAnalyst with the 91 diabetes-associated metabolites distinctively altered in tumors. Gluconeogenesis and the Warburg effect are the top enriched pathways.

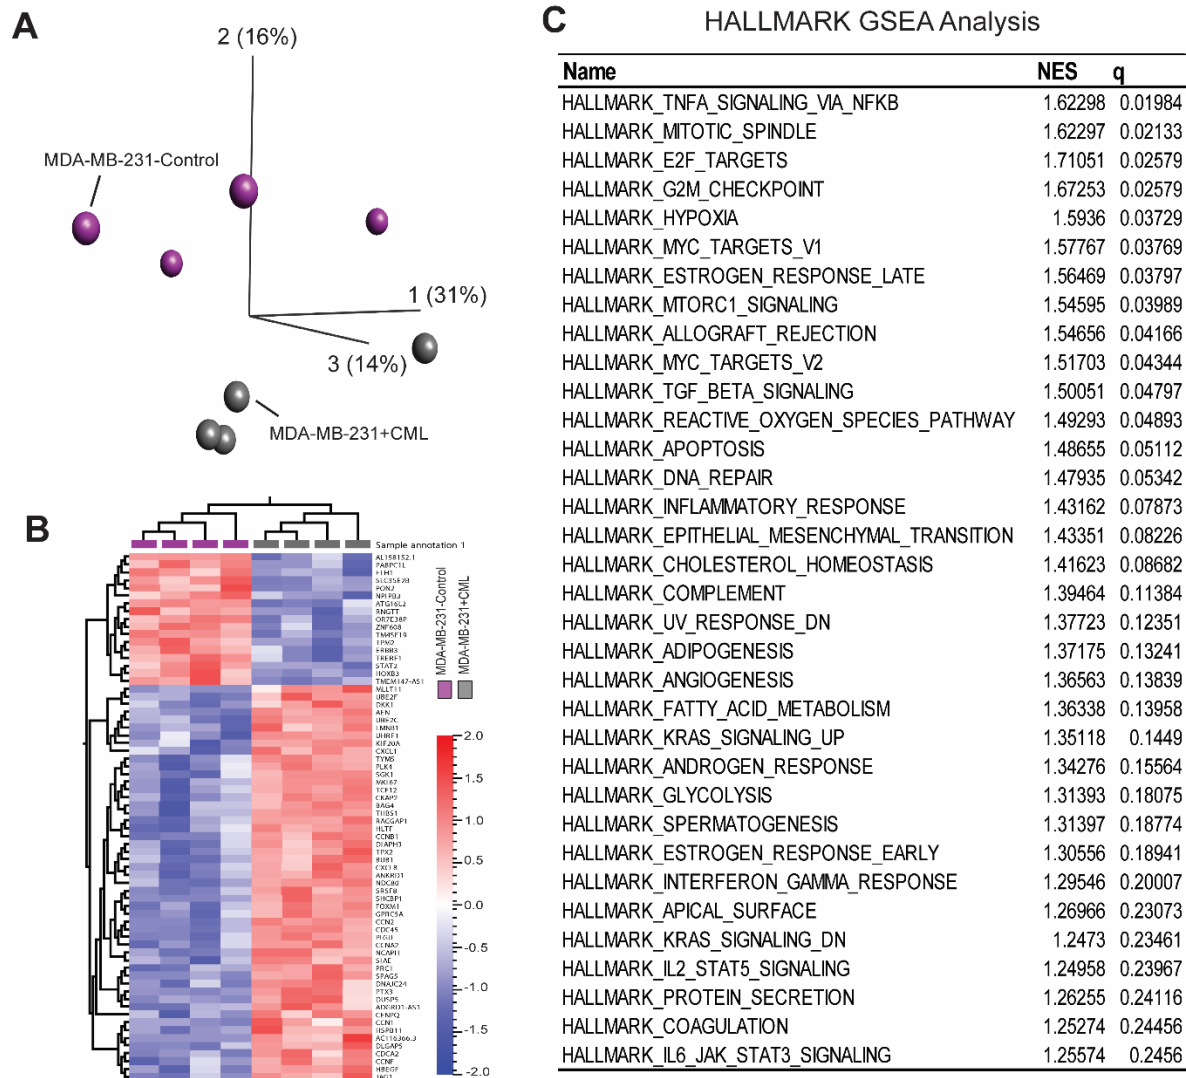

**Fig. S5. Carboxymethyllysine (CML)-induced changes to the transcriptome in MDA-MB-231 cells. (A)** MDA-MB-231 cells were treated with 1  $\mu$ M CML for 48 hours. The unsupervised PCA plot shows a separation of control and CML-exposed MDA-MB-231 cells based on the whole cell transcriptome (n=4 for each group). **(B)** Heatmap of the metabolite differences between control and CML-exposed cells (FDR < 0.3 for inclusion of transcripts). **(C)** Enrichment of differently expressed genes in GSEA Hallmark gene sets ranked by FDR (q-value). NES, normalized enrichment score.

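Principal components were computed from the z-scored log2(CPM + 1) values of all genes that varied. Component 1 held 27.0% of the variance, component 2 15.6% and component 3 14.1%. On component 1 the scores were −9.99 ± 87.7 (SD, n = 4) for control and 9.99 ± 51.9 (SD, n = 4) for CML-exposed cells, so that the difference between the groups was smaller than the spread between replicates (2-sided exact permutation test, p = 0.743). The largest scores on this component were 109 for control replicate 4 and 87.0 for CML replicate 4, and the lowest was −101 for control replicate 1. On component 2 the scores were −44.5 ± 16.0 (SD, n = 4) for control and 44.5 ± 25.2 (SD, n = 4) for CML-exposed cells, and the groups did not overlap (exact permutation test, p = 0.0286). Component 3 did not separate them (exact permutation test, p = 0.457). Over all genes together, the mean distance between libraries of different groups was 1.02 times the mean distance within groups, and 11 of the 35 ways to split the 8 libraries into groups of 4 gave a ratio as large (exact permutation p = 0.314). After the mean of each replicate number was removed, as a block, the ratio was 1.16, the largest of the 8 splits that part all same-numbered pairs (exact permutation p = 0.125, the smallest these splits allow). Same-numbered libraries deviated together for replicate 4, at the upper end of the correlations given for the TNF-α list, and for replicate 1, with 0.199, but not for replicate 2, with −0.0303.
Of the gene symbols that are legible in the heatmap, 68 were found in the table. All 68 genes changed in the drawn direction in the deposited values, and 63 of them had an adjusted p under 0.3 in the limma fit over all genes, 50 higher and 13 lower. With the replicate number as a block 47 of them did. Adjusted over the 68 genes alone, all 68 had an adjusted p from limma under 0.05, which shows no stability because these genes were selected on the same libraries. The size of their log2 fold changes ranged from 0.07 for FTH1 to 1.78 for AC116366.3, with a median of 0.23. AC116366.3 spans other genes, among them RAD50 and IRF1, and its level ranged from 0 to 1.76 CPM in control libraries, so its change is uncertain. CDC45, on chromosome 22 of GRCh37 from 19466980 to 19508135, rose from 7.50 ± 0.334 CPM (SD, n = 4) to 10.4 ± 0.417 CPM (SD, n = 4), a log2 fold change of 0.43 (standard error 0.049, adjusted p = 0.0856 from limma). NPIPB3, with a log2 fold change of −0.35, belongs to a family of near-identical genes, and its estimated reads were not whole in 8 libraries.

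**Figure D2:**
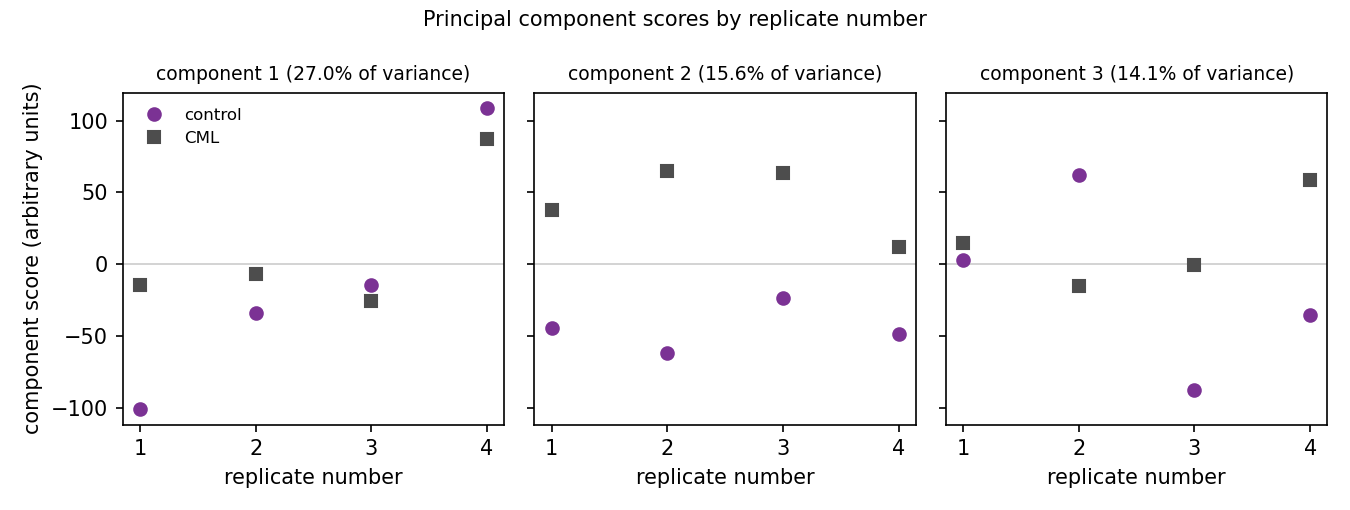
Scores of the 8 libraries on the first 3 principal components (vertical axes, arbitrary units) by replicate number (horizontal axes), with a point for each control library and a square for each CML library. On component 2 each CML library lies above each control library, whereas on component 1 replicate 4 of both groups lies apart at 109 and 87.0.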

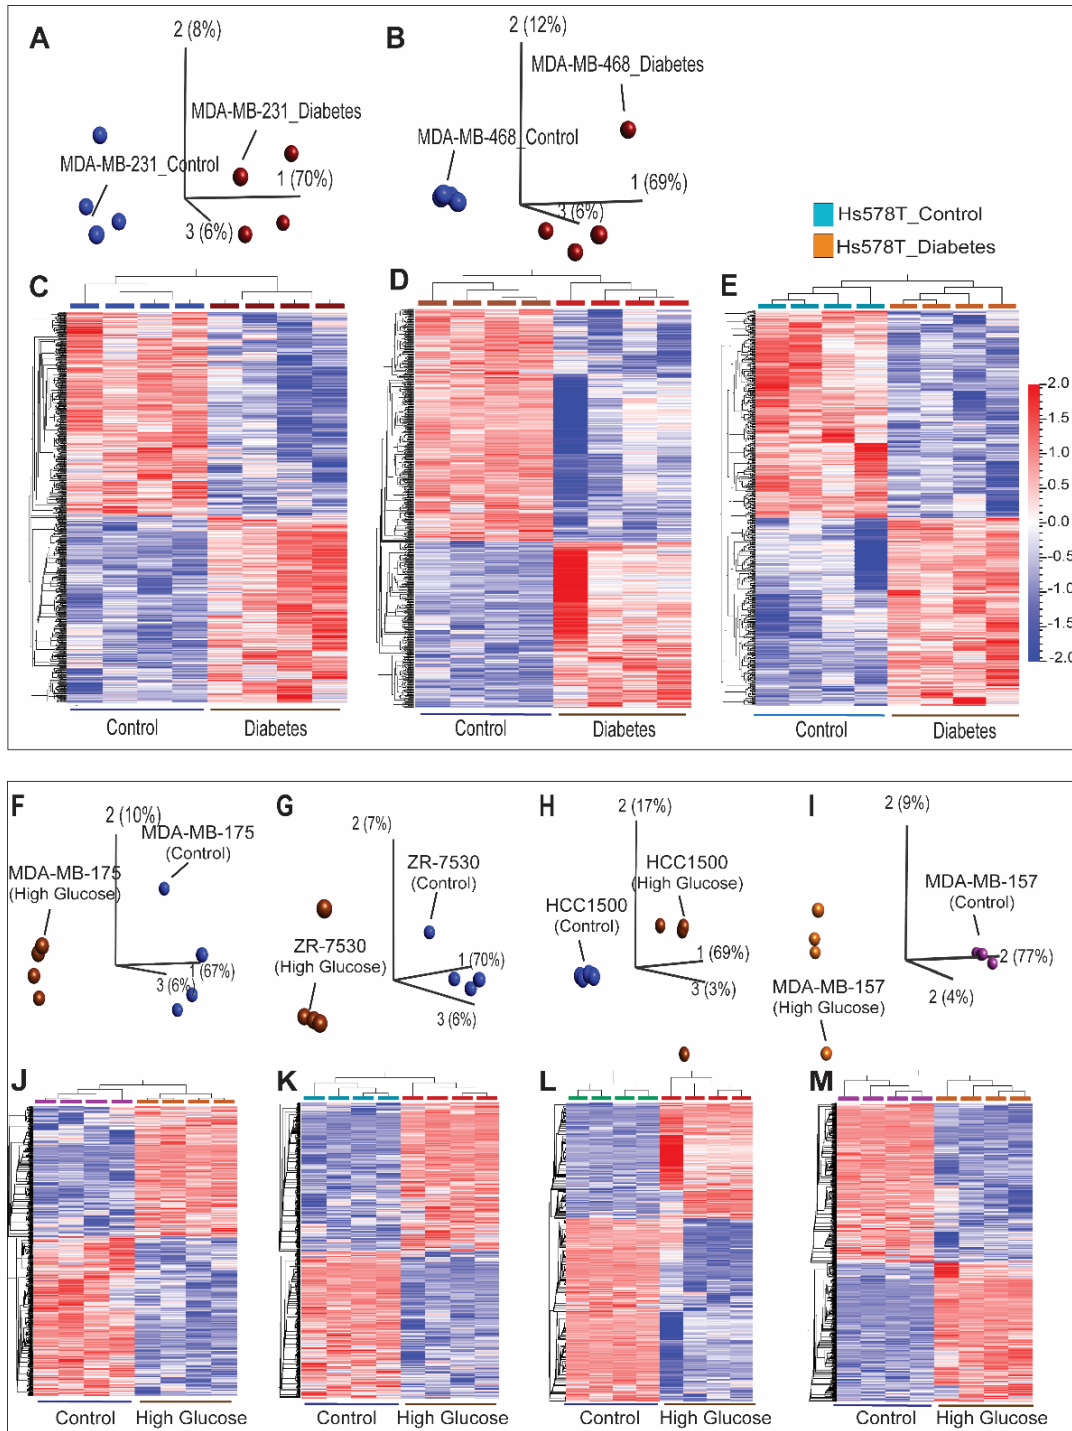

**Fig. S6. Hyperglycemia induces robust changes in the transcriptome of tumor xenografts and cultured breast cancer cells.** PCA plots show separation of MDA-MB-231 (A) and MDA-MB-468 (B) tumor xenografts by diabetes status using transcriptome data (FDR < 0.3 cutoff for inclusion of differentially expressed transcripts). Heatmaps highlighting the difference in gene expression by diabetes status for MDA-MB-231 (C), MDA-MB-468 (D), and Hs578T (E) xenografts. MDA-MB-231 and MDA-MB-468 xenografts: FDR < 0.3 as cutoff for inclusion of differentially expressed transcripts. Hs578T:  $P < 0.05$ . (F-M) Gene expression patterns in breast cancer cells cultured under hyperglycemia. Unsupervised PCA plots

show separation of control (5 mM glucose) and high glucose (25 mM glucose = hyperglycemia)-cultured MDA-MB-175 **(F)**, ZR-75-30 **(G)**, HCC1500 cells **(H)**, and MDA-MB-157 cells **(I)** based on the whole cell transcriptome (n=4 for each group). **(J-M)** Heatmaps for the same comparisons with FDR < 0.3 as cutoff for inclusion of differentially expressed genes.

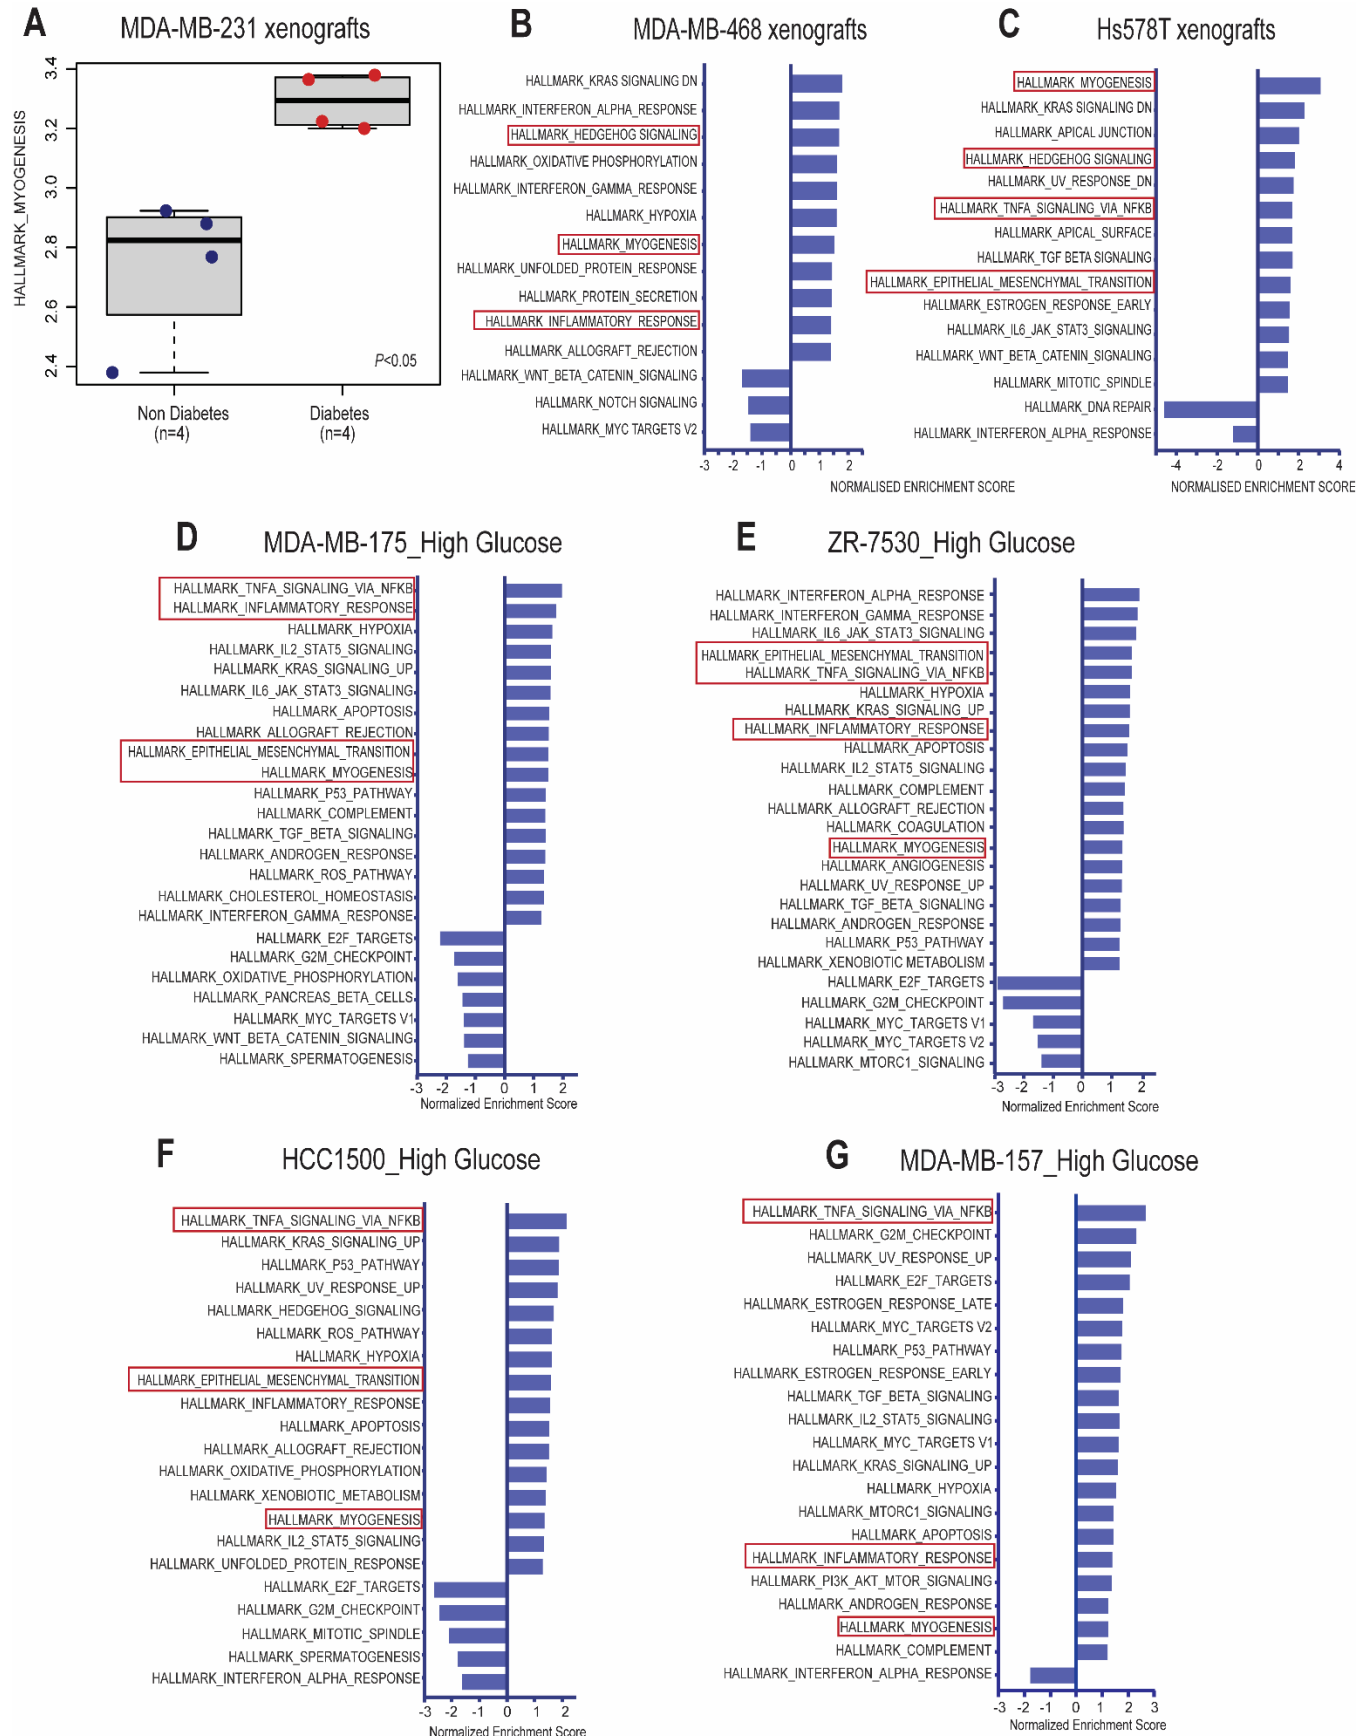

**Fig. S7. GSEA using transcriptome data from either tumor xenografts grown in diabetic Akita mice or human breast cancer cell lines cultured under hyperglycemia. (A-C)** Myogenesis signaling is upregulated in tumor xenografts of diabetic Akita mice. **(A)** Myogenesis signaling scores in MDA-MB-231 xenografts by diabetes status; Wilcoxon rank sum test for significance testing. Enriched GSEA Hallmark gene sets (comparing diabetic vs non-diabetic mice, FDR < 0.25) for MDA-MB-468 xenografts **(B)** and Hs578T xenografts **(C)**, pointing to positive enrichment of differentially expressed genes in the myogenesis and hedgehog signaling pathways in presence of diabetes. Y-axis represents the enriched gene sets (either positive or negative) and X-axis represents the normalized enrichment scores (NES) for each gene set. **(D-G)** Enrichment of differentially expressed genes (hyperglycemia vs. control) in GSEA Hallmark gene sets (FDR < 0.25) for four human breast cancer cell lines, MDA-MB-175 **(D)**, ZR-75-30 **(E)**, HCC1500 **(F)**, and MDA-MB-157 **(G)**. Y-axis represents the enriched gene sets (either positive or negative), and X-axis represents the normalized enrichment scores (NES) for each gene set. Myogenesis is commonly enriched for differentially expressed genes, and so is EMT, NFκB-mediated TNFα signaling, and the inflammatory response, indicating increased signaling under hyperglycemia.

**A**

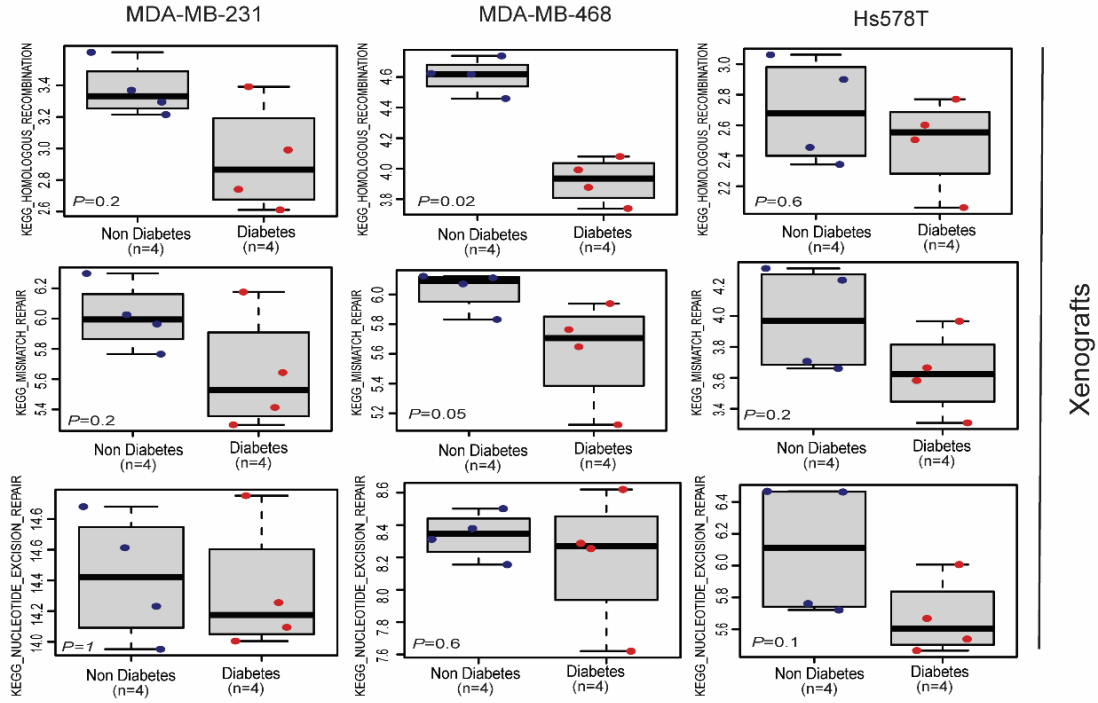

**B**

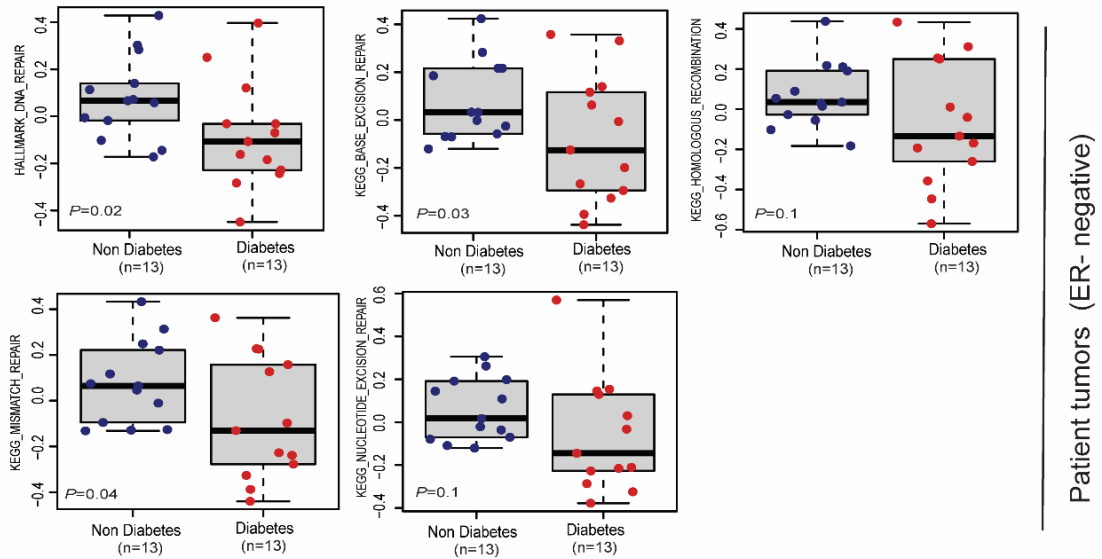

**C**

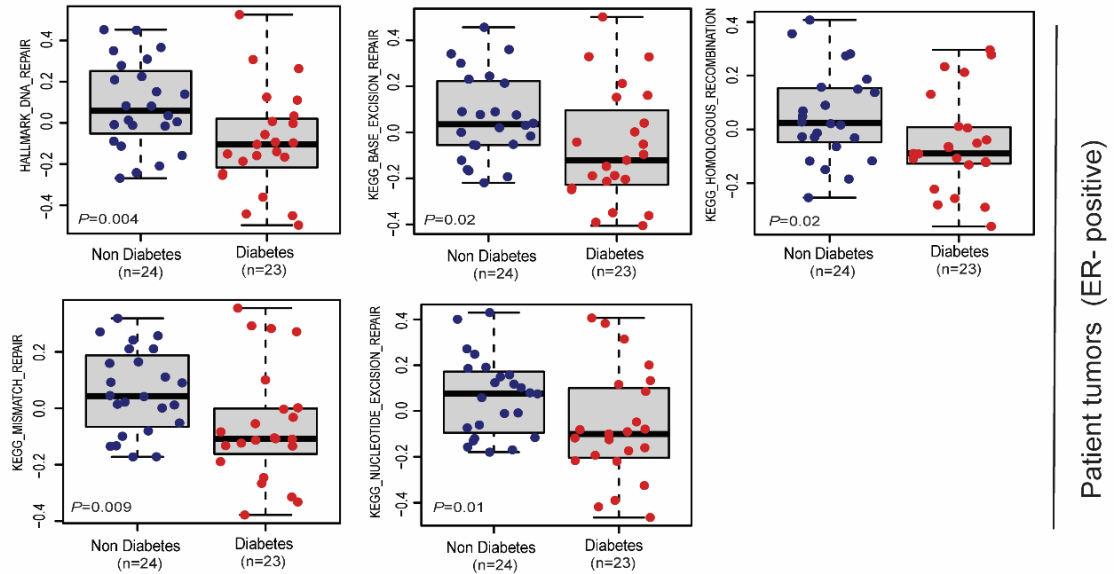

**Fig. S8. Down-regulation of DNA repair pathway capacity in xenografts and patient tumors in presence of diabetes. (A)** Multiple DNA repair pathways are downregulated in tumor xenografts of diabetic Akita mice. Shown are KEGG-annotated DNA repair pathway scores for homologous recombination, mismatch repair and nucleotide excision repair in MDA-MB-231, MDA-MB-468 and Hs578T xenografts by diabetes status. Wilcoxon rank sum test for significance testing. **(B,C)** Down-regulation of DNA repair pathway activities in ER-negative and ER-positive breast tumors from patients with diabetes. **(B)** ER-negative breast tumors, **(C)** ER-positive breast tumors. Pathway scores are ssGSEA-based and covariate-adjusted for patient samples. The significance of the diabetes status controlled for covariates was assessed via multivariable linear regression.

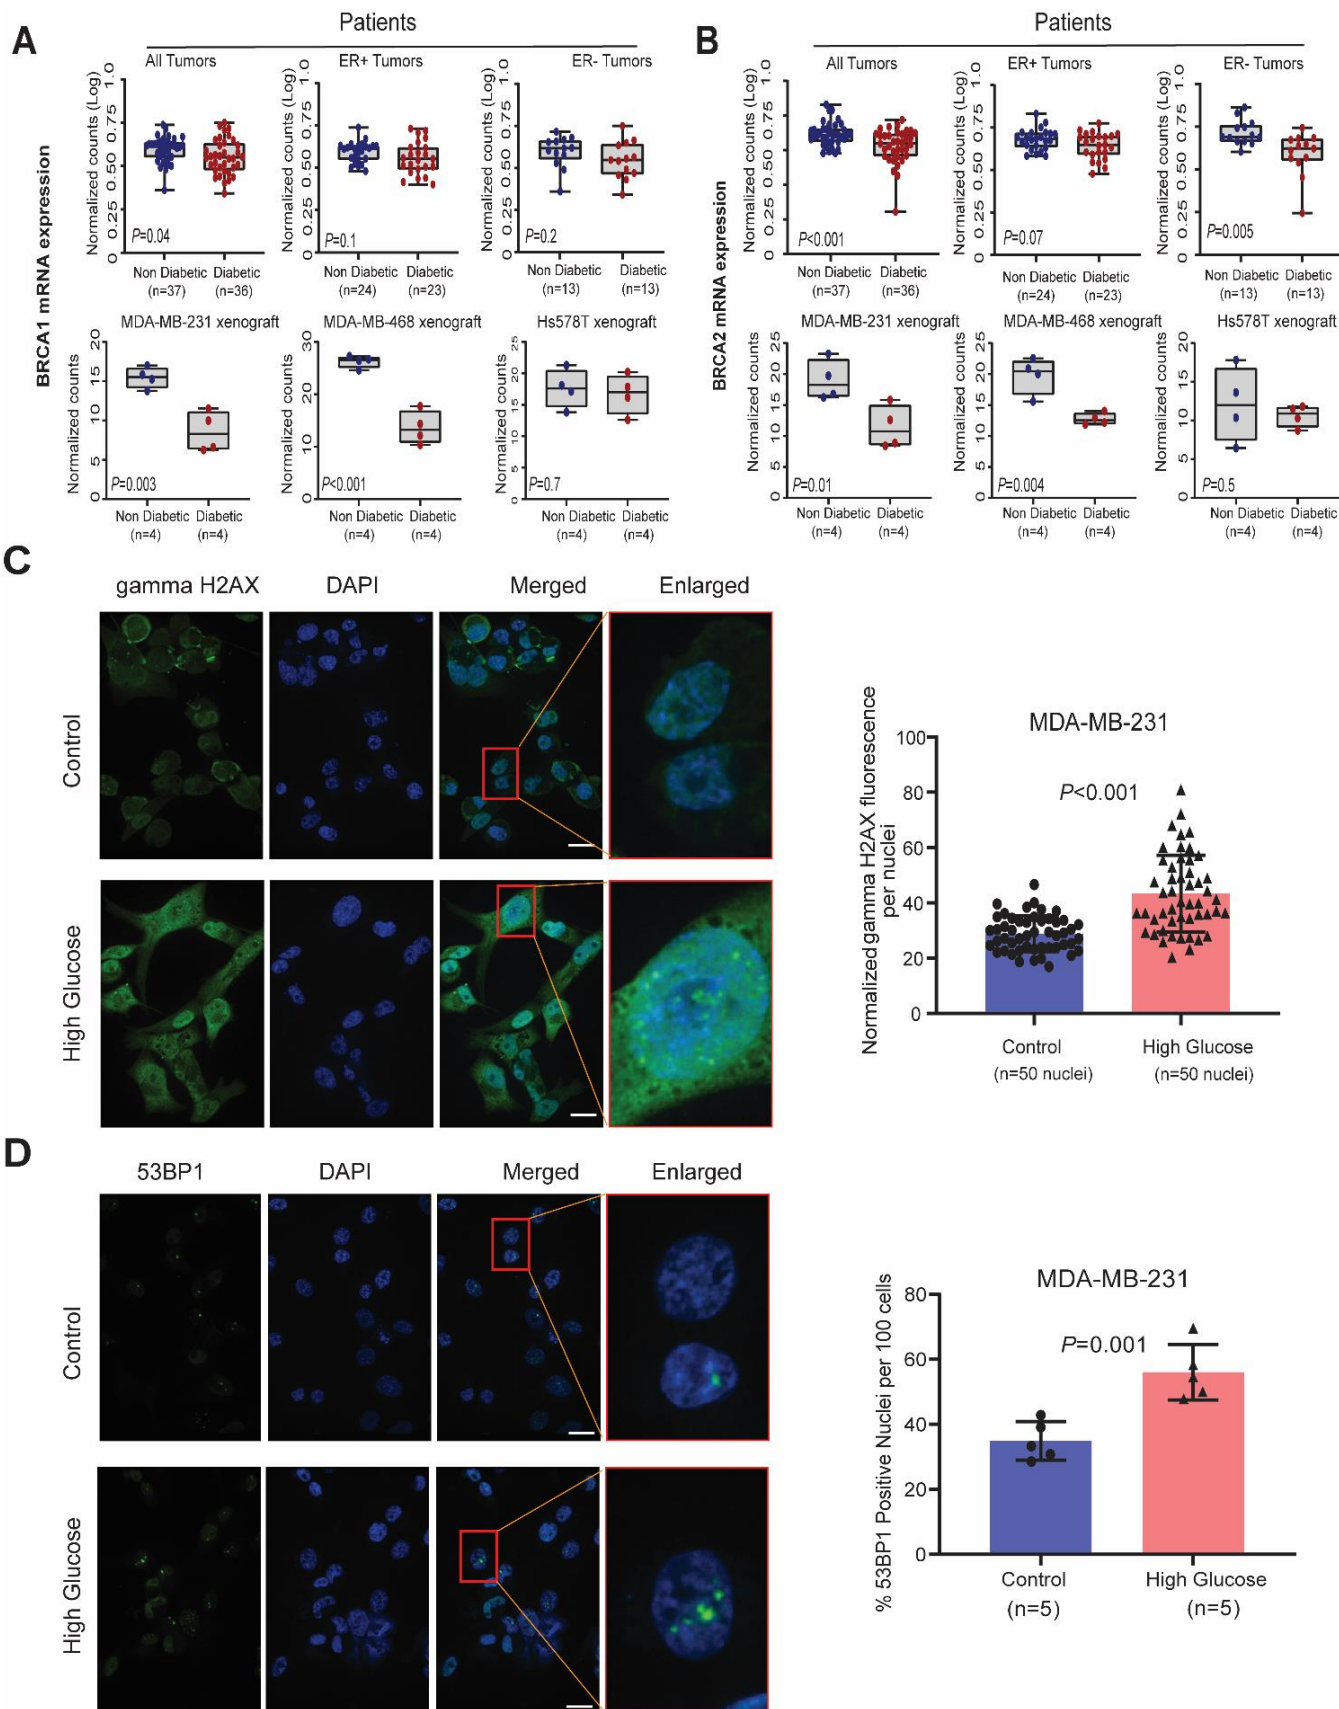

**Fig. S9. Down-regulation of BRCA1/2 in diabetic patients and mice and increase in DNA damage under hyperglycemia. (A-B)** *BRCA1* & 2 transcript expression in patient tumors and tumor xenografts by diabetes status. Expression of *BRCA1* (A) and *BRCA2* (B) mRNA in tumors tends to be downregulated in presence of diabetes; t test for statistical analysis. **(C-D)** Hyperglycemia induces DNA damage in MDA-MB-231 cells. **(C)** Representative immunofluorescence images of  $\gamma$ H2AX staining in MDA-MB-231 cells under hyperglycemia. Quantification of  $\gamma$ H2AX in MDA-MB-231 cells comparing hyperglycemia (25 mM glucose vs. control with 5 mM glucose) using ImageJ software. Scale bar is 20  $\mu$ m for  $\gamma$ H2AX, DAPI and merged images. Data show mean  $\pm$  SD of normalized fluorescence in 50 nuclei taken from five different representative areas for each group; t-test for significance testing. **(D)** Representative immunofluorescence images of 53BP1 staining in MDA-MB-231 cells under hyperglycemia. Scale bar is 20  $\mu$ m for 53BP1, DAPI and merged images. Quantification of 53BP1 in MDA-MB-231 cells comparing hyperglycemia vs. control using ImageJ software. Data represent the mean  $\pm$  SD of the average percentage of localized 53BP1 expression in positive nuclei in each group, using n=5 images from each group. t-test was used for statistical analysis.

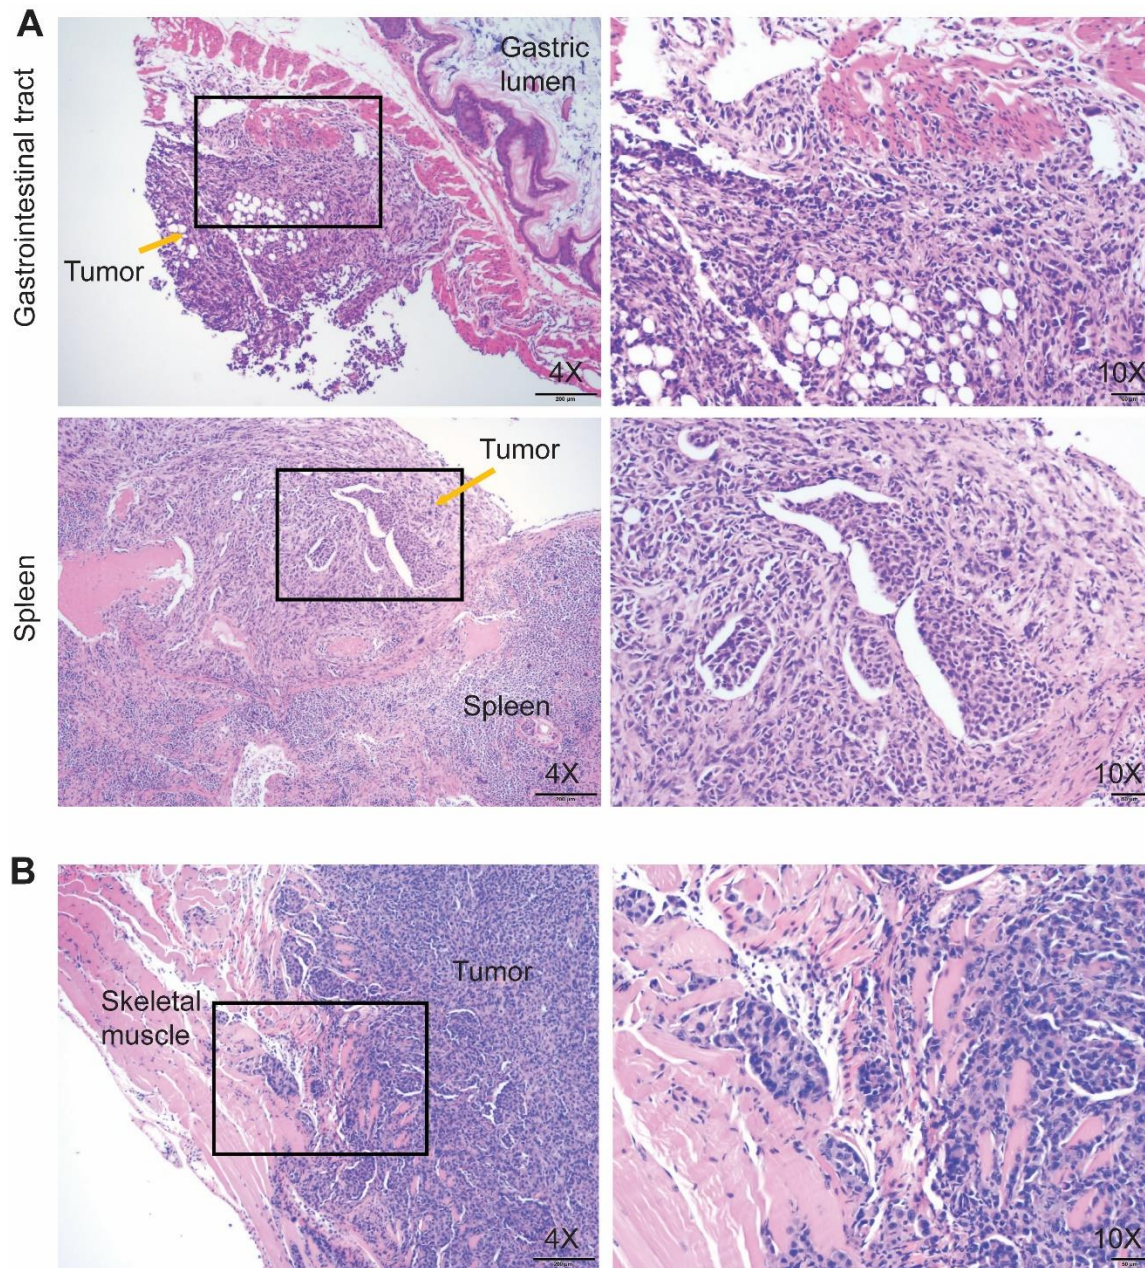

**Fig. S10. Diabetes induces gastrointestinal tract and spleen metastasis and skeletal muscle invasion in the MDA-MB-231 breast cancer xenograft model. (A)** Representative histological images (H&E staining) for metastatic nodules found in the gastrointestinal tract (top panel) and spleen (bottom panel) of hyperglycemic/diabetic Akita mice bearing MDA-MB-231 tumor xenografts. **(B)** Representative histological images (H&E staining) for skeletal muscle invasion in hyperglycemic/diabetic Akita mice bearing MDA-MB-231 tumor xenografts. Based on the gross examination, tumors either invaded the superficial, thin cutaneous muscle (panniculus carnosus) or invaded the abdominal skeletal muscles deep to the mammary fat pad.

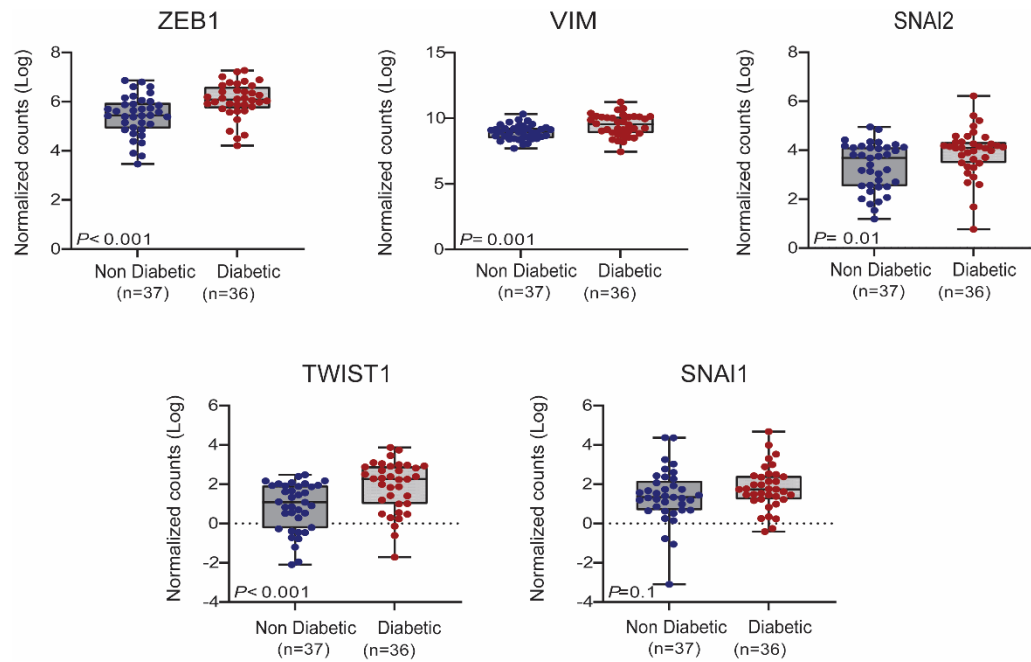

**Fig. S11. Transcript expression of EMT driver genes in breast tumors comparing diabetic with non-diabetic breast cancer patients.**

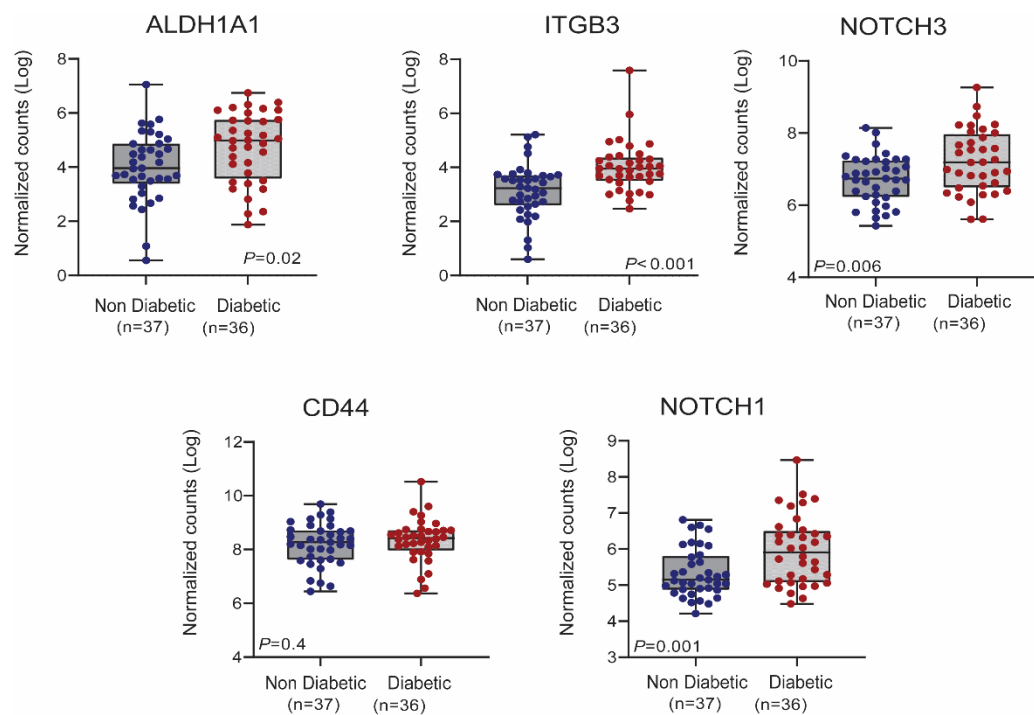

**Fig. S12. Hyperglycemia activates a stem cell phenotype.** Transcript expression of stem cell markers in breast tumors comparing diabetic with non-diabetic breast cancer patients.

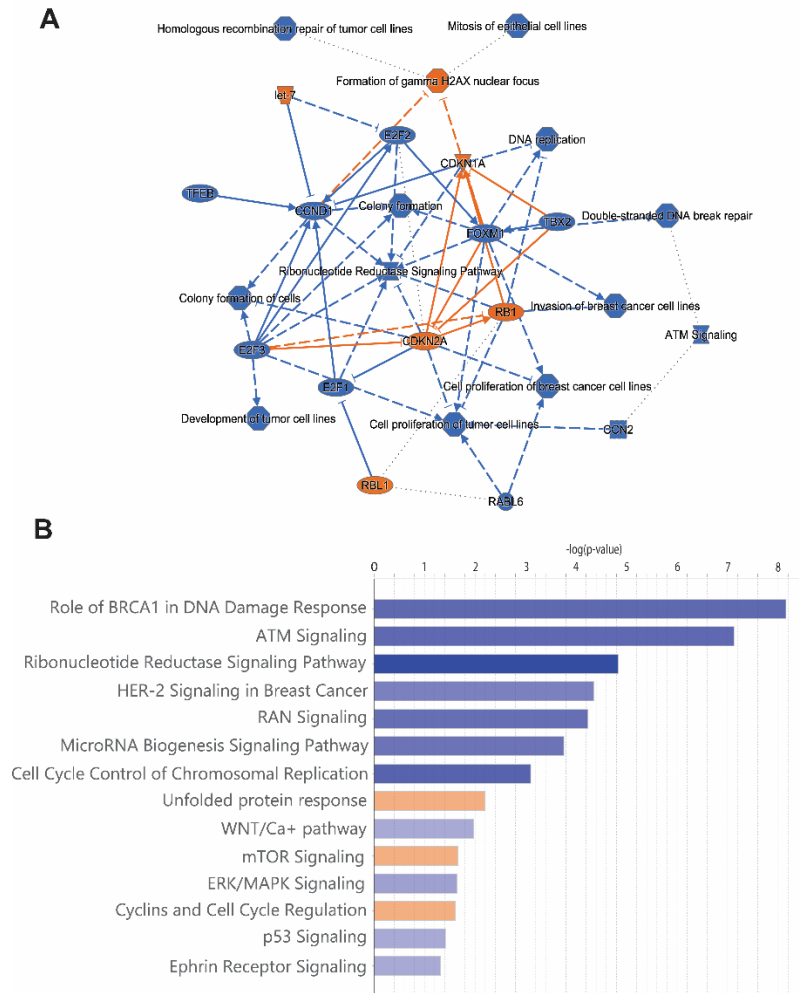

**Fig. S13. Diabetes and hyperglycemia impair DNA repair capacity both in xenografts and breast cancer cell lines. (A-B)** IPA analysis with 311 genes whose expression is commonly altered by diabetes/hyperglycemia in both xenografts (MDA-MB-231 and MDA-MB-468) and cell lines (MDA-MB-231 and MDA-MB-468) exposed to hyperglycemia (25 mM glucose). **(A)** Summary graph of the IPA analysis indicates activation of DNA damage signaling like “Formation of gamma H2AX nuclear focus” in presence of diabetes. Blue color indicates “inhibition” and red color indicate “activation” of a process. **(B)** Pathway enrichment analyses in IPA. Blue color indicates “inhibition” and red color indicate “activation” of a pathway/process by diabetes. “Role of BRCA1 in DNA damage response” is the top pathway indicated to be inhibited by diabetes.

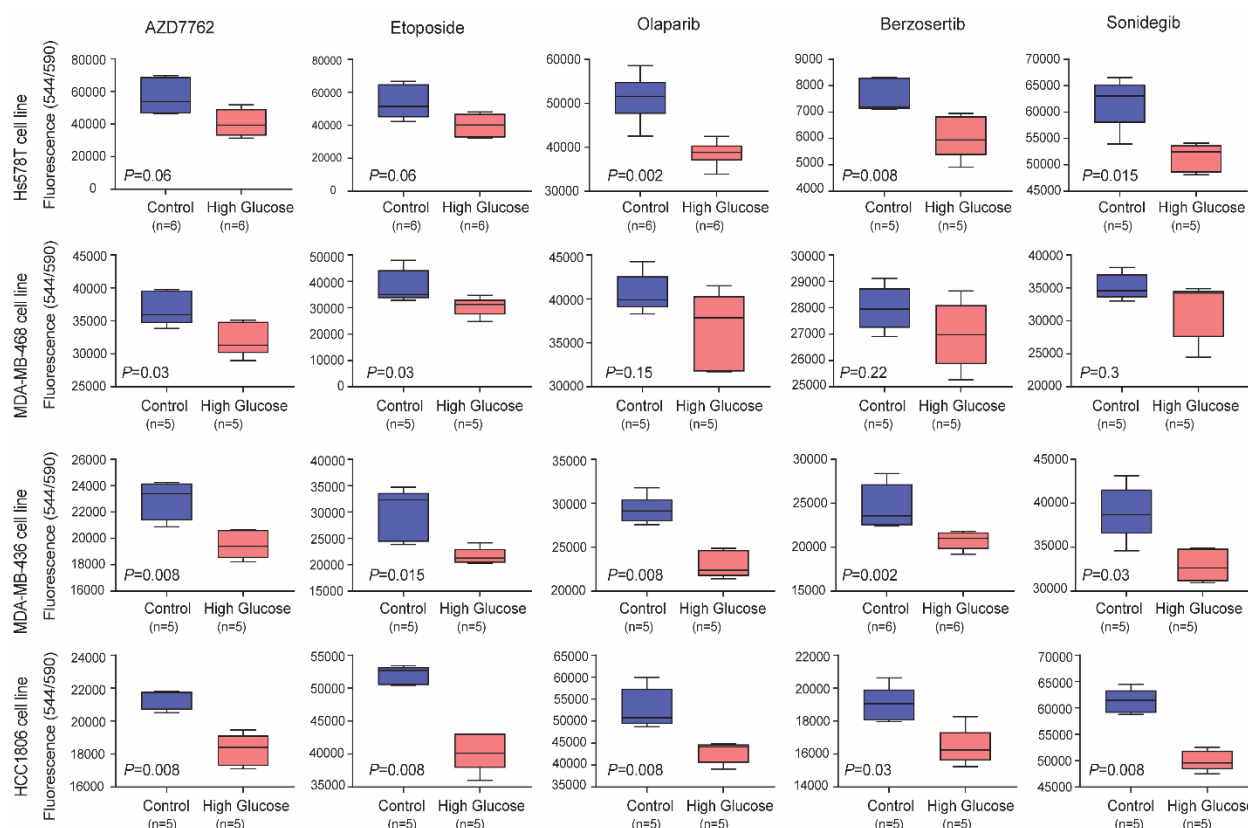

**Fig. S14. Hyperglycemia increases sensitivity to drugs targeting the DNA damage repair pathway.**

Increased sensitivity of breast cancer cells to DNA damage repair and Hedgehog signaling (sonidegib) inhibitors under hyperglycemia. Decrease in viable cells of Hs578T, MDA-MB-468, MDA-MB-436 and HCC1806 cells following treatment with DNA repair pathway drugs e.g. AZD7762 (10 nM), etoposide (100 nM), olaparib (1  $\mu$ M), berzosertib (1  $\mu$ M), and sonidegib (100 nM) under hyperglycemia (25 mM glucose). Cell titer blue assay measuring the number of viable cells 48 hours after adding the inhibitors to the cell culture medium. Data represents mean  $\pm$  SD with 5 replicates for each experimental group (control: 5 mM glucose). Wilcoxon rank sum test was applied for significance testing.

## Supplemental Materials and Methods

**Reagents.** RPMI 1640 (Cat. No. 11875-093), DMEM (Cat. No. 10313-021), 0.25% trypsin (Cat. No. 25200-056), PBS (Cat. No. 10010-023), HEPES (Cat. No. 15630-080) and glutamine (Cat. No. 25030-081) were procured from Gibco Laboratory (Gaithersburg, MD). DMEM low glucose (Cat. No. D6046-500ML), high glucose (Cat. No. D6429-500ML) media, MitoTEMPO (Cat. No. SML0737), antimycin A (Cat. No. A8674-25MG), Triton X-100 (Cat. No. T-8787), bovine serum albumin (Cat. No. A9647-100G), Tween 20 (Cat. No. P2287), d-mannitol (Cat. No. M4125-500G), dimethyl sulfoxide (Cat. No. D2650-100ml) and Cell Proliferation ELISA, BrdU (Cat. No. 11 647 229 001) were purchased from Millipore Sigma (Burlington, MA). Fetal bovine serum (Cat. No. SH30071.03HI) was obtained from HyClone Laboratories (Logan, UT). CellTiter-Blue® cell viability assay (Cat. No. G8081) was acquired from Promega (Madison, WI). Corning® Matrigel® Basement Membrane Matrix (Cat. No. 354234) was purchased from Corning Inc. (Corning, NY). The AlphaTrak blood glucose monitoring system (Cat. No. 32107K) was obtained from ADW Diabetes (Pompano Beach, FL). Cell migration plates (CIM plate-16, Cat. No. 5665817001) were purchased from Agilent Technologies (Santa Clara, CA). The RNeasy Plus Mini (Cat. No. 74134) and DNeasy Blood & Tissue kits (Cat. No. 69506) are products from QIAGEN (Germantown, MD). Olaparib (Cat. No. S1060), berzosertib (Cat. No. S7102), AZD7762 (Cat. No. S1532), etoposide (Cat. No. S1225), and sonidegib (Cat. No. S2151) are from Selleckchem (Houston, TX). MitoSOX™ Red Mitochondrial Superoxide Indicator (Cat. No. M36008) and 0.5M EDTA (Cat. No. AM9260G) are products of Invitrogen (Waltham, MA). Anti-gamma H2A.X (phospho S139) (Cat. No. ab111174) and goat anti-rabbit IgG H&L (Alexa Fluor® 488) (Cat. No. ab150077) antibodies are from Abcam (Cambridge, MA) and the anti-53BP1 antibody (Cat. No. NB100-304) was

obtained from Novus Biologicals (Littleton, CO). ProLong™ Gold Antifade Mountant with DAPI (Cat. No. P36941), 8-well glass chamber slides (Cat. No. 154941), Lipofectamine™ LTX Reagent with PLUS™ Reagent (Cat. No. 15338100), 4% paraformaldehyde (Cat. No. AAI61899AK) and TRIzol Reagent (Cat. No. 15596018) were procured from Thermo Fisher Scientific (Waltham, MA). N-(1-carboxymethyl)-L-lysine was obtained from Cayman Chemical, Ann Arbor, MI. pLCN DSB Repair Reporter (Cat. No. 98895) and pCBASceI (Cat. No. 26477) were procured from Addgene (Watertown, MA). Custom lentivirus production for plasmid pLCN DSB Repair Reporter and DNA preparation for plasmid pCBASceI were performed by GeneCopoeia (Rockville, MD). TRULI, a Lats1/2 kinase inhibitor, was a gift from Lalage Wakefield (NCI, Bethesda, MD).

**Collection of human breast tumors and patient data.** Samples of fresh-frozen tumor were prepared by a pathologist immediately after surgery, following established protocols, and stored at -80° C. Demographic, clinical and pathological information (e.g., hormone receptor status) was obtained from medical records and pathology reports. Information on diabetes and the use of medication was also obtained from the medical records. Disease staging was performed according to the tumor–node–metastasis (TNM) system of the American Joint Committee on Cancer/ the Union Internationale Contre le Cancer (AJCC/UICC). The Nottingham system was applied to determine tumor grade. Collection of both biospecimens and the clinical and pathologic information was approved by the University of Maryland Institutional Review Board (UMD protocol no. 0298229). The research was also reviewed and approved by the NIH Office of Human Subjects Research Protections (OHSRP no. 2248). Informed written consent was obtained from all patients.

**Patient samples.** As outlined in Supplemental Figure 1C, we initially worked with a cohort of 100 female patients (40 individuals with diabetes and 60 without diabetes), from whom we generated our RNA sequencing and metabolome data. In the later part of this study, to perform WES and IHC staining, we added additional patients. For WES, the number of patients in the analysis is 116 (35 female and 3 male patients with diabetes + 7 female patients who developed diabetes after their breast cancer surgery + 67 female and 4 male patients without a diabetes diagnosis; 35 female patients with diabetes and 60 female patients without diabetes overlapped with the initial cohort). For IHC, the number of patients is 105. Among the 105, 29 were patients with diabetes, which is a subset of the 40 diabetes patients in the initial dataset, and 76 patients did not have a diagnosis of diabetes (included all patients from the initial cohort).

**Orthotopic tumor growth in mice with diabetes/hyperglycemia.** Six mice were housed per cage and given autoclaved food and water ad libitum. All of them received the NIH-31 Open Formula diet. We orthotopically injected ER-negative breast cancer cells (MDA-MB-231, MDA-MB-468 and Hs578T) into the mammary fat pad of mice for tumor growth (n = 6 per experimental group). We did not use ER-positive cell lines because of the difficulty to obtain tumor xenografts with the slow-growing ER-positive cell lines. To establish xenografts, 8 weeks old diabetic and non-diabetic mice were injected unilaterally with  $5 \times 10^6$  cells in 100  $\mu$ L of Matrigel/PBS (50:50) into the fourth abdominal fat pad by subcutaneous injection. Tumor growth was monitored weekly and measured externally using Vernier Calipers. The tumor-growing mice were sacrificed at 5 weeks (for MDA-MB-231 xenografts), 6 weeks (for MDA-MB-468 xenografts), or 8 weeks (for Hs578T xenografts) after the initial inoculation of the breast

cancer cells into the fat pads. Tumors were obtained and the weight was recorded. Tumors were immediately frozen in liquid nitrogen for subsequent RNA and DNA extraction and the analysis of the tumor metabolome. In each of the control groups, only 5 out of 6 mice developed tumor xenografts (83%) whereas tumor xenograft growth occurred in all Akita mice. Among tumor-bearing Akita mice, 5 animals had to be sacrificed prior to the end point because of deteriorating health (n = 2, MDA-MB-231 and Hs578T; n = 1, MDA-MB-468). The protocol for this experiment was reviewed and approved by the NCI Animal Care and Use Committee (Animal Study Protocol Number LHC-013) and experiments were performed in accordance with principles outlined in the Guide for the Care and Use of Laboratory Animals at NIH. At the end of the experiments, but before sacrificing the animals, blood was collected, and glucose levels were measured using the AlphaTrak blood glucose monitoring system. Animals were also assessed for presence of metastatic lesions in the lung when the tumor xenografts were surgically removed for molecular analysis.

**Histological evaluation of metastasis.** Two pathologists (Yfantis, Flis) reviewed the histology of the metastatic lesions derived from the MDA-MB-231 xenografts. Both confirmed the presence of metastatic carcinoma in the gastrointestinal tract and spleen of xenograft-bearing mice.

**BrdU incorporation assay assessing inhibition of cell proliferation by DNA repair pathway inhibitors.** Cell proliferation was measured with the BrdU cell proliferation kit from Sigma-Aldrich (Cat. No. 11647229001) following vendor's instructions. In brief, cells were plated in 96 well plates (5,000/well). The next day, cells were exposed to various concentrations (1 nM to 50  $\mu$ M) of DNA repair pathway inhibitor drugs (AZD7762, berzosertib, etoposide, and olaparib) in 100  $\mu$ l of low (5 mM) or high glucose (25 mM) medium in a humidified atmosphere at 37°C.

After 24 hours, 10  $\mu$ l of BrdU labeling solution (100  $\mu$ M BrdU stock) was added to each well (final concentration: 10  $\mu$ M BrdU) and cells were incubated for an additional 24 hours at 37°C. Next, labeling medium was removed from adherent cells by tapping off or using suction. Cells were fixed with 200  $\mu$ l/well FixDenat (provided in the kit) and incubated for 30 minutes at 15 to 25°C. The FixDenat solution was decanted, and cells were incubated for 2 hours with 100  $\mu$ l/well Anti-BrdU-POD working solution. Next, the antibody conjugate was removed, and wells were rinsed three times with 200 to 300  $\mu$ l/well washing solution (1x PBS). Finally, washing solution was removed and 100  $\mu$ l/well substrate solution was added. The absorbance of the samples was measured in an ELISA reader at 370 nm (reference wavelength approximately 492 nm).

**Cell viability assay.** In brief, cells were plated in 96 well plate (2,000/well) in culture medium. The next day, media was removed, and cells were cultured in 200  $\mu$ l of either low or high glucose media. After additional 48 hrs. assay plates were removed from 37°C incubator and 20  $\mu$ l of CellTiter-Blue® Reagent was added to each well. Next, plates were incubated using standard cell culture conditions for 1–4 hours. Finally, the fluorescence reading was recorded at 560/590 nm, and cell viability was compared between cells grown in low and high glucose. For other experiments, the assay was applied when breast cancer cells were additionally treated with either DNA repair pathway inhibitors (AZD7762, berzosertib, etoposide, and olaparib) or a hedgehog signaling inhibitor (sonidegib).

**Migration and invasion assay.** Briefly, for migration assay, cells were plated onto uncoated CIM-Plate 16. 100  $\mu$ l of serum-free media containing 50,000 cells under low or high glucose conditions was added to the upper chamber for cell plating and the lower chamber was filled

with 10% FBS cell culture media. For the invasion assay, the membrane in the top chamber of the CIM plate was coated with 30  $\mu$ l of a 1:20 dilution of Matrigel (BD Biosciences, San Jose, CA). Loaded CIM-Plates were placed into the xCelligence analyzer and electrical impedance was measured every 15 min over a 24-hour period. The migration and invasion indices were determined as per manufacturer's instructions. For some migration experiments, a ROS scavenger, Mitotempo, was added to the cell culture medium.

**Quantification of the mesenchymal phenotype in cell culture.** To examine the development of a mesenchymal morphology,  $3 \times 10^6$  cells (MDA-MB-231 and Hs578T) were plated in T25 flask and cultured in low or high glucose medium for 48 hours. Images of cells were taken using a phase contrast microscope (Olympus IX51) at  $\times 200$  magnification. These images were processed using the software ImageJ (version 1.50i at <http://imagej.nih.gov/ij/>). Cells treated with high glucose developed more frequently an elongated, mesenchymal phenotype when compared to low glucose cultured cells. For quantification purpose, the cell length was measured using ImageJ software. Experiments were performed in triplicate and average cell length in each group was calculated (per 100 evaluated cells) using cells from representative fields across experiments.

**Stemness reporter assay.** To evaluate induction of a cancer stem cell phenotype under hyperglycemic condition, we applied a stem cell reporter assay using modified MDA-MB-231 cells, as described previously (1). Briefly, MDA-MB-231-LM2 cells constitutively express a reporter construct in which six concatenated repeats of a composite SOX2/OCT4 response element (SORE6) from the proximal human NANOG promoter are coupled to a minimal cytomegalovirus (CMV) promoter, to drive expression of a fluorescent reporter gene for stem

cell signaling. In the experiment, on day 1, MDA-MB-231-LM2 cells (both vector control and SORE6 reporter construct harboring cells) were plated on a 24 well plate (25000 cells/well). On day 2, the medium was decanted and replaced with fresh low (5 mM) or high (25 mM) glucose DMEM media supplemented with minimal serum (0.1%). In some of the experiments, 5  $\mu$ M of a positive control compound (TRULI, a Lats1/2 kinases inhibitor) was added to the MDA-MB-231-LM2\_SORE6 cells when cultured +/- high glucose. For imaging, the plates were kept inside an IncuCyteFLR live-cell imaging system (Essen Instruments) for 48 hrs. IncuCyteFLR is equipped with a 20X objective lens, which can take high-definition phase-contrast and green fluorescence images in real time. The obtained images were then analyzed using the IncuCyte software. The number of mCherry and GFP positive cells were determined using the same software.

**Measurement of mitochondrial ROS.** Briefly, cells (MDA-MB-231 and Hs578T) were seeded in a T25 flask at  $4 \times 10^5$  cells per well in regular culture media. The next day, culture media were switched to either low or high glucose media and incubated for 48 hours to determine if high glucose induces mitochondrial ROS. To measure mitochondrial ROS production, MitoSOX Red mitochondrial superoxide indicator (Molecular Probes, M36008) was applied to live cells, following standard protocols. Cultured cells were washed with PBS and treated with 5  $\mu$ M MitoSOX Red for 30 minutes at 37°C without light exposure. As a positive control, cells were treated first with 10  $\mu$ M antimycin for 15 min before MitoSOX Red was added. Cells were then trypsinized and washed with PBS, and finally resuspended in PBS for the analysis by flow cytometry. Samples were analyzed in the flow cytometer (SA3800 Spectral Analyzer, Sony Corporation, Tokyo, Japan) to measure oxidized MitoSOX Red. Data analysis was performed using FlowJo version 10.7.1.

**Immunofluorescence microscopy to quantify DNA damage.** MDA-MB-231 and Hs578T cells were plated (10,000 cells/well) in an 8 well glass chamber slides (Thermo Fisher Scientific, Waltham, MA). Starting the next day, cells were cultured in either low or high glucose media for 48 hours to determine if high glucose increases DNA damage. To assess damage, cells were fixed after 48 hours of culture with 4% paraformaldehyde for 20 min, subsequently washed with PBS. Next, permeabilization was done by incubating the cells with 0.25% Triton X-100 (Cat. No. T-8787, Millipore Sigma, Burlington, MA) in PBS for 10min. Then cells were washed 3-times with PBS. A blocking step to reduce unspecific antibody binding was performed by incubating cells with blocking reagent [1%BSA in PBS and 0.1% Tween 20 (Millipore Sigma, Burlington, MA)] for 30 min. Then cells were incubated overnight with primary antibodies (either anti-gamma H2A.X or 53BP1 antibodies) at a dilution of 1:1000 in blocking reagent. The next day, the solution was decanted, and cells were washed 3-times with PBS. Next, cells were incubated with anti-rabbit secondary antibody [goat anti-rabbit IgG H&L (Alexa Fluor® 488)] in blocking reagent at a dilution of 1:400 for 1hr in room temperature. Cells were washed 3-times in PBS followed by mounting them with ProLong™ Gold Antifade Mountant containing DAPI (Thermo Fisher Scientific, Waltham, MA). Slides were then dried in the dark overnight and stored at 4° C until imaging by confocal microscopy. Images were taken on a Nikon confocal Ti2 with Yokagawa CSU-X1 spinning disk and a photometrics Prime 95B camera using a Nikon water 60x 1.2-NA Plan Apo objective. Images were captured using the Elements version 5.20.00 software. Images were processed with ImageJ (release 1.50i; <http://imagej.nih.gov/ij>).

**Measurement of DNA repair capacity in breast cancer cells under hyperglycemic condition.**

This assay uses a fluorescence-based reporter system (pLCN DSB Repair Reporter) that allows the quantitative measurement of NHEJ in cells through the repair of two inverted ISceI cuts in pCBASceI plasmid. Repair through NHEJ leads to expression of GFP, which can be monitored by FACS analysis. In brief, MDA-MB-231 and Hs578T cells were plated in a 6 well plate ( $2 \times 10^5$  cells/well). The next day, cells were transduced with lentiviral particles containing the pLCN DSB Repair Reporter. After 48 hours, the cell culture medium was decanted, and cells were transfected with pCBASceI plasmid (2.5  $\mu$ g/well) using Lipofectamine® LTX DNA Transfection Reagents according to the manufacturer's instruction. Cells without pCBASceI served as control. After 24 hours, cells were cultured in either low or high glucose cell culture medium for another 48 hours. Then, cells then were trypsinized and resuspended in 25 mM HEPES pH 7, 1% (v/v) FBS, 1x PBS, 2 mM EDTA and subjected to flow cytometry analysis with a ID7000™ Spectral Cell Analyzer (Sony Corporation, Tokyo, Japan).

**Metabolome analysis of human tumors and xenografts.** The metabolome of fresh-frozen human tumors was investigated using untargeted metabolic profiling performed by the service provider, Metabolon, Inc. (Morrisville, NC). We previously described the methodology (2). The mass-spectroscopy-based and fully automated platform measures a total of up to 830 metabolites. We analyzed the metabolome of breast tumors from women with (n=40) and without (n=48) diabetes. Additionally, metabolomic profiling was performed in xenograft tumors grown from MDA-MB-231, MDA-MB-468, and Hs578T cells in diabetic and non-diabetic mice, and in serum samples of Akita mice bearing MDA-MB-468 tumor xenografts. For the metabolome analysis, frozen human or xenograft tumors and mouse serum samples were shipped to Metabolon for *in-house* extraction and measurements of the metabolites.

Metabolon provided both raw and processed measurement data. The metabolomics data have been deposited in the Open Science Framework (<https://osf.io>) at [https://osf.io/h73rf/?view\\_only=](https://osf.io/h73rf/?view_only=).

**Transcriptome analysis of human tumors, xenografts, and cultured cells.** Following RNA isolation from human tumors, the integrity of isolated RNA was evaluated with the Agilent 2100 Bioanalyzer (Agilent Technologies). RNA sequencing (RNA-Seq) was performed at the Sequencing Facility, Leidos Biomedical Research, Inc., Frederick National Laboratory for Cancer Research, using standard protocols. Briefly, 500 ng of total RNA was used for library preparation with TruSeq stranded mRNA Prep (Illumina). Sequencing was performed on an Illumina NovaSeq system. For each sample, we generated approximately 50 million paired-end reads at 101-bp length. Reads were trimmed for both adapters and low-quality bases using Trimmomatic software and then aligned with the reference human hg19 genome and gene annotation from the Ensembl database (v70) using Tophat software. RNA mapping statistics were calculated using the Picard software, and the average uniquely aligned reads were approximately 90% for each sample. Differential expression analysis was done in R Studio version 3.5 (R Foundation for Statistical Computing; <http://www.r-project.org/>) using DESeq2\_1.24.0 package (3). Additionally, we used the R/Bioconductor package edgeR to generate CPM\_TMM normalized counts. Briefly, starting with the data in the raw count file, any gene that did not have a CPM value of 0.5 in two or more samples was filtered out. calcNormFactors was then used to calculate the normalization factors for the remaining genes using the TMM normalization method. CPM was then calculated while using the TMM normalization factors. This CPM\_TMM normalized file was then imported to Qlucore Omics Explorer 3.7 to generate PCA plots, fold change, volcano plots, and heatmaps(4,

5). RNA-Seq data for the breast tumors were deposited in the NCBI's Gene Expression Omnibus (GEO) database under accession number (GSE202922). Sequencing of RNA from the human xenografts (MDA-MB-231, MDA-MB-468 and HS578T +/- diabetes) was performed as described above following isolation of RNA with the RNeasy Plus Mini Kit. Sequencing was performed on an Illumina NextSeq sequencer. Data normalization and subsequent analysis was performed as mentioned above. The RNA-Seq data for xenografts were deposited in the NCBI's Gene Expression Omnibus (GEO) database under accession number (GSE202599). Additional RNA sequencing was performed for ER-positive (MDA-MB-175, ZR7530, HCC1500) and ER-negative (MDA-MB-157, MDA-MB-231, MDA-MB-468) breast cancer cells. Cells were cultured under low (5 mM) and high (25 mM) glucose. For each experimental group there were four replicates. In brief,  $5 \times 10^5$  cells in a T25 flask were treated with low or high glucose for 48 hours before RNA was isolated. RNA isolation was done using RNeasy Plus Mini Kits from QIAGEN. Integrity of isolated RNA was evaluated with the Agilent 2100 Bioanalyzer (Agilent Technologies), and sequencing was performed on an Illumina HiSeq machine. RNA-Seq data for the cell lines were deposited in the NCBI's Gene Expression Omnibus (GEO) database under accession number (GSE202595, GSE202598, and GSE236420).

**Metabolomic and transcriptomic data integration.** Metabolomic and transcriptomic data were integrated using a correlation-based integration approach (6) followed by GSEA (7). The goal of this analysis was to identify the transcriptomic programs underlying the metabolomic contrasts in xenografts due to diabetes. For each expressed gene, we determined a score defined as the median signed correlation across all differentially abundant metabolites, i.e.

$\text{median}[\text{cor}(\text{gene}, \text{metab}) * \text{sign}(\log(\text{FC}_{\text{metab}}))]$ , where  $\text{cor}(\text{gene}, \text{metab})$  is the Spearman's

correlation between the expression of the target gene and that of a differentially abundant metabolite across the 24 xenograft samples (MDA-MB-231, MDA-MB-468, Hs578T), and where  $FC_{\text{metab}}$  is the combined metabolite fold difference measured between diabetic and non-diabetic mice across the three strains. We restricted this analysis to the 67 metabolites that were consistently increased ( $n = 53$ ) or decreased ( $n = 14$ ) in the tumors of the diabetic Akita mice; see **Table S2**. All measured genes were thus rank-ordered by score; on the resulting ranked gene list, GSEA was performed using the R package “fgsea” (v. 1.20.0) (8) and reference gene collection “Hallmarks” from the Molecular Signatures Database MSigDB (v. 7.4) (9). A customized implementation in R was developed in-house to add robustness to the GSEA analysis; since GSEA’s enrichment estimates (and statistical significance) are stochastic, our software embeds GSEA in a Monte Carlo algorithm that performs 100 iterations and chooses significant pathways based on the total statistical ensemble. We report only pathways that appeared significant (based on adjusted  $P < 0.05$ ) in more than 80% of the iterations (see **Table S8**).

**Whole exome sequencing (WES).** DNA was extracted from breast tumors of patients with ( $n=38$ ) and without ( $n=71$ ) diabetes, or from patients who developed diabetes on follow-up ( $n=7$ ). Extractions were done with the QIAGEN DNeasy blood & tissue kit. DNA quality was checked by the NIH Genomics Core using the Agilent Genomic DNA Screen tape assay. The extracted DNA samples were used for library preparation using SureSelect V6+ UTR-postcapture with 89Mb of targeted exonic sequence. The sequencing library was prepared by random fragmentation of the DNA or cDNA sample, followed by 5’ and 3’ adapter ligation. For some samples, “tagmentation” that combines the fragmentation and ligation reaction into a

single step was used because it greatly increases the efficiency of the library preparation process. Adapter-ligated fragments were PCR amplified and gel purified. For cluster generation, the library was loaded into a flow cell where fragments were captured on a lawn of surface-bound oligos complementary to the library adapters. Each fragment was then amplified into distinct, clonal clusters through bridge amplification. After completing the cluster generation, templates were ready for sequencing. Illumina SBS technology was utilized as a proprietary reversible terminator-based method that detects single bases as they are incorporated into DNA template strands. As all 4 reversible, terminator-bound dNTPs are present during each sequencing cycle, natural competition minimizes incorporation bias and greatly reduces raw error rates compared to other technologies. The result is highly accurate base-by-base sequencing that virtually eliminates sequence-context-specific errors, even within repetitive sequence regions and homopolymers. An Illumina sequencer was used to generate raw images utilizing sequencing control software for system control and base calling through an integrated primary analysis software called RTA (Real Time Analysis). The BCL (base calls) binary was converted into FASTQ utilizing Illumina package bcl2fastq. The WES raw data for the tumors have been deposited in the SRA database under accession number (PRJNA840859).

Variant calling was performed using Mutect2 in tumor-normal mode (10) following the best practices guidelines for exome-seq analysis provided by the GATK authors (11). Variants were hard-filtered for quality, annotated with functional and consequence prediction using Ensemble's Variant Effect Predictor (12) (VEP v. 92) and converted to Mutation Annotation Format (MAF) using the vcf2maf tool (v. 1.6.16). MAF files for individual samples were concatenated into a combined MAF file spanning the full cohort for downstream analysis. Trinucleotide frequency

patterns were extracted with maftools (13) (v. 1.8.10). Reference mutational signatures were obtained from the Catalogue Of Somatic Mutations In Cancer (COSMIC), version v3.1 (June 2020; COSMIC release v91) (14), as well as from the Compendium of Mutational Signatures of Environmental Agents (May 2019) (15). This information was fed into deconstructSigs (16) (v. 1.8.0) to generate subject/signature weights from the non-negative least squares mapping of individual samples against the reference signatures. These weights are determined such that the reconstructed tumor sample matrix minimizes a given error threshold. To reduce false positives, some corrections can be applied to the fitting approach; for example, deconstructSigs uses forward selection to estimate a minimal number of signatures and removes a signature's contribution to a sample if it accounts for less than 6% of the sample's mutations. Limitations of deconstructSigs and other mutational signature methods have been discussed and benchmarked elsewhere (17). For each mutational signature compendium, the subject/signature weight matrix was obtained; then, signatures with distinct prevalence between diabetic and non-diabetic groups were identified by the criterion of  $P < 0.05$  in the Wilcoxon test performed between their weight distributions. This comparative analysis was carried out for all diabetics and non-diabetics, as well as for ER-negative and ER-positive sub-cohorts. All findings including FDR are reported in **Table S10**. Additionally, an oncoplot was generated to visualize the top mutated genes across subjects ordered by diabetes group. After keeping only nonsilent mutations, genes were selected as those mutated > 5% of the samples. The oncoplot was generated using the R package "ComplexHeatmap" (v. 2.12.1) (18).

**Gene Set Enrichment Analysis (GSEA) and further validation using pathway "activity" scores.**

RNA sequencing-based transcriptome data from human breast tumors, tumor xenografts and cell lines were used for GSEA and pathway analysis. GSEA was performed as previously described (9) using the Qlucore Omics Explorer 3.7 software. Briefly, CPM\_TMM normalized RNA-seq counts were imported to Qlucore. For the transcripts with multiple expression values, the average expression value of all transcripts was considered for the analysis. The fold change of all genes between two groups was calculated using the two-group comparison (t- test). The entire gene list together with fold change was imported into the GSEA analysis using the default Qlucore GSEA settings (Min Match Set Size: 15, Max Match Set Size: 500, Permutation: 1000, Permutation Methods: samples, Enrichment weight: 1). Hallmark and KEGG gene sets (n = 50 and 186, respectively) were selected within MSigDB as references for pathway analysis. Gene sets or pathways with an FDR < 0.25 were included in our data presentation following Broad Institute guidelines. According to the GSEA website (<https://software.broadinstitute.org/cancer/software/gsea/wiki/index.php/FAQ>), an FDR of 25% is reasonable in the setting of discovery.

To supplement and validate the GSEA gene set/pathway discovery approach, we generated additional pathway scores based on z-scores. For each gene in each target pathway, expression was transformed by  $\log_2(x+1)$  followed by z-score transformation across all samples. Two approaches to summarize pathway-level expression are (i) taking the first principal component from Principal Component Analysis (“PC1”) and (ii) taking the average expression across all genes in the target pathway (“AVG”). Since principal components are sign-indeterminate, pathway scores were defined as  $PC1 * \text{sign}(\text{cor}(PC1, \text{AVG}))$ , where  $\text{cor}()$  denotes

Pearson's correlation estimate. The statistical significance of pathway score differences between diabetic and non-diabetic cohorts was assessed via Wilcoxon tests.

**Single Sample Gene Set Enrichment Analysis (ssGSEA).** Pathway-level expression scores were obtained using the ssGSEA method, which computes an enrichment score for each gene set and individual sample by using the difference in empirical cumulative distribution functions of gene expression ranks inside and outside the target gene set (19). ssGSEA was implemented via the R package "GSVA" (v. 1.44.5) (20). To perform pathway-level differential expression analysis comparing diabetic with non-diabetic samples, we fitted a multivariable linear regression model to each target gene set using the formula "score ~ Db + age + BMI + race + stage + ER", which allows to determine the statistical significance of diabetes status (Db) affecting differential expression while controlling for multiple demographic and clinical covariates. Linear regression was implemented via the base R package "stats" (v. 4.2.1). After removing the ER status as covariate, similar analyses were carried out separately within the ER+ and ER- sub-cohorts. To visually compare adjusted pathway-level expression, we removed Db as covariate and plotted the residuals from the resulting multivariable regression fits.

**Transcriptome analysis of N-(1-carboxymethyl)-L-lysine (CML) exposed breast cancer cells.**

Briefly,  $5 \times 10^5$  MDA-MB-231 cells were cultured in a T25 flask and treated with 1  $\mu$ M CML for 48 hours in low glucose (5mM) medium (n = 4). PBS was added to the control cells. After 48 hours, RNA was isolated using RNeasy Plus Mini Kits from QIAGEN. Integrity of isolated RNA was evaluated with the Agilent 2100 Bioanalyzer (Agilent Technologies), and sequencing was performed on an Illumina HiSeq machine. The RNA-Seq data are deposited in the NCBI's Gene Expression Omnibus (GEO) database under accession number (GSE202597).

**Gene expression and metabolome analysis with covariate adjustments.** Diabetic and non-diabetic breast cancer patients showed differences in demographic and clinical characteristics. Hence, we adjusted for key differences when generating gene lists comparing tumors from diabetic and non-diabetic patients. RNA-Seq differential expression analysis comparing diabetic with non-diabetic patient samples was performed by fitting a multivariable linear regression model to each metabolite or gene using the formula “expression ~ Db + age + BMI + race + stage + ER”, which allows to determine the statistical significance of Db affecting differential expression while controlling for multiple demographic and clinical covariates. Linear regression was implemented via the base R package “stats” (v. 4.2.1). By removing ER status as covariate, similar analyses were carried out separately within the ER+ and ER- sub-cohorts. Following the same steps, we generated a second list for differential metabolite but without further stratification by tumor ER status. The multivariate adjusted data for RNAseq and metabolome analysis are provided in 2 separate resource excel files (Supplementary resource file\_Multivariate RNAseq and Supplementary resource file\_Multivariate\_Metabolome).

**MetaboAnalyst.** We performed a pathway enrichment analysis with metabolites as input applying MetaboAnalyst (V5.0), which is a platform dedicated to metabolomics data analysis via a user-friendly and web-based interface (21). In brief, we imported the metabolite list to the MetaboAnalyst (V5.0) platform and performed the over representation analysis using the Small Molecule Pathway Database (SMPDB). Enrichment Ratio is computed by observed Hits/Expected hits.

## References

1. Tang B, Raviv A, Esposito D, Flanders KC, Daniel C, Nghiem BT, et al. A flexible reporter system for direct observation and isolation of cancer stem cells. *Stem Cell Reports*. 2015;4(1):155-69.
2. Terunuma A, Putluri N, Mishra P, Mathe EA, Dorsey TH, Yi M, et al. MYC-driven accumulation of 2-hydroxyglutarate is associated with breast cancer prognosis. *J Clin Invest*. 2014;124(1):398-412.
3. Tang W, Putluri V, Ambati CR, Dorsey TH, Putluri N, and Ambbs S. Liver- and Microbiome-derived Bile Acids Accumulate in Human Breast Tumors and Inhibit Growth and Improve Patient Survival. *Clin Cancer Res*. 2019;25(19):5972-83.
4. Lee AJ, Fraser E, Flowers B, Kim J, Wong K, Cataisson C, et al. RAS induced senescence of skin keratinocytes is mediated through Rho-associated protein kinase (ROCK). *Mol Carcinog*. 2021;60(12):799-812.
5. Rossmann L, Bagola K, Stephen T, Gerards AL, Walber B, Ullrich A, et al. Distinct single-component adjuvants steer human DC-mediated T-cell polarization via Toll-like receptor signaling toward a potent antiviral immune response. *Proc Natl Acad Sci U S A*. 2021;118(39).
6. Cavill R, Jennen D, Kleinjans J, and Briede JJ. Transcriptomic and metabolomic data integration. *Brief Bioinform*. 2016;17(5):891-901.
7. Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J, et al. PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat Genet*. 2003;34(3):267-73.
8. Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN, and Sergushichev A. Fast gene set enrichment analysis. *bioRxiv*. 2021:060012.
9. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci USA*. 2005;102(43):15545-50.
10. Cibulskis K, Lawrence MS, Carter SL, Sivachenko A, Jaffe D, Sougnez C, et al. Sensitive detection of somatic point mutations in impure and heterogeneous cancer samples. *Nat Biotechnol*. 2013;31(3):213-9.
11. Van der Auwera GA, Carneiro MO, Hartl C, Poplin R, Del Angel G, Levy-Moonshine A, et al. From FastQ data to high confidence variant calls: the Genome Analysis Toolkit best practices pipeline. *Curr Protoc Bioinformatics*. 2013;43:11 0 1- 0 33.
12. McLaren W, Gil L, Hunt SE, Riat HS, Ritchie GR, Thormann A, et al. The Ensembl Variant Effect Predictor. *Genome Biol*. 2016;17(1):122.
13. Mayakonda A, Lin DC, Assenov Y, Plass C, and Koeffler HP. Maftools: efficient and comprehensive analysis of somatic variants in cancer. *Genome Res*. 2018;28(11):1747-56.
14. Tate JG, Bamford S, Jubb HC, Sondka Z, Beare DM, Bindal N, et al. COSMIC: the Catalogue Of Somatic Mutations In Cancer. *Nucleic Acids Res*. 2019;47(D1):D941-D7.
15. Kucab JE, Zou X, Morganella S, Joel M, Nanda AS, Nagy E, et al. A Compendium of Mutational Signatures of Environmental Agents. *Cell*. 2019;177(4):821-36 e16.
16. Rosenthal R, McGranahan N, Herrero J, Taylor BS, and Swanton C. DeconstructSigs: delineating mutational processes in single tumors distinguishes DNA repair deficiencies and patterns of carcinoma evolution. *Genome Biol*. 2016;17:31.
17. Maura F, Degasperi A, Nadeu F, Leongamornlert D, Davies H, Moore L, et al. A practical guide for mutational signature analysis in hematological malignancies. *Nat Commun*. 2019;10(1):2969.
18. Gu Z, Eils R, and Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics*. 2016;32(18):2847-9.
19. Barbie DA, Tamayo P, Boehm JS, Kim SY, Moody SE, Dunn IF, et al. Systematic RNA interference reveals that oncogenic KRAS-driven cancers require TBK1. *Nature*. 2009;462(7269):108-12.

20. Hanzelmann S, Castelo R, and Guinney J. GSEA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics*. 2013;14:7.
21. Xia J, Psychogios N, Young N, and Wishart DS. MetaboAnalyst: a web server for metabolomic data analysis and interpretation. *Nucleic Acids Res*. 2009;37(Web Server issue):W652-60.

How the deposited data were processed for this re-analysis (not part of the article)

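RNA-Seq data were analysed for 4 control cultures and 4 cultures of MDA-MB-231 cells exposed to 1 μM CML for 48 hours at 5 mM glucose. The condition and replicate number of each library were taken from the sample titles, and the dose, time and glucose level from the Supplemental Methods and the legend of Fig. S5. The xenografts, patient tumors and the other cell lines of the paper were not analysed here.

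The values that the authors deposited are CPM values, 1 column per library, with 17681 rows of versioned Ensembl identifiers and gene symbols. For the tumors, the Supplemental Methods describe trimming with Trimmomatic, alignment to hg19 with Tophat and Ensembl annotation, removal of genes that did not reach 0.5 CPM in at least 2 samples, scaling by edgeR's TMM factors and calculation of CPM with those factors. For the CML experiment the paper's text does not name the aligner, the counting tool, the genome build or the annotation. The columns summed to between 986730 and 1014124, as CPM values do after TMM scaling. The table held 764 rows at 0 in all libraries and 2966 rows that did not reach 0.5 CPM in at least 2 libraries. All columns of values were used.

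Each library's values fell on steps of equal size, which were taken as a fixed small fraction of 1 read. The value of 1 read followed from the step, and dividing by that value gave the estimated reads per gene. These summed to between 16161801 and 18954731 per library. Because 84.2% to 85.3% of the values above 0 were whole reads and the rest lay between whole numbers, the counts behind the table were estimates, and they were not used for a count test. For a gene with 1 CPM the depth gives about as many reads as 1 divided by the CPM value of 1 read, which was between 0.0535 and 0.0622, so that counting error alone is large for genes near that level. The design had named a count test only as an alternative for values that held whole reads.

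From the deposited values, rows with the same symbol were averaged, as the Supplemental Methods describe (32 symbols had more than 1 row, which left 17649 genes), and log2(CPM + 1) was computed. The groups were compared with limma 3.58.1 in R 4.3.3, with a trend of the variance with mean expression and Benjamini-Hochberg adjustment over all genes, at the FDR of 0.3 that the legend of Fig. S5 gives and at 0.05. Pathway scores were the mean of z-scored values over the members of a list with a mean of at least 0.5 CPM, after the average score of the Supplemental Methods, and were compared by a 2-sided exact permutation test over all 70 labellings of the 8 libraries, with adjustment over 14 lists and the FDR of 0.25 that the paper uses for gene sets. The smallest p of that test is 0.0286. The Hallmark sets were not used here, and the lists were compiled by hand, so normalized enrichment scores are not comparable in size with those of Fig. S5C. Matched random lists, 10000 per list, were drawn from genes of similar mean expression. Principal components were computed on z-scored values, and the separation of the groups was the ratio of the mean distance between groups to the mean distance within groups, set against all 35 splits of the libraries. The genes of Fig. S5B were read from the figure by eye. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

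The genes named in the text were chosen by a rule. It took the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, or under 0.3 where fewer than 5 passed in a direction, with a mean of at least 1 CPM and no overlap between the groups. It added the 5 members with the smallest p of each list a result is about, the receptor RAGE (AGER) and the chemokines CXCL1 and CXCL8, and, for the closing section, MKI67, BRCA1 and BRCA2. Genes named outside this rule are the heatmap genes that did not pass the threshold, PON2, CCN1 and ANKRD1, which are drawn in the heatmap and passed it, and the genes that overlap a named gene, which were chosen after their values were seen. A gene that the rule selects is not reported here.

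The replicate numbers that pair control and CML libraries come from the sample titles, and the paper's text does not say that same-numbered cultures were handled together. The fit with the replicate number as a block was therefore run beside the fit without it. The other alternatives were a pseudocount of 0.1, a minimum mean of 1 CPM, rows kept separate, libraries centred on their median, quantile normalization, limma without the trend, a comparison without moderated variances, other list tests (camera, a weighted enrichment score over all labellings and the first principal component of the list), lists without cell cycle genes, genes centred without scaling for the principal components, and each library left out in turn. These alternatives, the tests, the lists and the rule for named genes were set before the data were examined. The lists of direct NF-κB targets, immediate-early genes and YAP/TAZ targets were compiled before they were scored. This does not cover the values of all single members, since CCN1, CCN2 and ANKRD1 were noticed after their values were seen.

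A further setting was chosen after seeing the data. For 12978 genes with a mean of at least 1 CPM and a transcript sequence in the GRCh37 annotation of GENCODE release 44, each library's deviation from the mean of all libraries was fitted by loess (span 0.3) on GC content and transcript length, and the fitted part was subtracted. The other genes were left as deposited, and all 17649 genes were tested. In all, 99.1% of the table's identifiers were found in that annotation. Gene positions are from the same annotation. It is not known whether the authors used that build for this experiment.

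The limma fit was tested on simulated counts drawn from the real genes' means and library sizes, with 200 genes changed. All simulated genes shared 1 spread beyond counting noise (negative binomial dispersion 0.00701). The shares below hold for that spread and need not hold for genes that vary less. With 17649 genes tested and a log2 change of 0.5, 69.5% of the changed genes passed an FDR of 0.3, and 40.4% of the genes that passed had not been changed. With a log2 change of 0.25 the share recovered was 1.30%, and 60.6% of the genes that passed had not been changed. With a log2 change of 1 these shares were 96.1% and 35.9%. With the 13047 genes that had a simulated mean of at least 1 CPM tested, 25.4% of the genes changed by 0.25 were recovered at an FDR of 0.3, and with 13044 genes tested 89.7% of the genes changed by 0.5 were recovered. A TNF-α list raised by a log2 change of 0.05 in simulated data gave an exact permutation p of 0.0286.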

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

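The tests of shared and moved reads and of counting noise were chosen only after the results were seen, as was the test of depth between the groups. A library was singled out when its gap to the nearest library of its group was large against the group's range, and this held for 4 of 116 groups of 4 libraries, where chance gives 5.8.

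Control replicate 4 had 17729518 estimated reads, and the other control libraries had between 16559914 and 16690410. Depth did not differ between control and CML libraries (exact permutation test, p = 0.714), and the scores on component 1, where control replicate 4 lay highest, did not follow depth across the 8 libraries (Pearson's r = 0.132, exact permutation p = 0.751, and Spearman's rho = 0.190, exact permutation p = 0.665, the only relation across libraries that was tested). Without the 2 libraries farthest from the median depth, r was −0.392. No biological explanation was tested for the depth of this library.

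On component 1, CML replicate 4 had a score of 87.0, and the other CML libraries had scores from −25.7 to −7.07. The gene loadings of this component correlated with GC content across 12978 genes (Spearman's rho = −0.689, where genes are not independent replicates), and more weakly with transcript length (rho = 0.307). After the dependence on GC content and transcript length was removed, component 1 separated the groups instead (exact permutation test, p = 0.0286). On component 2, which then held 18.6% of the variance against 18.8% for component 1, replicate 4 still had the highest score of its group. There control replicate 4 had a score of 90.5, with the next control library at 40.4, and CML replicate 4 had 27.5, with the other CML libraries between −25.3 and −11.7. Component 2 did not set replicate 4 of both groups apart, because control replicate 3, at 40.4, lay above CML replicate 4. A difference in GC content and length bias between libraries is thus a candidate explanation for the position of replicate 4. Whether it accounts for all of that position cannot be told, because replicate 4 stayed highest in each group. No biological explanation was tested, because the labels give no condition that replicate 4 of both groups shares.

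SGK1 had 96.2 CPM in CML replicate 3 and between 98.5 and 98.9 CPM in the other CML libraries. The gap was 0.885 times the SD that counting gives, so counting noise of SGK1 could produce it. PILRB had 13.8 CPM in control replicate 3 and between 11.7 and 12.0 CPM in the other control libraries, and the gap was 1.86 times the SD that counting gives. Counting noise of PILRB could account for that as well. No biological explanation was tested for either library.

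Several genes with large changes between the groups are not among the genes that could be read in the heatmap. AL591806.3 had a log2 fold change of 1.24 (adjusted p = 0.0889 from limma), TMEM265 of 0.51 (adjusted p = 0.297) and AC090833.1 of 0.51 (adjusted p = 0.291). Lower with CML were AL139300.1, with a log2 fold change of −0.71 (adjusted p = 0.242), PILRB with −0.43 (adjusted p = 0.183), TMEM178A with −0.34 (adjusted p = 0.179) and ARHGAP27P1-BPTFP1-KPNA2P3 with −0.33 (adjusted p = 0.286). In each of these genes the 4 CML libraries lay on one side of the 4 control libraries, which the rule for naming genes required. With the replicate number as a block, the adjusted p was 0.312 for TMEM265, 0.416 for AC090833.1, 0.369 for AL139300.1, 0.365 for PILRB and 0.356 for ARHGAP27P1-BPTFP1-KPNA2P3, and it stayed under 0.3 for AL591806.3 and TMEM178A (0.263 and 0.290).

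All of these genes except AC090833.1 overlap other genes on the same strand in the GRCh37 annotation. AL591806.3 overlaps F11R and TSTD1, and reads of AL591806.3 shared with overlapping genes are a possible explanation, since its estimated reads were not whole in 7 of the 8 libraries. The same held in 8 libraries for TMEM265, which overlaps SRCAP and AC106886.5, in 8 libraries for AL139300.1, which overlaps KLC1 and APOPT1, in 8 libraries for PILRB, which overlaps PILRA and STAG3L5P-PVRIG2P-PILRB, and in 8 libraries for ARHGAP27P1-BPTFP1-KPNA2P3, which overlaps KPNA2P3 and BPTFP1. TMEM178A overlaps MAP4K3-DT, and its reads were not whole in 2 libraries. If reads had moved between a gene and its overlapping genes, the latter together would change in the opposite direction by about as many CPM. AL139300.1 fell by 7.51 CPM while its overlapping genes rose by 8.95 CPM (standard error 1.69), of which KLC1 accounted for most, from 91.7 to 99.8 CPM. AL591806.3 rose by 2.48 CPM while its overlapping genes fell by 3.38 CPM (standard error 1.32). For AL139300.1 and AL591806.3 an effect of CML cannot be told apart from reads moved between overlapping genes. PILRB fell by 3.42 CPM and ARHGAP27P1-BPTFP1-KPNA2P3 fell by 6.88 CPM, whereas their overlapping genes rose by 0.646 CPM (standard error 0.749) and 0.638 CPM (standard error 0.769). These rises fall short of the losses by more than 2 standard errors, so reads moved to the overlapping genes would not account for all of the change, but reads shared with other genes were not tested. For TMEM265, which rose by 0.979 CPM, and TMEM178A, which fell by 0.646 CPM, the overlapping genes fell by 0.128 CPM (standard error 6.18) and fell by 0.537 CPM (standard error 0.889), and such errors are too large to tell. The gene AC090833.1, a long noncoding RNA gene on chromosome 11, overlaps no other gene in the annotation and had fractional reads in 0 libraries, so reads of AC090833.1 shared with overlapping genes would not explain its change. It was covered by 27 to 59 reads per library, and its adjusted p is close to the threshold.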

How the results depend on the processing

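The settings that remove GC content and transcript length were chosen after seeing the data. The planned count tests with edgeR and DESeq2 were not run, because the reads behind the table were not whole. For all results that changed, the cause was not tested except where stated.

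The number of genes at an FDR of 0.3 was 158 (75.3% higher with CML). It stayed within 1.5 times that number with a pseudocount of 0.1, a minimum mean of 1 CPM, separate rows, quantile normalization (90 genes higher and 54 lower, or 62.5% higher), no trend, and the replicate block (189 genes). It was 53 with libraries centred on their median, 84 without moderated variances, and from 20 to 690 across the 8 fits that each left out a replicate. The lowest number was found without CML replicate 2 and the highest without control replicate 4. It was 599 after GC content and transcript length were removed, 533 of them genes that were corrected and 66 genes that were left as deposited, and 145 of the 599 were among the 158. It was 374 when that was done with the replicate block. At an FDR of 0.05 the number was 0 (1352 genes at an unadjusted p under 0.05), and 0 with the replicate block (1771 genes). It was 7 with a pseudocount of 0.1, 36 with a minimum mean of 1 CPM, 1 with quantile normalization, 5 without the trend, from 0 to 12 with a replicate left out, and 50 after GC content and length were removed, but 0 when that was done with the replicate block (1887 genes at an unadjusted p under 0.05). The median log2 value of all genes differed by 0.0090 between the groups. This is not small against the list changes. For the TNF-α, Myc, TGF-β, ROS, inflammatory and EMT lists, matched random lists had typical median log2 fold changes from 0.0161 to 0.0204. The lists themselves had medians from 0.0210 for TGF-β to 0.0508 for TNF-α, so other genes of similar expression shared a part of these changes.

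Of the genes drawn in the heatmap, 63 passed an FDR of 0.3, 47 with the replicate block, from 16 to 67 with a replicate left out, and 64 after GC content and length were removed.

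For the pathway scores, the adjusted p for the first principal component of the list was 0.971 for TNF-α, with the direction reversed, against a range of 0.0154 to 0.971 over the alternatives. It was 0.971 for the inflammatory list and for oxidative phosphorylation, both reversed, 0.971 for TGF-β, ROS and DNA repair, and 0.867 for Myc and EMT. Only the cell cycle lists, the proliferation score and the hypoxia list kept an adjusted p under 0.25 in all alternatives. For the TGF-β list (0.109, alternatives up to 0.971) the adjusted p was 0.436 after centring and also 0.436 after quantile normalization, 0.269 with the replicate block, 0.419 with camera, and from 0.0571 to 0.291 with a replicate left out. It was 0.0727 after GC content and length were removed, and 0.159 when that was done with the replicate block. For the inflammatory list it was 0.4 after centring, and for DNA repair 0.255 with the enrichment score. With the replicate block the other lists that had passed had an adjusted p of 0.175, from the smallest p that 4 pairs allow. The hypoxia list also passed in the main setting, with a score difference of 0.446 (adjusted exact permutation p = 0.04). Its median log2 fold change stood at percentile 99.7 of matched random lists. The comparison lists for interferon, oxidative phosphorylation and myogenesis did not pass in the main setting. Interferon had 0.133 with a minimum mean of 1 CPM, 0.733 with quantile normalization, where it reversed, and from 0.0727 to 0.467 with a replicate left out. Oxidative phosphorylation had 0.943 with quantile normalization, where it reversed, and from 0.182 to 0.8286 with a replicate left out. Myogenesis had 0.133 after GC content and length were removed, and from 0.0727 to 0.738 with a replicate left out.

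The ratio of distances between and within groups was 1.02. It was 1.16 with the replicate block, 1.05 after GC content and length were removed (exact permutation test, p = 0.0286), and from 0.996 to 1.05 with a replicate left out. It fell below 1 without CML replicate 2 or 3, and it exceeded all other splits without control replicate 4.

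Of the 40 named genes, 26 had an adjusted p under 0.3. In at least 1 of the alternatives other than the removal of GC content, 23 of them lost that threshold and 8 genes gained it, while 9 genes kept their side throughout. Centring moved 14 genes out, the replicate block 9, missing moderation 7 and a pseudocount of 0.1 moved 5 out, with some genes counted under several settings. Leaving out a library moved from 0 genes, without control replicate 4, to 21 genes, without CML replicate 2, out.

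A gene at 1 CPM rests on few reads, since 1 read was worth between 0.0535 and 0.0622 CPM, but how depth limits the calls was not tested. In data simulated at the real library sizes with all genes tested, a log2 change of 0.25, above the median change of 0.22 of the 158 genes, was recovered for 1.30% of changed genes at an FDR of 0.3, and for 25.4% with a minimum mean of 1 CPM. The simulation gave all genes the same dispersion of 0.00701. Real genes that vary less may be recovered more often, so these shares do not measure the power of the real comparison.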

Differences from the paper's values

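The paper's heatmap shows about 68 genes in Fig. S5B, read by eye, at an FDR of 0.3, whereas limma gave 158 genes at that FDR. Of the alternatives set before the data were examined, the number was within 1.5 times the 68 legible genes with libraries centred on their median (53 genes), with a comparison without moderated variances (84 genes), which is closest to the 2-group comparison the Supplemental Methods describe, and without control replicate 1 (91 genes), control replicate 3 (72 genes) or CML replicate 1 (76 genes). It was not with a pseudocount of 0.1 (136 genes), a minimum mean of 1 CPM (141 genes), separate rows (158 genes), quantile normalization (90 genes higher and 54 lower), the replicate block (189 genes), no trend (164 genes), or without control replicate 2 (45 genes), control replicate 4 (690 genes), CML replicate 2 (20 genes), CML replicate 3 (44 genes) or CML replicate 4 (105 genes).

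Among the genes drawn in the heatmap, MLLT11 had an adjusted p of 0.323, FTH1 of 0.397, RNGTT of 0.315, ERBB3 of 0.422 and HOXB3 of 0.350 from limma. The comparison without moderated variances and limma without the trend both placed FTH1, RNGTT, ERBB3 and HOXB3 under 0.3, quantile normalization did so for FTH1 and RNGTT, and a pseudocount of 0.1 for RNGTT. Leaving out control replicate 4 did so for all of them except ERBB3. MLLT11 was also under 0.3 with a minimum mean of 1 CPM and with the replicate block. After GC content and transcript length were removed, a setting chosen after seeing the values, MLLT11, FTH1, ERBB3 and HOXB3 were under 0.3, and with the replicate block added MLLT11 and RNGTT were. The comparison without moderated variances did not place MLLT11, AC116366.3 and PON2 under 0.3.

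The paper ranks TNF-α signaling through NF-κB above all other pathways by q value. With the lists compiled by hand, the TNF-α list ranked 5 of 14 by score difference, 3 by camera and 2 by normalized enrichment score. In the exact permutation test it shared the lowest adjusted p, 0.04, with other lists, among them the cell cycle, Myc, ROS, inflammatory and EMT lists, since the p-value cannot become smaller with 4 libraries per group.

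The paper names TGF-β signaling among the activated pathways. The TGF-β list had an adjusted exact permutation p of 0.109 and passed the FDR of 0.25, but not after centring, after quantile normalization, with the replicate block, with camera, with the first principal component of the list or without CML replicate 3.

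The legend of Fig. S5 describes control and CML-exposed cells as separate in the principal component analysis. The groups were separate on component 2, and component 1 held the larger share of the variance without separating them. Over all genes the ratio of distances was reached by 11 of the 35 splits of the libraries (exact permutation p = 0.314). It was larger than in all other splits without control replicate 4 (exact permutation p = 0.0286), and after GC content and transcript length were removed, a setting chosen after seeing the values. With the replicate block it was 1.16, the largest of the 8 splits that part all same-numbered pairs (exact permutation p = 0.125, the smallest these allow), and it was also the largest of these 8 when the block was combined with the removal of GC content and length, at 1.18.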

Other observations

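The tests chosen only after the result was seen are the counts of splits for the deposited values, the comparison of the cell cycle and TNF-α lists, the tests of NF-κB, immediate-early and YAP/TAZ target genes, the comparison of letters in the library names, and the tests of depth and scaling for the cell cycle and TNF-α lists.

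The 8 libraries can be split into groups of 4 in 35 ways, of which 8 part all same-numbered pairs. In 1 of these 8 splits, the real one, as many genes as the 158 had an adjusted p under 0.3, and the others gave at most 2. With 8 splits the share cannot fall under 0.125, so a chance division of the libraries is not excluded by this test. The other 27 splits keep at least 1 same-numbered pair in one group, and over all 34 other splits the largest number was 12. At an adjusted p under 0.05 the real split gave 0 genes (1352 at an unadjusted p under 0.05), so 8 of the 8 splits gave as many, which a count of 0 fixes in advance. At an unadjusted p under 0.05, the other 7 splits that part all same-numbered pairs gave at most 896 genes, but 9 of all 34 other splits gave more than the real one, up to 1869. For the genes drawn in the heatmap, 1 of the 8 splits gave as many, which carries little weight because these genes were chosen from the real split. After GC content and transcript length were removed, 1 of the 8 splits gave as many genes as the 599 of the real split, and the others gave at most 2.

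Because the number of genes rose to 599 after GC content and transcript length were removed, this bias does not account for the difference between the groups. It may add to the spread between replicates, since component 1 followed GC content (Spearman's rho = −0.689 across genes) and separated the groups after the correction (exact permutation test, p = 0.0286), although component 2, with nearly as large a share of the variance, then did not (exact permutation test, p = 0.686). The library names carry 1 letter in each group, with 0 letters shared by both groups. The letter thus repeats the group and cannot show whether the groups were handled apart or together, and a difference in handling between the groups was not tested.

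By score difference, the cell cycle lists changed more than the TNF-α list. By normalized enrichment score the TNF-α list, at 1.69, stood above the G2/M list at 1.66, the S phase list at 1.64 and the proliferation score at 1.57, and by camera it stood above the S phase list (unadjusted p = 0.00358 against 0.00441). The difference in score was 1.66 for the proliferation score, with 11 of 11 genes higher with CML, 1.31 for the G2/M list, with 52 of 54 genes higher, and 0.860 for the S phase list, with 39 of 43 genes higher (adjusted exact permutation p = 0.04 for each, and 0.175 with the replicate number as a block, and between 0.00715 and 0.175 over the alternatives of these lists). Of the 158 genes at an FDR of 0.3, 23 belong to these lists, all higher with CML. The change of the G2/M score exceeded that of the TNF-α score by 0.755 (exact permutation test, p = 0.0286). The difference of the G2/M list was 1.33 after GC content and transcript length were removed and 1.26 after quantile normalization, its median log2 fold change stood at percentile 100 of matched random lists, and depth did not differ between the groups (exact permutation test, p = 0.714). The removal of GC content and transcript length moved the G2/M scores of single libraries by 0.0215 to 0.213, most in control replicate 4, while the difference between the groups hardly changed. As a hypothesis, MDA-MB-231 cultures exposed to CML may have held more cycling cells. The paper reports decreased proliferation scores for tumors of patients with diabetes, which is another kind of sample. In its BrdU assay, hyperglycemia did not raise the proliferation of cultured breast cancer cells, MDA-MB-231 among them. That exposure was to glucose and not to CML.

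The difference of the TNF-α list remained at 0.528 after GC content and transcript length were removed and at 0.375 after quantile normalization, and its median log2 fold change stood at percentile 100 of matched random lists. To ask whether direct NF-κB targets rise apart from the genes in the heatmap, a separate list of NF-κB target genes was scored without them. Its score differed by 0.859 (34 genes, 29 higher, exact permutation test, p = 0.0286, and 0.125 with the replicate block), by 0.944 after GC content and length were removed and by 0.740 after quantile normalization, and it stood at percentile 100 of matched random lists. A list of serum and growth factor immediate-early genes differed by 0.374 (36 genes, 24 higher, exact permutation test, p = 0.0857, and 0.125 with the block), so the groups overlapped, although with the block it reached the same p as the NF-κB list, the smallest that 4 pairs allow. The immediate-early list differed by 0.331 after GC content and length were removed (exact permutation test, p = 0.143, and 0.25 with the block) and by 0.155 after quantile normalization (exact permutation test, p = 0.429), whereas the NF-κB list kept p = 0.0286 in both settings. Direct NF-κB targets may thus have risen, but whether they rose more than immediate-early genes was not tested.

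CCN1, CCN2 and ANKRD1, which are drawn in the heatmap and were noticed after their values were seen, are targets of YAP and TAZ. A list of YAP and TAZ target genes without the genes in the heatmap differed by 0.736 between the groups (31 genes, 26 higher, exact permutation test, p = 0.0286, and 0.125 with the replicate block). The difference was 0.721 after GC content and length were removed and 0.571 after quantile normalization, with a percentile of 99.7 among matched random lists, but after centring of the libraries the exact permutation p was 0.143. Without the members shared with the TNF-α list the difference was 0.669, so these members account for little of its size, although the exact permutation p was then 0.0571 (24 genes), and 0.25 with the replicate block. The TNF-α list without YAP and TAZ targets and without heatmap genes still differed by 0.491 (163 genes, exact permutation test, p = 0.0286). A rise of YAP and TAZ targets remains a hypothesis, since the score did not separate the groups after centring.

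The paper describes a decreased DNA repair capacity for tumors of patients with diabetes and for xenografts, a similar downregulation of repair pathways in breast cancer cell lines, and less nonhomologous end joining in MDA-MB-231 cells under hyperglycemia. In the present MDA-MB-231 cultures, kept at 5 mM glucose, the DNA repair list was higher with CML, with a difference of 0.358 and 89 of 128 genes higher (adjusted exact permutation p = 0.04, alternatives from 0.04 to 0.971, and 0.175 with the replicate block), and at percentile 93.2 of matched random lists. Without the 8 members that are also in the cell cycle lists the difference was 0.310, so these members alone do not account for it. A part played by the cell cycle is not excluded, because other members may also follow it. After centring of the libraries, and also after quantile normalization, the exact permutation p was 0.0857, so the groups then overlapped. MKI67 had a log2 fold change of 0.30 (adjusted p = 0.0856 from limma), BRCA1 of 0.05 (adjusted p = 0.862) and BRCA2 of 0.19 (adjusted p = 0.574). With the replicate number as a block their adjusted p was 0.260, 0.616 and 0.377. BRCA1 overlaps AC060780.1 and NBR2 in the annotation, with whole estimated reads in all 8 libraries.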
